# Offensive role of the *Bacillus* extracellular matrix in driving metabolite-mediated dialog and adaptive strategies with the fungus *Botrytis*

**DOI:** 10.1093/ismejo/wraf277

**Published:** 2025-12-18

**Authors:** Alicia I Pérez-Lorente, Carlos Molina-Santiago, David Vela-Corcía, Paolo Stincone, Jesús Hierrezuelo, Montserrat Grifé, Abzer K Pakkir Shah, Antonio de Vicente, Daniel Petras, Diego Romero

**Keywords:** Bacillus, biofilm, metabolomics, bacterial–fungal interactions, microbial ecology, secondary metabolism

## Abstract

Bacterial–fungal interactions have traditionally been attributed to secondary metabolites, but the role of the bacterial extracellular matrix in shaping these relationships has remained unclear. Here, we demonstrate that the extracellular matrix protein TasA is a key mediator in the antagonistic interaction between Bacillus subtilis and *Botrytis cinerea*. TasA enables *Bacillus* to tightly adhere to fungal hyphae, disrupts the β-glucan layer, and compromises fungal cytoskeletal integrity synergistically with fengycin, which causes cytological damage. Additionally, TasA acts as a carrier for bacillaene, amplifying its fungistatic activity. In response, *Botrytis* mounts a multifaceted defense, enzymatically degrading fengycin, producing antibacterial oxylipins, and activating adaptive programs such as hyphal branching and chlamydospore formation. Our findings reveal the previously unrecognized role of extracellular matrix components in fungal suppression and the modulation of fungal adaptive responses. This study reveals the complex interplay between microbial aggression and defense, providing new insights into the ecological dynamics of microbial competition and coexistence.

## Introduction

Microbial interactions shape microbial community dynamics and impact ecosystems, particularly within the plant microbiome [1–3]. These interactions range from cooperative to competitive and are often mediated by secondary metabolites, signaling molecules, and biofilms that influence plant health [4]. Beneficial microbes support nutrient acquisition, plant defense, and stress tolerance but compete for limited resources [5, 6] with detrimental pathogens, including fungal species such as *Botrytis cinerea* [7–9].

Bacillus subtilis is a gram-positive bacterium known for its ability to promote plant growth and effectively antagonize fungal pathogens such as *B. cinerea*, the causative agent of gray mold disease, which significantly impacts crops and leads to economic losses [7–9]. The antagonistic activity of *B. subtilis* stems from its production of antifungal lipopeptides, such as fengycin and surfactin, and apparently robust biofilm formation capacity [10]. The extracellular matrix (ECM) of *B. subtilis* comprises mainly but not exclusively exopolysaccharides (EPSs), TasA, TapA, and BslA [11, 12], which provide structural integrity and participate in interactions with plants [13]; bacteria such as *Pseudomonas* species [14]; and fungal species such as *Aspergillus niger* [15, 16] or *Rhizophagus irregulari* [17]. However, the exact role of the ECM in interactions with phytopathogenic fungi remains poorly understood.

Traditionally, the *B. subtilis–B. cinerea* interaction has been viewed as being statically antagonistic. However, microbial interactions are dynamic, with both organisms undergoing metabolic and transcriptomic changes [18]. While *B. subtilis* suppresses *B. cinerea* growth, a portion of the fungal population adapts and survives [19, 20]. This study demonstrates the multifaceted involvement of the ECM, beyond adhesion, in this interkingdom chemical crosstalk and in antagonistic interactions, with TasA and fengycin as key components driving fungal modulation and ecological balance within microbial ecosystems.

## Materials and methods

### Strains, media, and culture conditions

A complete list of the bacterial strains used in this study is shown in Table S1. *Bacillus* cultures were grown in liquid lysogeny broth (LB; 1% tryptone, 0.5% yeast extract and 0.5% NaCl) at 30°C, while *Escherichia coli* were cultivated at 37°C, both with shaking on an orbital platform. The medium was adjusted to pH 7 prior to sterilization. Antibiotics were added at standard concentrations whenever required. Isolate B05.10 of the necrotrophic fungus *B. cinerea* was cultured on potato dextrose agar (PDA, Oxoid) at 20°C under illumination with fluorescent light at a photofluency rate of 12 μmol m^−2^ s^−1^ and a 12/12 h photoperiod. Conidia were collected from these cultures using sterile distilled water and filtered through a 40-μm cell strainer to eliminate hyphal fragments. *Escherichia coli* DH5α was used for cloning and plasmid replication. *E. coli* BL21 (DE3) and BL21(AI) were used for protein purification.

*Bacillus subtilis* mutants

*B. subtilis* mutants were obtained through SPP1-mediated phage transduction following standard protocol [21]. To generate double mutant strains, phage lysates were first prepared from the ∆tasA and ∆eps single mutant strains and then used to transduce a ∆pps background mutant. All the mutants were confirmed through polymerase chain reaction amplification and antibiotic resistance assays.

### Construction of fluorescence-labeled strains

The fluorescence labeling plasmid pKM008V was constructed for Bacillus subtilis strains. In brief, a 300 bp fragment of the Pveg promoter was extracted from pBS1C3 using restriction enzymes EcoRI and HindIII. The Pveg promoter was selected because of its role as a constitutive promoter in *B. subtilis.* After purification, the fragment was inserted into the pKM003 (YFP) or pDR183 (CFP) plasmid, which had been digested with the same enzymes. The plasmid was introduced into *B. subtilis* 168 by natural competence. Transformants were selected by plating on LB agar supplemented with antibiotics. To fluorescently label the extracellular matrix mutants, YFP or CFP was transferred from *B. subtilis* 168 using SPP1 phage transduction as previously described [21].

### Bacterial–fungal competition assay

*B. cinerea* was precultured by growing a germinated conidial suspension in potato dextrose broth (PDB, Oxoid) at 28°C for 24 h at 150 rpm. *B. subtilis* strains were grown on LB plates overnight at 28°C and the resulting colonies were grown overnight in 5 ml of LB at 28°C on an orbital platform. Then, 10–15 germinated hyphae (microcolonies) were mixed with 200 μl of bacterial culture grown in 6-well plates with PDB at 28°C overnight at 150 rpm.

### Evaluation of *Bacillus* adhesion

To analyze the adhesion of different *Bacillus* ECM mutants to *Botrytis* hyphae, *Botrytis* was mixed with precultures of the different *Bacillus* strains constitutively labeled with YFP or CFP. After overnight incubation at 28°C in PDB, the *Botrytis* clumps were washed three times with water to remove unattached *Bacillus* cells. The washed hyphae were subsequently placed onto agarose-coated slides. For the *Bacillus* strains labeled with CFP, excitation and emission detection were performed at the corresponding wavelengths (excitation at 405 nm and emission detection between 450 and 550 nm), and likewise for YFP-labeled strains (excitation at 512 nm and emission detection between 520 and 600 nm). Images were obtained using a Leica Stellaris 8 confocal microscope with a 63× NA 1.3 Plan APO oil-immersion objective. For each experiment, the laser settings, scan speed, PMT or HyD detector gain, and pinhole aperture were kept constant across all acquired images. To count CFUs adhered to the fungus with each ECM mutant, the fungal mass was separated from the liquid bacterial culture by filtering with a 40 μm nylon filter to retain the fungus. The fungal mass was then washed once with Milli–Q (MQ) water to remove the free bacterial cells that were not attached to the fungi. The washed fungal mass was collected in a microtube and weighed to normalize the results to the mass of fungus. A pestle was then used to break the fungal structures and release the bacteria adhering to the fungus. The content was resuspended, and serial dilutions were performed. Finally, CFUs were counted and normalized to the fungal mass.

### Transmission electron microscopy

*B. cinerea* samples were fixed in 2.5% (v/v) glutaraldehyde and 4% (v/v) paraformaldehyde overnight at 4°C. After three rinses with fixation buffer, samples were post-fixed in 1% osmium tetroxide for 90 min at room temperature. They were then washed twice and 15 min of stepwise dehydration in an ethanol series (30%, 50%, 70%, 90%, and 100% twice). Between the 50% and 70% ethanol steps, samples were incubated overnight at 4°C in 2% uranyl acetate prepared in 50% ethanol. Following dehydration, the samples were gradually embedded in low-viscosity Spurr’s resin as follows: resin:ethanol, 1:1, 4 h; resin:ethanol, 3:1, 4 h; and pure resin, overnight. The sample blocks were embedded in capsule molds containing pure resin for 72 h at 70°C. The samples were left to dry and visualized under a FEI TALOS F200X.

### Confocal laser scanning microscopy

Bacterial cell death within the colonies was assessed utilizing the LIVE/DEAD BacLight Bacterial Viability Kit (Invitrogen). Equal volumes of the kit components were mixed and 2 μl of this solution was applied to 1 ml of bacterial suspension for staining. To visualize live or dead bacteria in the samples, sequential acquisitions were performed. Live bacteria were imaged using excitation at 488 nm, and emission was recorded between 499 and 554 nm, whereas dead bacteria were imaged through a subsequent acquisition via excitation at 561 nm and emission recorded between 592 and 688 nm.

Intracellular ROS levels were detected by staining with dihydrorhodamine 123 (DHR123; Sigma). After adding DHR123 to a final concentration of 2 μg/ml, samples were incubated for 5 min at room temperature. The cells were counterstained with the lipophilic dye FM4–64 (Thermo Fisher) to stain the plasma membrane. Images were obtained using a Leica Stellaris 8 confocal microscope with a 63x NA 1.3 Plan APO oil-immersion objective, with excitation at 488 nm and emission detection between 510 and 580 nm (for DHR123 fluorescence emission) and between 670 and 850 nm (for FM4–64 fluorescence emission). Image processing was performed using FIJI/ImageJ software [22]. Image processing was conducted keeping laser settings, scan speed, detector gain and pinhole size constant across experiments.

### Protein purification

Recombinant His6-tagged TasA was purified as previously reported [23]. In summary, E. coli BL21 (DE3) cells carrying the pET22b-tasA plasmid were cultivated overnight in 5 ml LB medium at 37°C with agitation (150 rpm). Cultures were reinoculated 1:100 into fresh LB and grown until reaching an OD_600_ of 0.7–0.8, when protein expression was induced with 1 mM IPTG. Induced cultures were incubated overnight at 28°C with shaking to promote inclusion body formation. The next day, the cells were harvested via centrifugation (7000 × g, 30 min, 4°C) and stored at −80°C until purification. After thawing, the pellet was resuspended in buffer A (Tris 50 mM, 150 mM NaCl; pH 8) supplemented with 0.2 mg/ml lysozyme, 1 mM PMSF, and 10x Cell Lysis Reagent (Sigma) and incubated for 1 h at 37°C. Solubilization was achieved by adding 6 M guanidine hydrochloride (GuHCl) to saturation and incubating at 60°C overnight. The lysate was sonicated on ice (3 × 60 s, 60% amplitude) and centrifuged (110 000 × g, 1 h, 16°C). The resulting supernatant was passed through a 0.45-μm filter prior to affinity chromatography. The protein was purified using an AKTA Start FPLC system (GE Healthcare). The suspension was loaded into a HisTrap HP 5 ml column (GE Healthcare) previously equilibrated with binding buffer (50 mM Tris, 0.5 M NaCl, 20 mM imidazole, and 8 M urea; pH 8). Next, the protein was eluted from the column with elution buffer (50 mM Tris, 0.5 M NaCl, 500 mM imidazole, and 8 M urea; pH 8). Subsequently, fractions were passed through a HiPrep 26/10 desalting column (GE Healthcare) and exchanged into either 20 mM Tris or 50 mM NaCl buffer, depending on the downstream assays.

For chitosanase, recombinant His_6_-tagged Csn was purified using a modified protocol for heterologous expression. E. coli harboring the expression plasmid were grown in 250 ml LB supplemented with ampicillin to an OD_600_ of 0.7, then induced with IPTG and incubated under optimal conditions prior to harvesting (10 000 × g, 5 min). The cell pellets were lysed in washing buffer containing 50 mM Na_3_PO_4_ (pH 8), 500 mM NaCl, 10 mM imidazole, 1 mM PMSF, 0.2 mg/ml lysozyme, and 10x CelLytic (Sigma–Aldrich) and incubated with shaking at room temperature for 30 min. Cells were disrupted by sonication on ice (3 × 60 s) and clarified by centrifugation and filtration.

The lysate was loaded onto a HisTrap HP column (GE Healthcare) on an AKTA Start FPLC system equilibrated with washing buffer. The protein was eluted via elution buffer (20 mM Na*3*PO4, 500 mM NaCl, and 500 mM imidazole; pH 8). The purified Csn protein was dialyzed with a HiPrep 26/10 desalting column (GE Healthcare) against 50 mM Tris–HCl and 50 mM NaCl (pH 7.4), and stored at −80°C until use.

### EPS extraction and purification

For EPS production, the *B. subtilis* ΔtasA strain was employed. An overnight preculture in Ty medium was prepared and 1 ml of this culture was inoculated into 200 ml of fresh Ty medium for static incubation in 24-well plates at 30°C for 5 days. Cells were harvested by centrifugation (8000 × g, 10 min) and washed with distilled water. The resulting pellets were resuspended in phosphate buffered saline (PBS) and gently sonicated to detach EPS from the cells. Soluble fractions were stirred on ice and treated with trichloroacetic acid (TCA, final concentration 100%) to precipitate contaminating proteins. After overnight incubation at 4°C, proteins were removed by centrifugation (10 000 × g, 20 min). EPS was then precipitated from the clarified supernatant by adding five volumes of cold ethanol under constant stirring and incubating overnight at 4°C. The precipitated material was recovered by centrifugation (10 000 × g, 20 min), dialyzed against distilled water overnight (Spectra/Por membrane, MWCO 3.5 kDa), filtered, and subjected to size-exclusion chromatography (HiPrep 16/60 Sephacryl S-300HR) using Milli-Q water as the eluent. Fractions were analyzed with the phenol–sulfuric acid assay, and absorbance at 490 nm was recorded in a FLUOstar Omega plate reader (BMG LabTech). Carbohydrate-containing fractions were combined and lyophilized for downstream analyses.

### Immunolocalization of TasA by Confocal Laser Scanning Microscopy (CLSM)

To evaluate the interaction of purified tagged TasA with *Botrytis* hyphae, 3 μm of the protein was added and the mixture incubated overnight. Next, the samples were applied to well slides treated with 0.1% poly-L-lysine (Sigma–Aldrich) and incubated for 2 h. After the samples were removed, they were fixed with fixation buffer (3% paraformaldehyde and 0.1% glutaraldehyde diluted in PBS) for 10 min. The wells were subsequently rinsed twice with PBS and incubated for 1 h in blocking buffer [3% w/v bovine serum albumin (BSA) and 0.2% v/v Triton X-100 in PBS]. Following removal of the buffer, the wells were treated with the primary antibody (anti-His) at a concentration of 1:100 diluted in blocking buffer and incubated for 3 h. The wells were then washed three times with washing buffer (0.2% w/v BSA and 0.05% v/v Triton X-100 in PBS), with each incubation lasting for 5 min. The wells were subsequently incubated for 2 h with the secondary antibody goat anti-rabbit IgG-Atto488 at a dilution of 1:200 in blocking buffer. The samples were washed once with washing buffer and twice with PBS, with each incubation lasting for 5 min. The immunostained samples were fixed for 5 min with fixation buffer, followed by rinsing with PBS three times. As a negative control, immunostaining was performed without incubation with the primary antibody. Visualization of immunostaining was carried out using confocal laser scanning microscopy. Fluorescence of Atto-488 was recorded using excitation at 488 nm and emission between 497–572 nm. Alexa Fluor 647 was detected with excitation at 561 nm and emission in the range of 576–686 nm.

### TasA immunolabeling assay by transmission electron microscopy

To identify the specific localization of TasA on the cell wall of *Botrytis*, we first added 3 μm purified TasA to a *Botrytis* culture and incubated it overnight. next, the cells were fixed and embedded as described in the transmission electron microscopy (TEM) section. For immunolabeling assays, carbon-coated copper grids were placed onto the samples of *Botrytis*. After 2 h of incubation, the grids were washed in PBS for 5 min and subsequently blocked with Pierce protein-free (TBS) blocking buffer (Thermo Fisher) for 30 min. An anti-TasA primary antibody was used at a 1:150 dilution in blocking buffer, and the grids were deposited over the drops of antibody solution and incubated for 1 h at room temperature. The samples were washed three times with TBS-T (50 mM Tris–HCl, 150 mM NaCl, pH 7.5, and 0.1% Tween 20) for 5 min and then exposed to a 10-nm-diameter immunogold-conjugated secondary antibody (10 nm goat anti-rabbit conjugate, BBI solutions) for 1 h at a 1:50 dilution. The samples were then washed twice with TBS-T and once with water for 5 min each time. Finally, the preparations were treated with 2% glutaraldehyde for 10 min, washed in water for 5 min, counterstained with 1% uranyl acetate for 15 s, and rinsed once with water for 15 s. The grids were allowed to dry, and imaging was performed using a JEOL JEM-1400 transmission electron microscope operated at 80 kV.

### Magnetic resonance imaging assays

*B. cinerea* cells (either treated with purified TasA or protein buffer as control) were incubated for 24 h in PDB. Following incubation, all samples were embedded in 1.5% agar in Falcon tubes to ensure stable positioning for imaging. Magnetic resonance imaging (MRI) experiments were conducted using a 9.4 T Bruker Biospec system equipped with 400 mT/m gradients and an Avance III console (Bruker BioSpin, Ettlingen, Germany). High-resolution T2-weighted images were acquired using a turbo-RARE sequence with the following parameters: TE = 33 ms, TR = 500 ms, 2 averages, a field of view (FOV) of 3.2 cm, a matrix size of 384 × 384, an in-plane resolution of 78 μm, and a slice thickness of 1 mm. These settings allowed detailed observation of structural and textural alterations in *Botrytis* samples following TasA exposure.

### Plant infection assays

Assays of *B. cinerea* infection were carried out in 5–6-week-old plants. Fungal conidia were collected from cultures grown under illumination in sterile distilled water and filtered through a 40 μm cell strainer to remove the remaining hyphae. For inoculation, the conidial suspension was adjusted to 10^5^ conidia/ml in grape juice (100% pure organic). Leaves were inoculated by applying 5 μl droplets of conidial suspension. The pots were covered with a plastic dome and placed in a growth chamber. After 24 h, the plastic dome was briefly removed to administer either TasA treatment or buffer in the case of control plants. Leaf images were acquired 72 h post-inoculation, and lesion size was quantified using ImageJ software.

### Ribonucleic acid isolation and sequencing

Ribonucleic acid (RNA) from *B. cinerea* was extracted from clumps disrupted with liquid nitrogen. After disruption, the suspensions of the pellets were resuspended in TRIzol reagent (Invitrogen). Total RNA extraction was then performed as indicated by the manufacturer. DNA removal was carried out by treatment with Nucleo-Spin RNA Plant (Macherey–Nagel). The integrity and quality of the total RNA were assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies) via electrophoresis. The removal of rRNA was performed using the RiboZero rRNA Removal (Bacteria) Kit from Illumina, and 100-bp single-end read libraries were prepared via the TruSeq Stranded Total RNA Kit (Illumina). The libraries were sequenced using a NextSeq 550 System (Illumina). The raw reads were preprocessed with SeqTrimNext The raw reads were preprocessed with SeqTrimNext [24] using specific high-throughput sequencing parameters. This preprocessing removed low-quality, ambiguous and low-complexity stretches; linkers; adapters; vector fragments; and contaminated sequences while keeping the longest informative parts of the reads. Reads shorter than 25 bp were discarded. Clean reads were mapped to the *B. subtilis* reference genome using Bowtie [25]. Alignment files were processed in BAM format and subsequently sorted and indexed with SAMtools v1.484 [26]. Gene-level read counts were obtained using Sam2counts (https://github.com/vsbuffalo/sam2counts). Differential gene expression was assessed with DEgenes Hunter, which combines p-values from edgeR [27] and DEseq2 via Fisher’s method. Resulting p-values were corrected using the Benjamini–Hochberg false discovery rate (FDR) method, and genes with an adjusted *P* < .05 and log2 fold-change >1 or < −1 were considered significantly differentially expressed.

### Metabolite extraction from liquid culture

The cultures were centrifuged to separate cell pellets from the supernatant. For metabolite extraction from the cellular fraction, 1 ml of 80% methanol was added, and a tissue-lyser was used for 10 min to disrupt the cells. The mixture was then centrifuged at maximum speed, and the supernatant was transferred to a new tube. The methanol was evaporated using a speed vacuum concentrator and stored at −20°C until analysis by liquid chromatography-mass spectrometry (LC–MS). For the supernatant-derived metabolites, ethyl acetate was added at a 1:1 ratio, by volume, with the supernatant. The mixture was vortexed and rotated for 30 min. Subsequently, 4 ml of the upper phase was transferred to a new tube. The supernatant was evaporated using a speed vacuum concentrator and stored at −20°C until further analysis via LC–MS.

### Liquid chromatography–tandem mass spectrometry

Nontarget metabolomic profiling Untargeted metabolomic profiling was carried out using ultra-high-performance liquid chromatography (UHPLC) coupled to a Q Exactive HF mass spectrometer, as previously described [28]. Briefly, UHPLC separation was performed using a C18 core–shell column (Kinetex, 50 × 1 mm, 1.7 μm particle size, 100 A pore size; Phenomenex, Torrance, USA). The mobile phases used were solvent (A), containing H2O (LC/MS grade, Fisher Scientific) + 0.1% formic acid (FA), and solvent (B), containing acetonitrile (LC/MS grade, Fisher Scientific) + 0.1% FA. Following sample injection, a 5 min linear gradient was applied for small-molecule elution, with a flow rate of 150 μl/min (microflow mode). The following separation conditions were used: 0–4 min from 5% to 50% solvent (B), 4–5 min from 50 to 99% B, followed by a 2 min wash step at 99% B and a 3 min re-equilibration phase at 5% B. Mass spectrometry was performed in positive ion mode using HESI. The parameters were set as: sheath gas flow 30 L/min, auxiliary gas 10 L/min, sweep gas 2 L/min, spray voltage 3.5 kV, capillary temperature 250°C, S-lens RF level 50 V, and auxiliary gas heater temperature 200°C. Full MS survey scans were acquired across an m/z range of 120–1800 with a resolution of 45 000, automatic gain control (AGC) of 1 × 10^6^, maximum injection time of 100 ms, and one microscan. data-dependent acquisition (DDA) MS/MS spectra acquisition was performed in DDA mode with TopN set to 5; as a consequence, the five most abundant precursor ions of the survey MS scan were subjected to MS/MS fragmentation. The resolution of the MS/MS spectra was set to 15 000, the AGC target was 5E5, and the maximum injection time was 50 ms. The quadrupole precursor selection width was set to 1 m/z. Normalized collision energy was applied in stepped mode at 25, 35, and 45°C. MS/MS scans were triggered in apex mode within 2–15 s from their first occurrence in a survey scan. Dynamic precursor exclusion was set to 5 s.

### Feature-based molecular networking and spectral library search

Following LC–MS/MS acquisition, raw spectra were converted to *.mzML* files using MSConvert (ProteoWizard). MS1 and MS/MS feature extraction was performed with Mzmine3 [29]. For MS1 spectra, an intensity threshold of 1E5 was used, and for MS/MS spectra, an intensity threshold of 1E3 was used. For MS1 chromatogram building, a 10-ppm mass accuracy and a minimum peak intensity of 5E5 were set. Extracted ion chromatograms were deconvoluted with the baseline cutoff algorithm (threshold 1E5), and matched to MS/MS spectra within 0.02 m/z and 0.2 min retention time windows. Isotope peaks were grouped, and features from different samples were aligned with 10 ppm mass tolerance and 0.1-min retention time tolerance. MS1 features without MS2 features assigned were filtered out of the resulting matrix, as were features that did not contain isotope peaks and that did not occur in at least three samples. After filtering, the gaps in the feature matrix were filled with a relaxed retention time tolerance of 0.2 min and a 10 ppm mass tolerance. Finally, the feature table was exported as a .csv file, and the corresponding MS/MS spectra were exported as .mgf files. Contaminant signals detected in blank samples were filtered out, retaining only those with a blank-to-sample abundance ratio below 30%. For feature-based molecular networking and spectrum library matching, the .mgf file was uploaded to GNPS [30, 31].

For network construction, parameters were set to a cosine score ≥ 0.7, precursor and fragment ion tolerances of 0.01 Da, a minimum of six matched fragment peaks, and a cluster size threshold of one (MS cluster-off). Library searches required at least five matched fragment peaks, with analog searches allowing a maximum precursor mass difference of 100 m/z at a cosine score of ≥0.7. Networks were visualized in Cytoscape v3.9.1102 [32].

To enhance the chemical structural information in the molecular network, the generated .mgf file from MzMine3 was placed into Sirius 4 for chemical class and structure prediction [33]. Data were compared and classified against databases present in SIRIUS (Bio Database, GNPS, Natural Products, PubChem, PubMed). For molecular formula identification, the MS2 mass accuracy was set to 3 ppm. Chemical class annotations were performed with CSI: FingerID [34] and CANOPUS [35]. Mirror plots were generated using GNPS and https://metabolomics-usi.ucsd.edu/, and the mzspec values of the selected features and the metabolites recorded in the MS/MS databases were compared (Fig. S1). Annotations were performed according to the guidelines in ref. [36] (Table S2). Statistical analyses of metabolomic data were conducted in MetaboAnalyst v5.0, after filtering by the interquartile range (IQR) [37].

An automatic workflow for the analysis of the cell and supernatant fractions of *B. cinerea* and *B. subtilis* during coculture and *B. cinerea* treatment with TasA and fengycin at 6, 24 and 48 h (MSV000089552) can be accessed at https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=b7579a1d14df42a09d30bd1418852db2 (feature-based molecular networking of the cell fraction:https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=4e4ade42ae60484886df1295747c5c71; feature-based molecular networking of the supernatant fraction: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=c03281452dd342ccaf6962a051debb40).

### Native metabolomics

Native metabolomics experiments were conducted using the same chromatographic conditions as above. Post-column, 150 μl/min ammonium acetate buffer was introduced via a makeup pump and PEEKT splitter, while TasA protein (3 μm) was infused at 2 μl/min through the integrated syringe pump. The ESI settings were as follows: sheath gas flow, 40 arbitrary units; auxiliary gas flow, 10 arbitrary units; and sweep gas flow, 0 arbitrary units he auxiliary gas temperature was 150°C, spray voltage 3 kV, and inlet capillary temperature 253°C. The S-lens voltage was adjusted to 30 V. The MS scan range was set to 2500–4000 m/z with a resolution R_m/z_ 200 of 140 000 to 120 000 with 2 micro scans. MS acquisition was performed in all-ion fragmentation (AIF) mode with R_m/z_ 200 with 20% HCD collision energy and an isolation window of 2500–4000 m/z. For native LC–MS data analysis, raw ion spectra were analyzed with Xcalibur software (Thermo Scientific) to identify changes in protein mass. When a potential ligand was detected, retention times from the intact protein mass and metabolomics datasets were matched with an m/z offset corresponding to bacillaene B and dihydrobacillaene B.

### Minimum inhibitory concentration assays

Minimum inhibitory concentration (MIC) assays were conducted in liquid LB medium using the twofold serial dilution method as outlined by the guidelines of the Clinical and Laboratory Standards Institute (2003). The highest concentration tested for the compound SDA was 1000 μg/ml. All experiments were performed in triplicate, and the MIC was determined as the lowest antibiotic concentration that inhibited growth by >90%.

### Polysaccharide affinity assay

These assays were conducted following established protocols [38, 39], employing 30 μg/ml purified TasA. In brief, TasA monomers were incubated with 3 mg of chitin beads (New England Biolabs), crab shell chitin, chitosan, β-glucan, cellulose (all from Sigma) or xylan (TCI America) in 800 ml of water. Following gentle agitation at 4°C overnight, the insoluble fraction was pelleted by centrifugation (13 000 × g for 5 min), and the supernatant was collected. The insoluble fraction was washed three times with water and subsequently boiled in 1% SDS solution. The presence of protein in both the supernatant and pellet fractions was assessed via Tricine SDS–PAGE followed by Coomassie Brilliant Blue staining.

### Bacillaene extraction and purification

The isolation of bacillaene was performed with modifications to previously published protocols [40, 41]. In brief, cultures of *B. subtilis* (or ∆pks as a control) were grown in 1 L batches in LB broth and incubated overnight at 28°C with shaking. Following incubation, the cells were removed by centrifugation (9000 rpm, 10 min, 16°C), and the resulting cell-free supernatant was retained. Next, 250 ml of ethyl acetate was added and the mixture was incubated with agitation for 2 h, followed by 30 min of phase separation. The organic phase containing bacillaene was recovered and evaporated by lyophilization. The dried residue was resuspended in methanol and filtered through 0.45 μm filters (Econofltr PTFE). The extracts were separated using a preparative HPLC column (Eclipse XDB-C18 5 μm, 9.4 × 250 mm). The mobile phases consisted of 20 mM NaPi (A) and acetonitrile (B), with the following elution profile: 0–2 min at 35% B, 2–8 min from 35–40% B, 8–10 min at 40% B, 10–12 min from 40–35% B, and 12–15 min at 35% B. The flow rate of the mobile phase was set to 1 ml/min, and the absorbance was monitored at 362 nm using a photodiode array (PDA). The presence of bacillaene was confirmed by comparing the chromatograms of the wild-type extract with those of the ∆pks mutant extract, which lacked bacillaene, and by HPLC-MS by the MEDINA Foundation. The samples were analyzed using an Agilent 1200 Rapid Resolution HPLC connected to a Bruker maXis mass spectrometer. Separation was carried out using a Zorbax SB-C8 column (2.1 × 30 mm, 3.5 μm). The mobile phase consisted of two solvents: a 90:10 aqueous solution (solvent A) and a 10:90 aqueous solution (solvent B) of 13 mM ammonium formate and 0.01% TFA. The mass spectrometer was operated in positive electrospray ionization (ESI) mode, with the following settings: capillary voltage 4 kV, drying gas flow 11 L/min at 200°C, and nebulizer pressure 2.8 bar. Calibration was performed prior to injection using the TFA–Na ion cluster, and each sample was recalibrated by infusion of the TFA–Na calibrant before the chromatographic front. Each chromatographic run was processed using Bruker’s internal algorithm for component extraction, and the most intense peaks, both by TIC in positive mode and absorbance at 210 nm, were considered for accurate mass interpretation and molecular formula determination. Retention time and exact mass were then used as criteria to query the high-resolution MS database of the MEDINA Foundation.

### Docking

Automated tertiary structure modeling of the elongation factor (EF) protein from *B. cinerea* B05.10 (Acc. no. XP_001560460.1), derived from the Bchbs1 and Bcmef1 genes, were generated via AlphaFold [42]. To identify potential binding sites for bacillaene (PubChem ID: 25144999) on the EF proteins, we utilized the web-based SwissDock program [www.swissdock.ch/docking] [43] for automated molecular docking and thermodynamic analysis. SwissDock employs the EADock DSS algorithm to predict molecular interactions between a target protein and a small molecule. Docking was carried out using the “Accurate” setting with default parameters and no predefined region of interest (blind docking). Binding energies were calculated using CHARMM (Chemistry at HARvard Macromolecular Mechanics), integrated within SwissDock software, and the most favorable energies were assessed via fast analytical continuum treatment of solvation. The energy results were then scored and ranked on the basis of full fitness (kcal mol − 1), with spontaneous binding indicated by the estimated Gibbs free energy ΔG (kcal mol − 1). Negative ΔG values were interpreted as evidence of spontaneous binding. Structural visualization and analysis of docking results were performed using UCSF Chimera v1.8.

### Flow cytometry assays

Cells were cultured in 24-well plates containing 1 ml of MSgg medium at 28°C. At the indicated time points, the pellicle biofilm was removed, and the planktonic cells from the spent medium were collected by centrifugation (14 000 rpm, 3 min) and resuspended in 500 μl of PBS using a 25G needle. The cells were gently sonicated (12 pulses of 5 s and 30% amplitude) to ensure complete resuspension, fixed in 4% paraformaldehyde in PBS and washed three times in PBS. The flow cytometry runs were performed with 200 μl cell suspensions in 800 μl of GTE buffer (50 mM glucose, 10 mM EDTA, 20 mM Tris–HCl; pH 8), and the cells were quantified on a Beckman Coulter Gallios flow cytometer using 488 nm excitation. YFP fluorescence was detected with a 525/40 BP filter. The data were collected using Gallios Software v1.2 and analyzed with Flowing Software v2.5.1. Wild-type *B. subtilis* cells lacking the fluorescent reporter were used as a negative control for promoter activity measurements.

### Chitosan level quantification

Changes in the chitosan composition were determined via eosin Y labeling. The samples were subsequently resuspended in citrate–phosphate buffer (0.2 M NaH_2_PO_4_, 0.1 M K citrate; pH 6) with 1 μg/ml eosin Y (final concentration). After 10 min of incubation at room temperature, the cells were washed two times with citrate–phosphate buffer and placed on 1% agarose pads. Finally, the stained cells were imaged with an excitation wavelength of 488 nm, and emission was detected between 510 and 640 nm. Images were obtained using a Leica Stellaris 8 confocal microscope with a 63x NA 1.3 Plan APO oil-immersion objective. Processing and signal intensity measurement were performed via FIJI/ImageJ. For each experiment, the laser settings, scan speed, HyD detector gain and pinhole aperture were kept constant across all acquired images.

### Autophagosome staining and confocal microscopy

*Botrytis* spores were inoculated into 100 ml of potato dextrose broth (PDB) and incubated at 24–28°C under agitation (120 rpm) for 24 h to allow germination. Germinated spores were then treated with fengycin (10 μm) or rapamycin (1 μm) as a positive control for autophagy induction and incubated for 4 h under the same conditions. After treatment, samples were collected and stained with DAPGreen (Dojindo Laboratories) at a 1:1000 dilution for 30 min at room temperature in the dark. After staining, samples were washed once with PBS and immediately examined using a confocal laser scanning microscope equipped with a 488 nm excitation laser and appropriate emission filters. All images were acquired using identical acquisition settings for control and treated samples to enable direct comparison of fluorescence patterns and signal intensity.

## Results

### *Bacillus* extracurricular matrix mediates adhesion and bidirectional response in the interaction with *Botrytis*

Microbial interactions are inherently dynamic and are shaped by evolving exchanges between organisms and their environment. This ecological fluidity is especially pronounced in antagonistic or competitive relationships within microbial communities, where organisms constantly adapt to maintain ecological balance or eliminate competitors [44–47]. Historically, the interaction between *B. subtilis* and *B. cinerea* has been described as unidirectionally antagonistic, driven by the ability of *B. subtilis* to suppress fungal growth through the secretion of antifungal compounds, including plipastatins and surfactins [48]. However, our observations revealed a more complex and dynamic interaction over time. In the short term, *Bacillus* inhibited *Botrytis* growth; however, some of the fungal population survived after one week and even one month of interaction (Fig. 1A), an observation that suggests the existence of a defense mechanism activated by *Botryti*s to persist in a chemically hostile environment. Moreover, rather than simply being the attacker, the *Bacillus* population also experiences significant mortality during this interaction, particularly the bacterial cells that are in close contact with fungal hyphae (Fig. 1B). These findings, indicative of bidirectional antagonism, challenge the conventional view of this interaction as strictly unidirectional and point toward a more balanced relationship wherein both organisms may employ adaptive defense mechanisms. Indeed, in the long term (1 week), the total *Bacillus* population was comparatively larger than that in *Bacillus* monoculture (Fig. 1C, Fig. S2A), despite the higher percent mortality of *Bacillus* cells attached to *Botrytis* hyphae. This result indicates that individual bacterial cells are more likely to die when they are in close contact with *Botrytis*, although the overall *Bacillus* population increases during the interaction, possibly due to a beneficial environmental niche or nutrient availability created by the presence of the fungus. This population expansion, however, is not attributable to sporulation, since *B. cinerea* does not trigger spore formation in *Bacillus* (Fig. S2B).

**Figure 1:**
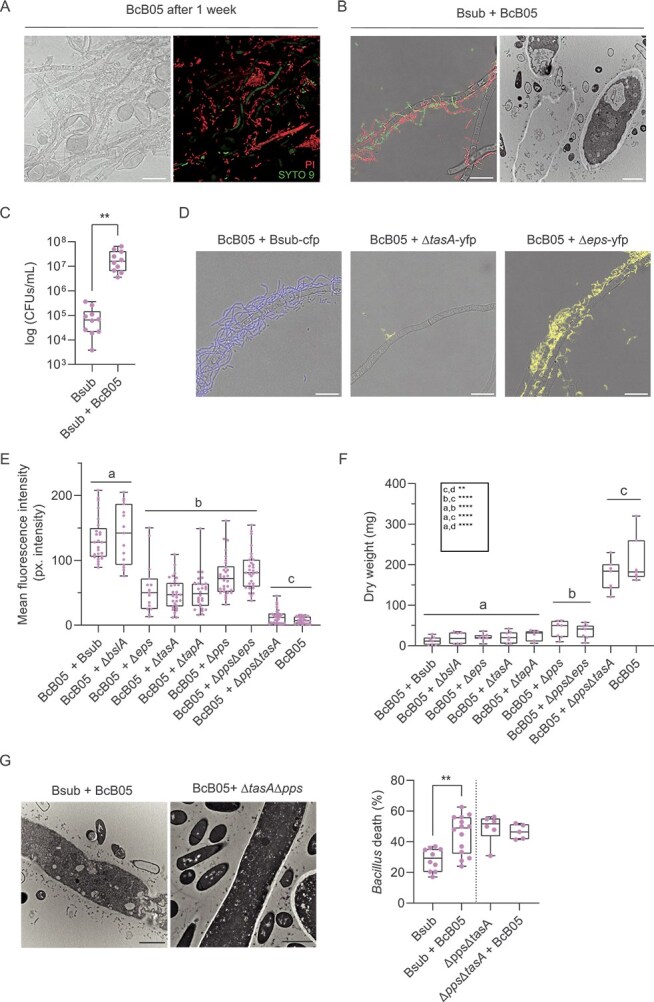
Bidirectional response and adaptive responses in the interaction between *B. subtilis* and *B. cinerea*. (A) Representative confocal microscopy images of *B. cinerea* after coculture with wild-type *B. subtilis* for 1 week. Left: bright-field image showing fungal and bacterial structures. Right: confocal microscopy image after live/dead staining with SYTO9 (green) and propidium iodide (PI, red). SYTO9 stains live bacterial cells and some fungal structures green, while PI stains dead cells red. (B) Left: confocal microscopy images showing *B. subtilis* mortality near *B. cinerea* hyphae after 24 h, visualized using live/dead staining, highlighting significant bacterial cell death near fungal structures, indicative of bidirectional response. Right: transmission electron microscopy images showing *B. cinerea* cell leakage and *B. subtilis* ghost cells surrounding fungal hyphae. (C) Quantification of the total *B. subtilis* population in coculture after 1 week, demonstrating an overall increase compared with that of the monoculture. (D) Representative images showing impaired adhesion of *B. subtilis* mutants lacking tasA to *B. cinerea* hyphae. (E) Quantification of ROS levels from confocal images of *B. cinerea* during coculture with wild-type *B. subtilis (*Bsub), mutants lacking structural and nonstructural ECM components (Δpps, ΔtasA, ΔtapA, Δeps, and ΔbslA) and double mutants (Δpps Δeps and ΔppsΔtasA) after 24 h of interaction. (F) Fungal growth of *B. cinerea* during coculture assays after 24 h of interaction. (G) Quantification of the percentage of *B. subtilis* cell death in monoculture and during coculture with *B. cinerea*, including comparisons with the ΔtasAΔpps mutant strain, showing the influence of these ECM components on fungus-induced bacterial mortality. Scale bars for confocal microscopy represent 20 μm, and scale bars for TEM images represent 2 μm. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). Statistical analyses were performed on at least three biological replicates. Statistical significance was assessed using a t test, with two asterisks indicating significant differences at *P* < .01.

To investigate the mechanism underlying the dynamic interaction between *Bacillus* and *Botrytis*, we initially examined the transcriptomic profiles of both organisms after 6 h of coculture. 

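RNA of both organisms was sequenced after 6 h, from *B. cinerea* alone, from *B. subtilis* alone and from the coculture of both. There were 2 libraries in each of these 4 groups, with the reads of the coculture given separately for the fungus and for the bacterium. The authors trimmed the reads, mapped them, counted them per gene and compared each organism in coculture with the same organism alone. The authors' deposited tables give, per gene, a base mean (the mean normalized count over the libraries), a log2 fold change with its standard error, and a p-value from a Wald test in the format of DESeq2. They hold 10975 genes of *B. cinerea*, of which 2613 (23.8%) have a symbol, and 4258 genes of *B. subtilis*, of which 4203 have one. The median base mean was 256 normalized counts in the fungus and 1180 in the bacterium. The tables carry no value per library, so the number of reads per library is not known, and the spread between the 2 replicates is known only as a dispersion recovered from the standard errors. Fold changes, standard errors and adjusted p-values of single genes are those of the authors' deposited tables throughout. A gene was counted as changed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods. By this rule 1781 fungal genes changed, 1321 of them higher and 460 lower in coculture (74.2% higher), and 664 bacterial genes changed, 367 higher and 297 lower. The excess of higher genes depends on the thresholds: with no fold threshold 2297 fungal genes were higher and 2325 lower (49.7% higher), and in the bacterium 216 were higher and 227 lower at an adjusted p under 0.01. The fungal fold changes of genes at or above the median base mean were centered at -0.15 on the log2 scale, while the median over all fungal genes was 4.81e-04. Moving the center of the former to 0, an alternative chosen after the data were seen, gave 1865 changed genes, of which 84.4% were higher. In the bacterium centering gave 325 higher and 319 lower genes. In a test against a 2-fold change, also chosen after the data were seen, 49 bacterial genes were higher and 77 lower. From the tables, changed genes were counted in lists of genes with a shared function, and the counts were compared with all other genes of the table by a 2-sided Fisher's exact test. The resulting p-values were adjusted with the Benjamini-Hochberg method over the 114 list tests in *B. cinerea* and the 52 in *B. subtilis*. Genes of a list can move together, in an operon or a gene cluster for example, and Fisher's test treats them as independent. The median log2 fold change of each list was also placed among those of 10000 random lists of the same size and similar base mean, and its place is given as a percentile. The random lists draw genes one by one, so the percentile treats the genes of a list as independent too. The recovered dispersion between replicates had a median of 0.0813 in *B. subtilis*, 7.25 times that of the fungus in its fengycin comparison, so a change of the same size passed the test less easily in the bacterium.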

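In the fungus, many genes for its toxins botrydial and botcinic acid rose in coculture, and so did several glutathione S-transferases, which attach glutathione to reactive or foreign molecules. Genes of phospholipid synthesis and turnover moved in both directions. Of 66 genes of secondary metabolism, 25 were higher and 2 were lower than in *B. cinerea* alone, with the same numbers when adjusted over the list alone (adjusted p = 3.60e-06 for the higher genes, Fisher's exact test). Their median log2 fold change was 0.72, at percentile 100 of the random lists. Bcbot2, the sesquiterpene cyclase of botrydial synthesis, had a log2 fold change of 8.74 in the authors' deposited table (standard error 0.76, adjusted p = 9.08e-29 from the Wald test). Its level in the control, recovered from the base mean and the fold changes, was only 2.29 normalized counts, so the size of its rise is imprecise. Bcbot5 and Bcbot3 of the same cluster had log2 fold changes of 4.50 and 4.41, and Bcboa10 of the botcinic acid cluster had 4.86. Bcdmats1, a gene named for dimethylallyl tryptophan synthase, fell by 7.82 on the log2 scale (standard error 1.51), from 69.5 to 0.307 normalized counts. Of 33 genes of glutathione metabolism, 7 were higher and none was lower, both over all genes and adjusted over the list alone, while 3 were lower at an unadjusted p under 0.05 from the authors' Wald test. Bcgst10 rose by 2.54 (standard error 0.20), Bcgst11 by 2.37 (standard error 0.54) and Bcgst9 by 1.98 (standard error 0.23) on the log2 scale. The median of the list was 0.39, at percentile 99.0, and its higher genes were not more frequent than in the rest of the table (adjusted p = 0.475, Fisher's exact test). Against the genes with a symbol alone, a background chosen after the data were seen, the adjusted p of the same Fisher's exact test was 0.0256. Of 21 genes of phospholipid metabolism, 1 was higher and 3 were lower, with the same numbers when adjusted over the list alone (adjusted p = 0.275 for the lower genes, Fisher's exact test). The higher gene was Bcspo14, named for phospholipase D, with a log2 fold change of 1.42 (standard error 0.12). The lower genes were Bcino1, named for the synthase of inositol phosphate, at -1.15, Bcopi3, named for a phospholipid methyltransferase, at -1.04, and Bcgde1, named for a glycerophosphodiesterase, at -1.17. With no threshold on the fold change, 11 genes of this list were lower and 4 were higher (adjusted p = 0.00785 for the lower genes, Fisher's exact test).

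**Figure D1:**
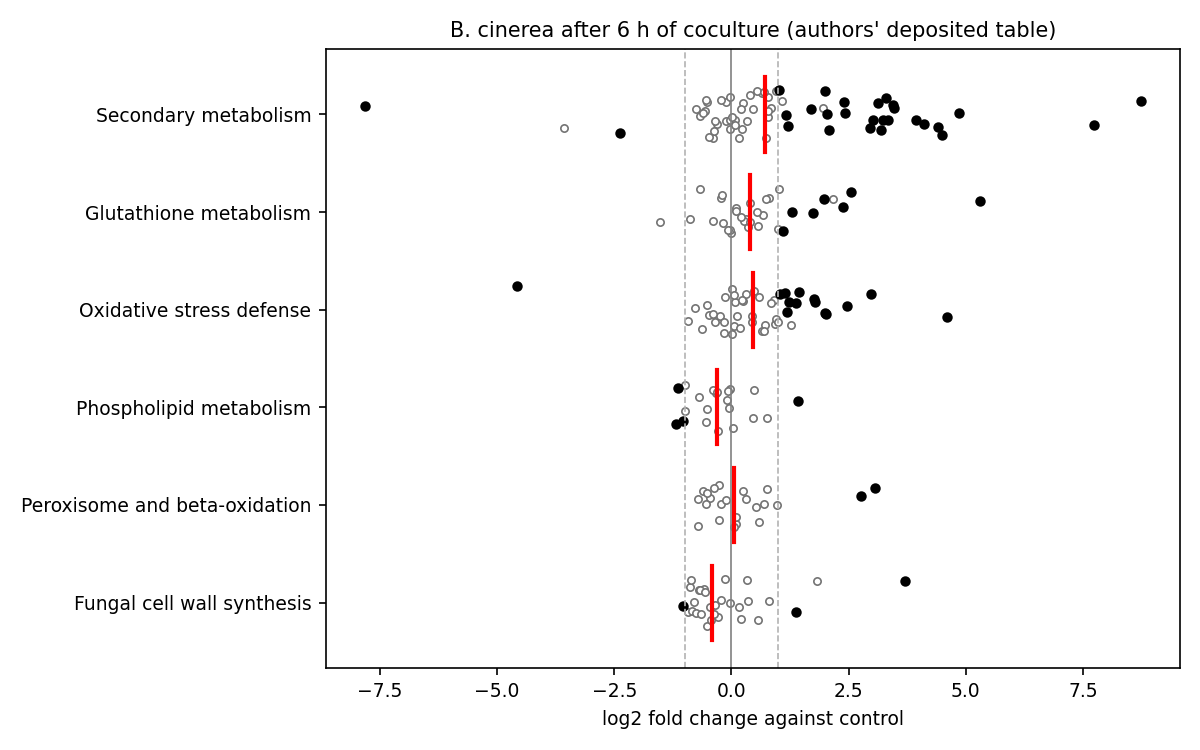
Log2 fold change in coculture against *B. cinerea* alone for the genes of each list, from the authors' deposited table. Each circle is 1 gene, filled where it changed and open where it did not, the red line is the median of the list, dashed lines mark log2 fold changes of 1 and -1, and the vertical scatter is random. The median of secondary metabolism lies at 0.72 and that of phospholipid metabolism at -0.31.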

Dual RNA-seq analyses revealed deregulation of key pathways involved in glutathione metabolism, secondary metabolite biosynthesis, or phospholipid metabolism in *Botrytis* (Fig. S2C). Specifically, we observed the overexpression of *Botrytis* genes related to the fungal matrix, microbody lumen, cell wall, peroxisomes, plasma membrane and peroxisomal matrix (Fig. S3A). These results suggest the activation of a defensive strategy to preserve structural integrity and manage putative cellular damage associated with oxidative stress. Moreover, we observed notable downregulation of genes associated with the cytoskeleton, further indicating potential reorganization or damage of the internal structures of *Botrytis* due to the interaction with *Bacillus* (Fig. S3B). 

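In a list of genes tied to oxidative stress, some of which make reactive oxygen, higher genes were more frequent in coculture than in the rest of the table, while few genes of peroxisomes and of the fungal cell wall changed. Of 48 genes of oxidative stress defense, 13 were higher and 1 was lower, with the same numbers when adjusted over the list alone (adjusted p = 0.0426 for the higher genes, Fisher's exact test). Their median log2 fold change was 0.46, at percentile 100 of the random lists. BcnoxB, the catalytic subunit of an NADPH oxidase that makes superoxide, had a log2 fold change of 2.98 in the authors' deposited table (standard error 0.14, adjusted p = 8.91e-100 from the Wald test). Bcaif1, named for an apoptosis-inducing factor, rose by 2.46, and Bcap1, which entered this list by its name and stands among the aspartic proteases in the list of virulence factors too, rose by 4.59. The lower gene was the catalase Bccat7, which fell by 4.58 (standard error 1.60) from a level of 18.6 to 0.779 normalized counts. Of 23 genes of peroxisomes and beta-oxidation, 2 were higher and none was lower, both over all genes and adjusted over the list alone (adjusted p = 1 for the higher genes, Fisher's exact test). At an unadjusted p under 0.05 from the Wald test and no threshold on the fold change, 8 were higher and 9 lower. Their median was 0.06, at percentile 84.5. The higher genes were Bchex1, which encodes the protein of the peroxisome-derived Woronin bodies that plug septal pores, at 3.06 (standard error 0.46, adjusted p = 2.17e-10), and Bcant1 at 2.76 (standard error 0.67). Among the genes for peroxins, which build the peroxisome, Bcpex12 had a log2 fold change of 0.75 and Bcpex6 had -0.72, 2 genes chosen after their values were seen. Of 30 genes of fungal cell wall synthesis, 2 were higher and 1 was lower, with the same numbers when adjusted over the list alone (adjusted p = 1 in both directions, Fisher's exact test), and the median was -0.41, at percentile 1.89. Bccrh1, named for a transglycosylase that links chitin to glucan, rose by 3.70 (standard error 0.15) and the chitin synthase BcCHSVII rose by 1.38 (standard error 0.13), while the mannosyltransferase gene Bcmnn10 fell by 1.03 (standard error 0.11). At a lower threshold of 0.58 on the log2 fold change, 3 genes of this list were higher and 11 were lower (adjusted p = 0.00487 for the lower genes, Fisher's exact test, a setting chosen for the lists after the data were seen). From the functional classes enriched among the higher genes, the paper proposes that the fungus activates a defense that preserves its structure and manages damage from oxidative stress.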

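Some genes of the mitotic spindle and kinetochore, of condensin and of ribosome biogenesis fell in coculture, more often than in the rest of the table. Among genes of actin and septins, 1 of 37 fell. Of 41 genes of microtubules, the spindle and the kinetochore, 10 were lower and none was higher, both over all genes and adjusted over the list alone (adjusted p = 1.50e-04 for the lower genes, Fisher's exact test), and 2 were higher at an unadjusted p under 0.05 from the authors' Wald test. Their median log2 fold change was -0.72, at percentile 0 of the random lists. In the authors' deposited table, the kinesin gene Bckar3 had a log2 fold change of -1.57 (standard error 0.13, adjusted p = 6.55e-32 from the Wald test) and Bckin3, named for another kinesin, one of -1.35 (standard error 0.13). Bcmps1, a kinase of the spindle checkpoint, had -1.32 and Bcmad2, another checkpoint gene, had -1.29, each with a standard error of 0.15. Of 12 genes of condensin and cohesin, which shape and hold chromosomes, 5 were lower and none was higher, also when adjusted over the list alone (adjusted p = 0.00128 for the lower genes, Fisher's exact test). The count of higher genes was also 0 at an unadjusted p under 0.05 from the Wald test. The condensin subunits Bcsmc4, Bcycs4, Bcycg1 and Bcbrn1 had log2 fold changes of -1.15, -1.14, -1.04 and -1.03, and the median of the list was -0.52, at percentile 2.92. Ribosome biogenesis, the making of ribosomes in the nucleolus, had 129 genes, of which 125 had a fold change below 0. Of these genes 16 were lower and 1 was higher, also when adjusted over the list alone (adjusted p = 0.00135 for the lower genes, Fisher's exact test), and the median was -0.81, at percentile 0. Bcytm1, Bcdbp6, Bcltv1 and Bcrrp46 had log2 fold changes of -1.17, -1.15, -1.13 and -1.10. Of 37 genes of actin and septins, 1 was lower and none was higher, also when adjusted over the list alone (adjusted p = 1 for the lower genes, Fisher's exact test). It was the septin gene Bccdc12, at -1.02 (standard error 0.11), and the median of the list was -0.24, at percentile 38.6. At an unadjusted p under 0.05 from the Wald test, 19 genes of this list were lower and 1 was higher, and with no threshold on the fold change 15 were lower at an adjusted p under 0.05 (adjusted p = 0.0237, Fisher's exact test). Many of these falls lie near the fold threshold, so centering the fold changes, an alternative chosen after the data were seen, gave an adjusted p of 0.824 for ribosome biogenesis and of 1 for condensin (Fisher's exact test). A lower threshold of 0.58, also chosen after the data were seen, gave 103 lower genes of ribosome biogenesis (adjusted p = 2.08e-67, Fisher's exact test) and an adjusted p of 0.0516 for condensin.

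**Figure D2:**
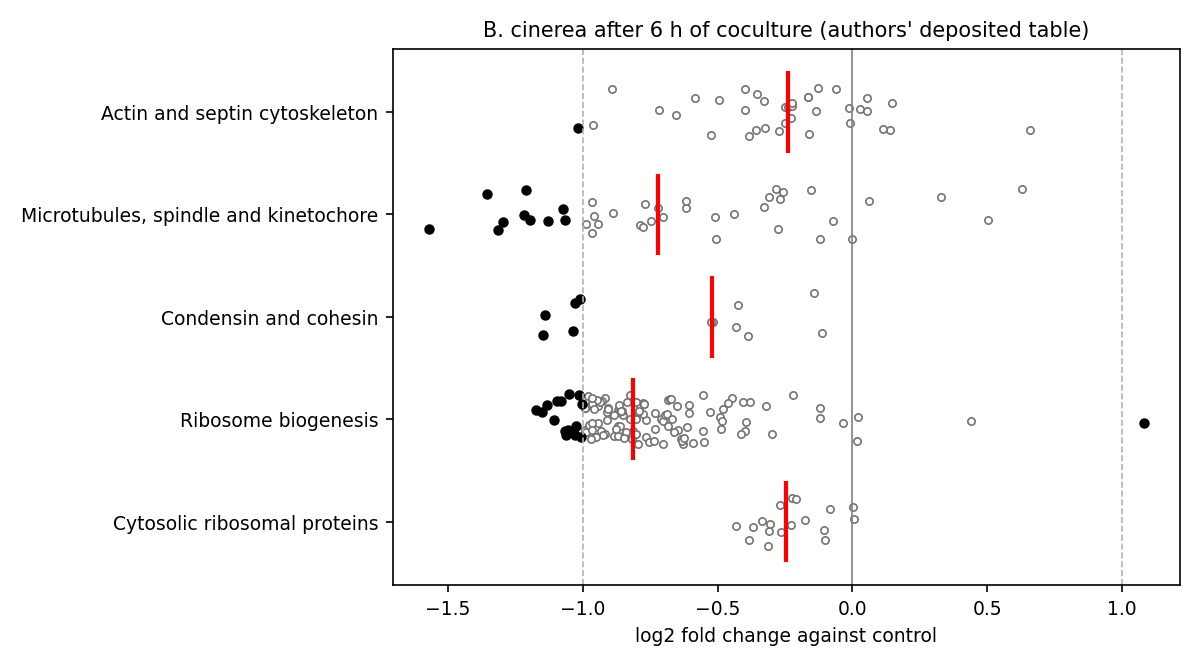
Log2 fold change in coculture against *B. cinerea* alone for genes of cell structure, division and ribosome biogenesis, from the authors' deposited table. Each circle is 1 gene, filled where it changed and open where it did not, red lines are list medians, dashed lines mark 1 and -1, and the vertical scatter is random. The genes of ribosome biogenesis crowd around their median of -0.81.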

In the interaction, genes involved in secondary metabolite production (Fig. S3C) and genes related to *Bacillus* ECM biosynthesis (TasA, TapA, EPSs, and BslA) were upregulated in the *Bacillus* population. These results, along with the relevance of the ECM in *Bacillus* ecology and communication with other organisms, led us to investigate the role of structural ECM components in the colonization of fungal hyphae and the antagonism toward *Botrytis*. 

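In the bacterium, *tasA*, which encodes the amyloid fiber protein of the matrix, and *sipW*, which encodes the signal peptidase that processes TasA and TapA, rose in coculture. All 19 matrix genes had a fold change above 0, but the others did not pass the test. The genes of the fengycin synthetases had fold changes below 0, and *ppsC* and *ppsD* fell. The gene *tasA* (BSU24620) in the authors' deposited table had a log2 fold change of 2.36 (standard error 0.88, adjusted p = 0.0403 from the Wald test) and *sipW* (BSU24630) one of 1.60 (standard error 0.59, adjusted p = 0.0407). The recovered level of *tasA* was 6018 normalized counts in the monoculture and 30928 in coculture. Its recovered dispersion between replicates, 0.370, lay at percentile 92.4 of the 3929 bacterial genes above 20 normalized counts in both groups. Whether 1 library carries its rise is not known. The gene *tapA*, for the protein that anchors and assembles TasA fibers, had a log2 fold change of 1.67 (standard error 0.72, adjusted p = 0.0883), and *bslA*, for the hydrophobin-like coat protein, had 1.22 (standard error 0.62, adjusted p = 0.168). The genes *epsA* to *epsO*, for the exopolysaccharide, had log2 fold changes from 0.30 for *epsB* to 1.25 for *epsM* (adjusted p = 0.794 and 0.327). Of the 19 matrix genes, 2 were thus higher and none was lower (adjusted p = 1 for the higher genes, Fisher's exact test), 0 were higher when adjusted over the list alone, and at an unadjusted p under 0.05 from the Wald test 3 were higher and none was lower. Their median of 0.97 lay at percentile 100 of the random lists. Neighboring genes such as *epsA* to *epsO* can move together, which the random lists leave out, so this percentile can look more extreme than it is. The same holds for the percentiles of the fengycin and bacillaene genes below. Of 10 regulators of the matrix, none was higher or lower, over all genes or adjusted over the list alone, while 3 were higher at an unadjusted p under 0.05, and their median was 0.79, at percentile 98.8. Among the 5 fengycin synthetase genes, *ppsC* had a log2 fold change of -1.23 (standard error 0.32, adjusted p = 0.00159) and *ppsD* one of -1.62 (standard error 0.54, adjusted p = 0.0207), and both were also lower when adjusted over the list alone (adjusted p = 0.156 for the lower genes, Fisher's exact test). The remaining *ppsA*, *ppsB* and *ppsE* had log2 fold changes of -0.37, -0.51 and -1.11, and the median of the 5 lay at percentile 0.55. None of the 16 bacillaene genes was higher or lower by both thresholds, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 from the Wald test 2 were higher and 1 was lower. Their median was 0.63, at percentile 98.9, with *pksB* at 0.80 (adjusted p = 0.0199) and *pksN* at -0.79 (adjusted p = 0.0396). This median weighs all 16 genes alike, and 5 of them were below 0, namely *pksJ*, *pksL*, *pksM*, *pksN* and *pksR*. Their recovered monoculture levels, from 97424 to 183600 normalized counts, exceeded the 9524 of *pksE*, the highest of the other pks genes. None of the 4 surfactin genes or 7 bacilysin genes changed, at an unadjusted p under 0.05 or adjusted over the list alone, with medians of 0.20 and 0.12. Of 9 subtilosin genes 1 was higher, also adjusted over the list alone, and it was *sboX*, at 2.78 (standard error 0.26). At an adjusted p under 0.01, *tasA*, *sipW* and *ppsD* no longer passed, and centering the fold changes, chosen after the data were seen, ended the call of *sipW*. From these genes and the known role of the matrix, the paper turns to its structural components in the colonization of hyphae.

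**Figure D3:**
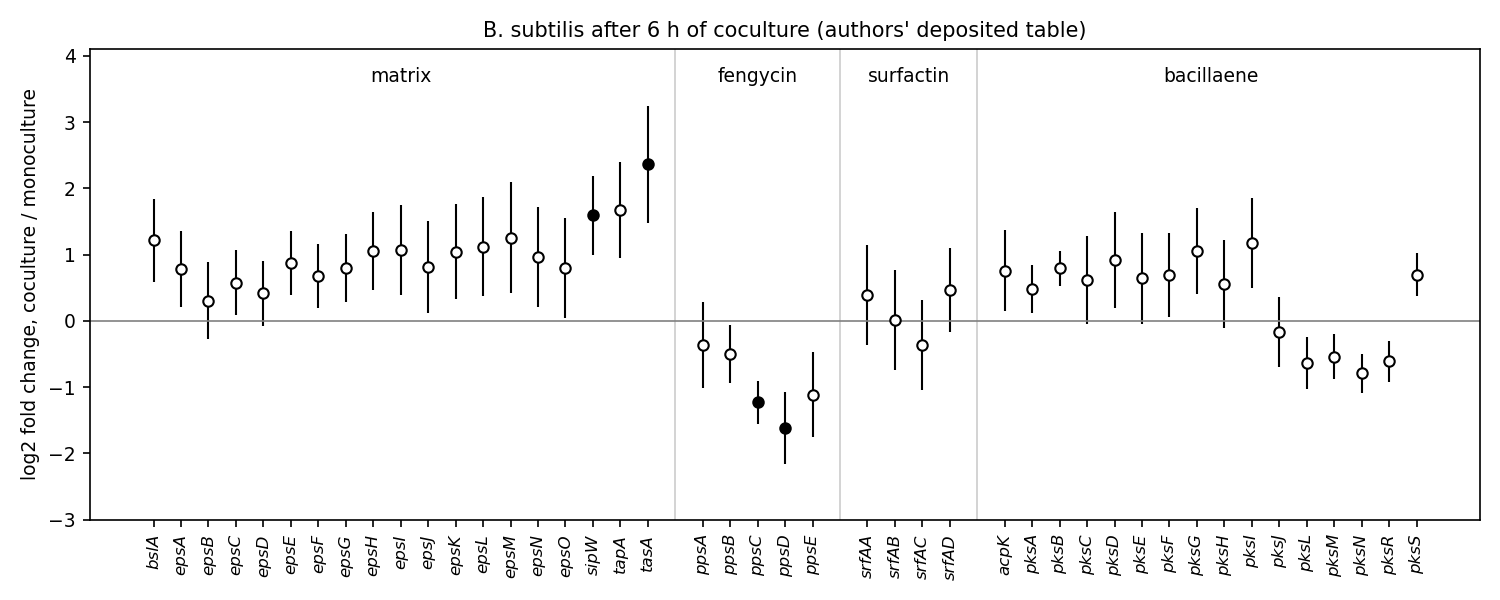
Log2 fold change of *B. subtilis* genes in coculture against monoculture, from the authors' deposited table, with bars for the standard error. Filled symbols are genes that changed. The matrix genes lie above 0, from 0.30 to 2.36, and the fengycin synthetase genes below 0, from -1.62 to -0.37.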

Adhesion to hyphae was clearly impaired in mutants lacking *eps* or *tasA* (Fig. 1D). The removal of any ECM component, including TasA, TapA, or EPSs but not BslA, resulted in a reduction in reactive oxygen species (ROS) levels in *Botrytis* (Fig. 1E). However, no reduction in the mortality rate or fungal biomass of *Botrytis* during coculture with ΔtapA or ΔtasA strains was detected (Fig. 1F), likely because of the higher levels of fengycin production reported for the ΔtasA mutant [49]. The plipastatin produced by *B. subtilis* is classified in the fengycin family because of its similar structure [50]. Therefore, herein, we will refer to both as fengycin, including when discussing *Bacillus-*derived compounds. The lack of adhesion observed in the ΔtapA mutant, coupled with reduced ROS levels, was intuitively attributed to the inability of this mutant to efficiently expose TasA on the cell surface [11, 51]. Compared with *Bacillus* WT cells, the ∆pps mutant, unable to synthesize fengycin, triggered lower levels of ROS production in *Botrytis* (Fig. 1E). The ΔtasAΔpps double mutant strain lost practically all of its antifungal activity, which correlated with levels of ROS comparable to those in untreated *Botrytis* hyphae (Fig. 1E and F). Therefore, TasA and fengycin seem to synergistically influence the antagonistic activity of *Bacillus* cells toward *Botrytis*. This pattern was confirmed by the behavior of the ΔtasAΔpps double mutant, which exhibited high basal mortality even in monoculture, attributed to the absence of TasA [49], but showed no additional lethality upon exposure to *Botrytis*. Conversely, the WT strain displayed a marked increase in death rate during co-inoculation (Fig. 1G), consistent with a targeted fungal response that is specifically triggered by the presence of TasA and/or fengycin [49].

### Lysophosphatidylcholine and reactive oxygen species accumulation in *Botrytis* hyphae is correlated with the presence of TasA

Considering the relevance of the ECM in the antagonistic interaction of *Bacillus* and *Botrytis*, and the differences in *Bacillus* mortality on the basis of the presence of certain ECM components, we aimed to elucidate potential metabolic changes that might modulate the interaction between these two microorganisms. We conducted a time-course comparative analysis of *Bacillus* strains (WT and derivative ECM mutants), and *Botrytis* metabolomes in monocultures and pairwise interactions at 6, 24, and 48 h. Non-targeted metabolomics analysis revealed that multiple metabolites, including glycerophosphocholines, glycerophosphoethanolamines, cyclic lipopeptides, dipeptides, tripeptides, and alkaloids, were differentially accumulated during the interaction (Fig. S4A). *Bacillus* notably presented elevated levels of cyclic lipopeptides and glycerophosphoethanolamines, which are known for their potent antifungal properties (cyclic lipopeptides), and their involvement in the regulation of membrane stress responses (glycerophosphoethanolamines), respectively, suggesting a coordinated chemical strategy by *Bacillus* to destabilize fungal membranes and trigger cellular stress [7, 52, 53]. In contrast, changes in glycerophosphocholine levels in *Botrytis* indicated active membrane remodeling in response to *Bacillus*, potentially aiding in adaptation to environmental stresses [54–58]. Additionally, the accumulation of dipeptides, tripeptides, and alkaloids, which are typically associated with stress and intercellular signaling, suggested a reorganization of metabolic pathways, potentially influencing the growth and survival of both organisms (Fig. S4A and B). Principal component analysis of the cell fraction after 24 h of interaction revealed distinct clustering patterns between *Botrytis* treated with the *Bacillus* WT or single ECM mutants. Consistent with the proposed prominent role of TasA, and fengycin in the antagonistic activity, the metabolomes of *Botrytis* cocultured with the ∆pps, ∆tasA, or ∆tapA mutants clustered closely with those of *Botrytis* grown in monoculture, whereas the *Bacillus* WT and mutant lacking EPSs formed a separate cluster (Fig. 2A). These results suggest that the interaction with *Bacillus* WT or the ∆eps mutant induces substantial shifts in the *B. cinerea* metabolome. In contrast, the metabolome of *Botrytis* treated with the ΔtapA, ΔtasA, or Δpps mutant showed minimal changes and closely resembled that observed without treatment, indicating the critical contribution of TasA, and fengycin in driving the metabolic modulation of *Botrytis* during the interaction.

**Figure 2:**
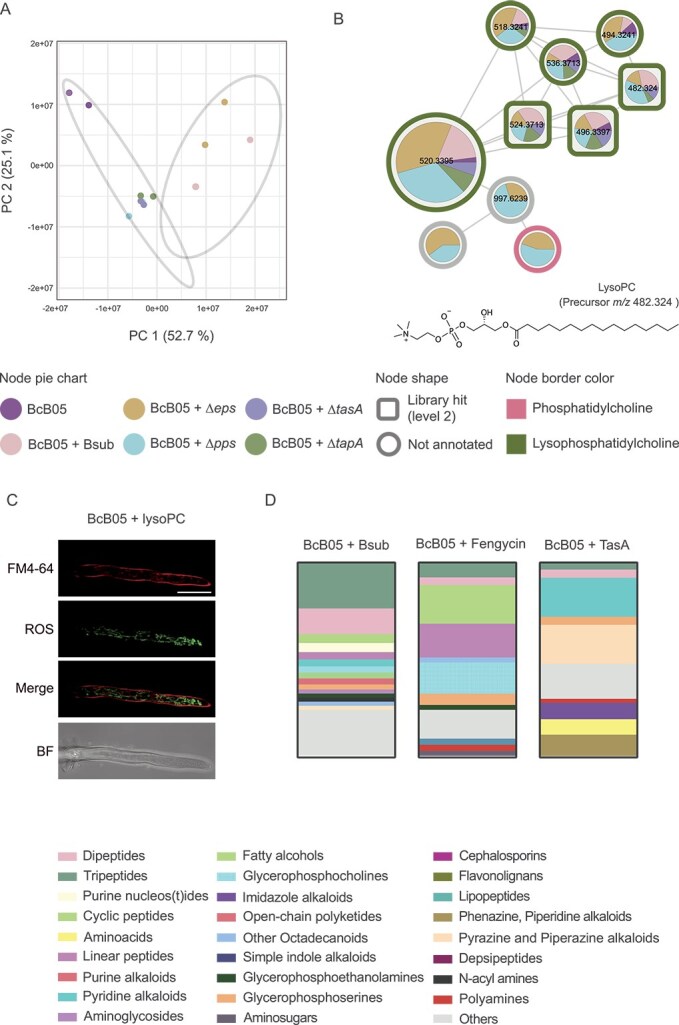
ECM structural components of *B. subtilis* drive lysophosphatidylcholine accumulation and oxidative stress in *B. cinerea*. (A) PCA 2D score plot of the metabolome of the *B. cinerea* cell fraction after 24 h of coculture with wild-type *B. subtilis* or ECM mutants (Δpps, ΔtasA, ΔtapA, and ΔEPS). *B. cinerea* Cocultured with the Δpps, ΔtasA, or ΔtapA mutant clustered closely with the *B. cinerea* monoculture control, whereas *B. cinerea* cocultured with wild-type *B. subtilis* and the Δeps mutant formed distinct clusters. The percentage of variation explained by each principal component is indicated on the axes. (B) Molecular family of features differentially abundant in the cell fraction of *B. cinerea* after 48 h of treatment with wild-type *B. subtilis* or ECM mutants (Δpps, ΔtasA, ΔtapA, and ΔEPS), annotated as lysophosphatidylcholines according to NPClassifier. The chemical structures of annotated features and their average masses on the basis of spectral matches to GNPS libraries are also represented for the corresponding molecular families. Pie charts indicate the peak abundance of each metabolite under the corresponding conditions. The node shape indicates the level of identification according to a previous publication [36]. Lyso-PC accumulation is significantly reduced in interactions with ΔtasA or ΔtapA mutants, suggesting a dependence on ECM structural components. (C) ROS levels in *B. cinerea* cultures treated with 150 μm commercial lyso-PC, confirming its role in triggering oxidative stress. (D) Stacked bar plots represent the relative abundance of chemical classes for the top 250 features significantly increased in the *B. cinerea* cell fraction after 24 h of treatment with TasA, 10 μm fengycin, or wild-type *B. subtilis*, compared with untreated *B. cinerea*. The features were ranked using volcano plots generated in MetaboAnalyst. Metabolite chemical class prediction was performed using SIRIUS, and the metabolites were classified with NPClassifier. Scale bars represent 20 μm.

Further analysis of the metabolomes revealed accumulation of lysophosphatidylcholine (lyso-PC) in the *Botrytis* cell fraction after coculture with *Bacillus*. Lyso-PC is a lipid signaling molecule associated with ROS generation, cellular damage, and inflammatory processes in other biological systems [58–63]. Lyso-PC was practically absent in *Botrytis* treated with the ∆tasA or ∆tapA mutant, a finding that led us to correlate the accumulation of lyso-PC with the presence of *Bacillus* ECM components (Fig. 2B). We hypothesize that the accumulation of lyso-PC might correlate with the levels of ROS accumulated in *Botrytis* during the interaction (Fig. 1E). Commercial lyso-PC exogenously added to *Botrytis* cultures triggered significant increase in ROS levels (Fig. 2C, Fig. S5A), suggesting that lyso-PC produced by *B. cinerea* would be a molecule contributing to the oxidative stress observed during the *Bacillus-Botrytis* interaction, a physiological response triggered by the presence of the *Bacillus* ECM structural component TasA. However, the level of ROS produced after the addition of lyso-PC did not appear to lead to fungal death or growth inhibition (Fig. S5B), suggesting that lyso-PC may function primarily in signaling rather than inhibiting the growth of *Botrytis*. According to this finding, the external addition of purified TasA to *Botrytis* reproduced the accumulation of ROS observed in previous coculture experiments and promoted the accumulation of lyso-PC in *Botrytis* cells. Fengycin also triggered ROS accumulation in *Botrytis* hyphae; however, the level of lyso-PC accumulation did not increase significantly.

To better understand the specific metabolic changes triggered by the most active ECM components, we analyzed the metabolome of *B. cinerea* treated with purified TasA or fengycin. Chemical class analysis of non-targeted metabolomics data with CANOPUS [33] revealed that during the interaction of *Botrytis* with *Bacillus*, glycerophosphocholines, dipeptides, tripeptides, cyclic peptides, and alkaloids accumulated after 24 h, as shown in Fig. S4B. Fengycin-treated *Botrytis* exhibited accumulation of dipeptides, tripeptides, and glycerophosphocholines, a pattern consistent with membrane disruption, as these small amphipathic molecules may integrate into lipid bilayers, compromise membrane integrity, and promote leakage of intracellular contents, ultimately leading to cell death [64, 65]. Similarly, TasA-treated *Botrytis* presented minor accumulation of dipeptides, and tripeptides compared with fengycin-treated *Botrytis*, as well as pronounced accumulation of alkaloids, particularly piperazine, and pyridine alkaloids (Fig. 2D). These findings suggest that dipeptides, and tripeptides accumulate in the presence of both ECM components. Glycerophosphocholine production is driven by fengycin, and alkaloid production is associated with TasA. This differential response of *Botrytis* at the metabolic level led us to investigate specific physiological and anatomical damage induced by these molecules produced by *Bacillus*.

### TasA modifies structural integrity of *Botrytis* hyphae, compromising virulence

*Botrytis* accumulates ROS in response to the presence of *Bacillus* ECM, however, evident inhibition of fungal growth or accumulation of lyso-PC was observed in the presence of fengycin or TasA, respectively. The addition of purified TasA to *Botrytis* cultures promoted a curling morphology of hyphae (Fig. 3A), a macroscopic phenotype reasonably associated with alterations of the fungal cell surface [66, 67]. To examine the hypothetical impact of TasA on the biophysical properties of the fungal matrix, we conducted MRI analyses to assess T2 relaxation times across different colony regions, which reflect water content and diffusion. High-resolution images of untreated *Botrytis* macrocolonies revealed significant heterogeneity, with varying water contents and relatively high T2 relaxation times in the center of the colonies. In contrast, *Botrytis* treated with TasA presented a homogeneous distribution, with uniformly lower T2 times. This finding suggested the existence of an intact matrix in *Botrytis* colonies that is able to retain water within the colony, and that disruption of matrix integrity in the presence of TasA reduces water retention, and thus, structural organization (Fig. 3B, Fig S6A).

**Figure 3:**
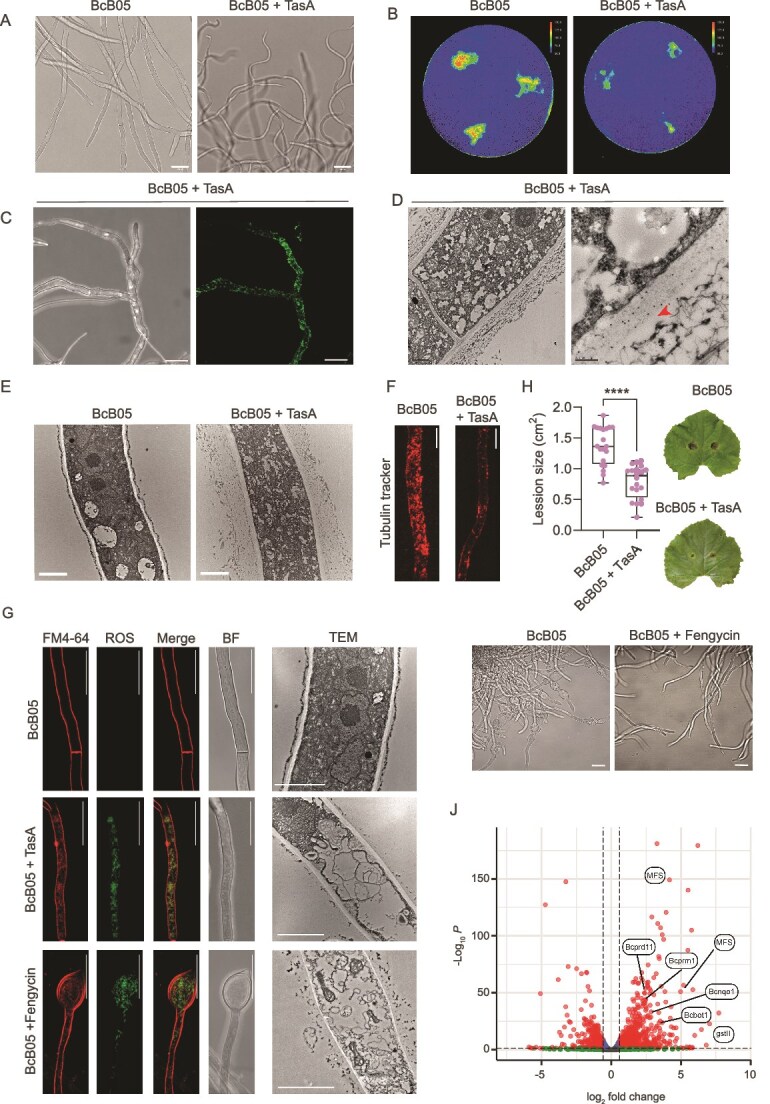
TasA and fengycin differentially impact *B. cinerea* physiology. (A) Macroscopic phenotypic analysis showing the curling morphology of *B. cinerea* hyphae upon treatment with purified TasA, likely due to disorganization of the fungal cell surface. Scale bars represent 20 μm. (B) Magnetic resonance imaging-based T2 relaxation time analysis showing that untreated *B. cinerea* macrocolonies retain water heterogeneously, with higher T2 times at the colony center. In contrast, TasA-treated colonies presented a uniform distribution of water content and relatively low T2 relaxation times, suggesting disruption of fungal matrix integrity and reduced water retention. (C) Immunocytochemistry using anti-TasA antibodies demonstrating extensive decoration of fungal hyphae after *B. cinerea* treatment with 3 μm purified TasA. Scale bars represent 20 μm. (D) Transmission electron micrograph of negatively stained thin sections of *Botrytis* hyphae with immunogold labeling revealing TasA accumulation in the outer and inner layers of the fungal cell wall, which is primarily composed of chitin and chitosan. Signals corresponding to immunogold particles are indicated with red arrowheads. The inner cell wall (IC) and outer cell wall (OC) are annotated in the image for clarity. The scale bar represents 1 μm for the image on the left and 0.2 μm for the zoomed-in image on the right. (E) TEM images of untreated hyphae display a sharply defined β-glucan layer outside the cell wall (left), whereas TasA-treated hyphae exhibit disorganized β-glucan structures (right). The IC and OC are annotated in the image for clarity. The scale bar represents 2 μm. (F) Tubulin staining (tubulin tracker deep red, Thermo T34077) of *B. cinerea* hyphae revealed significantly fewer tubulin foci in TasA-treated samples than in control samples, indicating cytoskeletal disorganization. (G) Confocal microscopy images of ROS levels in 3 μm TasA-treated *B. cinerea* hyphae, obtained using double staining of DHR123 with FM4–64 to stain the membrane, and TEM images showing ultrastructural damage, including autophagosome formation, in TasA-treated *Botrytis*. Scale bars: 20 μm for confocal microscopy images and 2 μm for TEM images. (H) *In planta* experiments showing reduced lesion size and fungal colonization in plants treated with TasA compared with those in untreated controls. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at *P* < .0001. (I) Brightfield microscopy of *B. cinerea* hyphae demonstrating extensive chlamydospore formation upon fengycin treatment (lower panel) compared with the control treated with methanol (upper panel). Scale bars equal 20 μm. (J) Volcano plot of DEGs identified by RNA-seq in *B. cinerea* treated with fengycin for 6 h and untreated hyphae. *P*-values were calculated on the basis of the Fisher method using nominal *P*-values provided by edgeR and DEseq2. The dashed lines represent the thresholds defined for *P* (horizontal) and the fold change (vertical) for a gene to be considered a DEG. genes related to virulence and detoxification pathways are labeled as follows: MFS, gstII (glutathione S-transferase), Bcprd11 (peroxidase, involved in the response to oxidative stress), Bcprm1 (serine peptidase, involved in fungal survival), Bcnqo1 (oxidoreductase) and Bcbot1 (botrydial biosynthesis gene, involved in secondary metabolism).

The relevance of TasA for the cellular attachment of *Bacillus* cells to *Botrytis* hyphae led us to initially evaluate the role of this protein in the disorganization of the fungal cell wall. Immunocytochemistry analysis using anti-TasA antibodies revealed that the fungal hyphae were extensively decorated with the fluorescent signal associated with TasA (Fig. 3C). Consistently, immunofluorescence analysis of *Bacillus*–*Botrytis* co-cultures confirmed the localization of TasA on the fungal surface (Fig. S6B), reinforcing its direct involvement in the interspecies interface. Transmission electron microscopy (TEM) analysis of thin sections of *Botrytis* hyphae and immunogold labeling confirmed the accumulation of TasA-related signals in the outer and inner fungal cell wall layers, which contained mainly chitin and chitosan, the two major components of the fungal cell wall (Fig. 3D). TEM control images of *B. cinerea* are shown in Fig. S6C. The affinity of TasA for both chitin and chitosan was biochemically demonstrated via polysaccharide affinity assays (Fig. S7A). In the TEM analysis, however, any alteration in the chitin-chitosan layer was disregarded, and noticeable disorganization of the β-glucan layer of the fungal cell wall was observed following treatment with TasA, which, in untreated hyphae, appeared as a sharply defined electrodense line outside the less electrodense chitin-chitosan layer (Fig. 3E).

Fungal shape and structural integrity are largely regulated by the cytoskeletal element actin filaments and microtubules [68], and disruption of the cytoskeleton may induce a curling morphology. Therefore, we reasoned that disorganization of the β-glucan layer induced by TasA might cause cytoskeleton dysfunction, weaken the structural integrity of the fungal cell wall and compromising the ability of *Botrytis* to maintain its typical hyphal architecture and function. 

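Hyphae of *B. cinerea* were treated with 3 µM TasA for 6 h and compared with the untreated control, with 2 RNA-seq libraries in each group. The control libraries are those of the fungus alone in the coculture experiment, and the base means are identical in the tables of all 3 fungal comparisons, so the authors normalized these libraries together. The authors' deposited table for TasA has the same form, a fold change, its standard error and a Wald p-value per gene, with no value per library, so the depth of each library is not known. Of 10975 genes, 608 changed with TasA, 459 of them higher and 149 lower, at an adjusted p under 0.05 and an absolute log2 fold change above 1. At an adjusted p under 0.05 alone, 2218 genes changed, 1102 higher and 1116 lower, and with a threshold of 0.58 on the log2 fold change 1228 changed. The median standard error of a log2 fold change was 0.214. Lists of genes were tested as for the coculture.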

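With TasA, no gene of microtubules, the spindle and the kinetochore or of actin and septins fell by 2-fold or more at an adjusted p under 0.05. Smaller falls were frequent among the genes of microtubules, the spindle and the kinetochore. Of 41 genes of microtubules, the spindle and the kinetochore, none passed both thresholds, over all genes or adjusted over the list alone. At an adjusted p under 0.05 with no threshold on the fold change, 17 of them were lower and none was higher (adjusted p = 2.72e-06, Fisher's exact test), and at an unadjusted p under 0.05 from the authors' Wald test 21 were lower and none was higher. With a threshold of 0.58 on the log2 fold change, 11 were lower (adjusted p = 7.36e-06, Fisher's exact test), a setting chosen for the lists after the data were seen. The authors' own tag for changed genes starts close to it with TasA, at 0.585. Their median log2 fold change was -0.27, at percentile 0 of the random lists. The fall was not particular to TasA. With fengycin, 16 of the 41 genes were lower with no threshold on the fold change (adjusted p = 4.68e-06, Fisher's exact test). The same 2 control libraries serve both comparisons. None of the 41 genes differed between fengycin and TasA by an absolute log2 difference above 1 at an adjusted p under 0.05. The genes named here were chosen after their values were seen. In the authors' deposited table, Bcdyn1, named for the heavy chain of dynein, which carries cargo along microtubules, had a log2 fold change of -0.90 (standard error 0.10, adjusted p = 9.56e-17 from the Wald test). The kinesin gene Bckar3 had -0.90 (standard error 0.13, adjusted p = 8.59e-11), Bckin3 had -0.80, Bcspc105 of the kinetochore had -0.77, and Bcstu2, which promotes the growth of microtubules, had -0.75. The tubulin genes BctubA and BctubB had log2 fold changes of -0.29 (standard error 0.10, adjusted p = 0.0243) and -0.27 (standard error 0.10, adjusted p = 0.0428). Of 37 genes of actin and septins, none passed both thresholds, over all genes or adjusted over the list alone, while 7 were higher and 6 lower at an unadjusted p under 0.05, and the median was 0.03, at percentile 96.1. The paper proposes that the disorganized β-glucan layer impairs the cytoskeleton and weakens the wall, and takes the expression of cytoskeletal genes as part of its evidence.

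**Figure D4:**
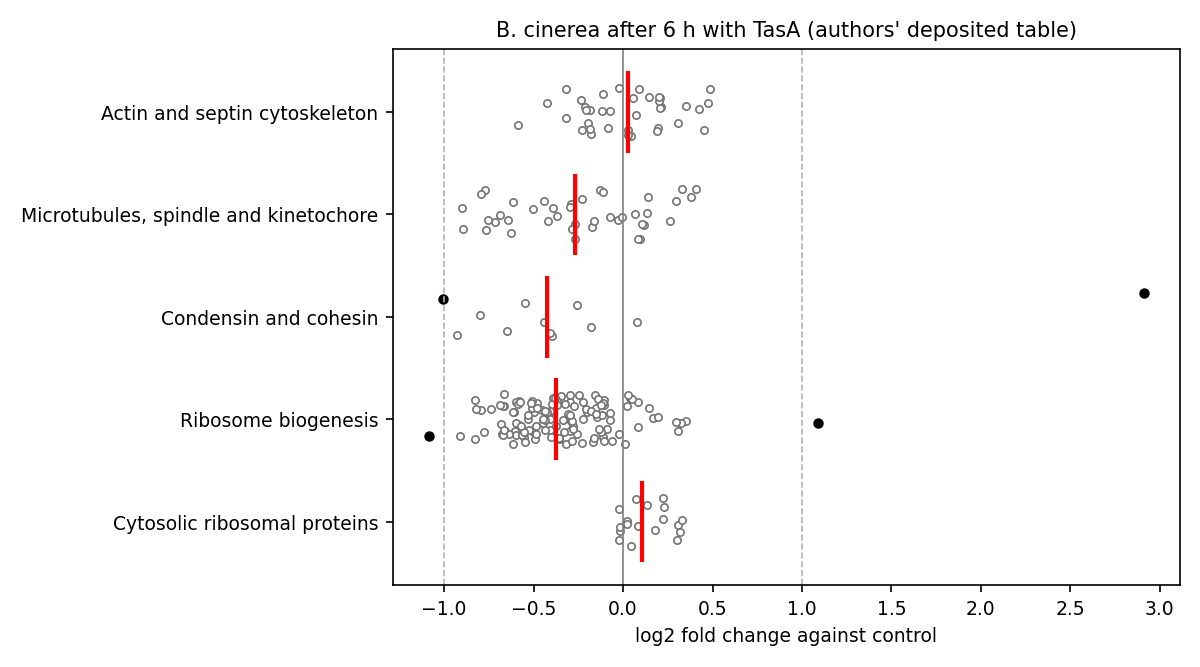
Log2 fold change with TasA against the untreated control for genes of cell structure and division, from the authors' deposited table. Each circle is 1 gene, filled where it changed and open where it did not, red lines are list medians, dashed lines mark 1 and -1, and the vertical scatter is random. The median of the microtubule list lies at -0.27 and that of the actin and septin list at 0.03.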

Diverse lines of experimental evidence support this hypothesis: (i) downregulation of genes related to cytoskeletal organization in transcriptomic analysis of TasA-treated *Botrytis* hyphae (Fig. S7B), (ii) a significant decrease in tubulin foci of hyphae of *Botrytis* treated with TasA upon specific staining of the cytoskeleton with a tubulin tracker (Fig. 3F, Fig. S7C), and (iii) cytoplasmic damage characterized by autophagosome formation observed via TEM analysis of thin sections of *Botrytis* hyphae (Fig. 3G). Collectively, these findings demonstrate that in addition to facilitating the physical contact of *Bacillus* cells with *Botrytis* hyphae, TasA disrupts the physical and molecular architecture of *Botrytis* cells. These results confirm the active participation of TasA in the arsenal of molecules secreted by *Bacillus* to efficiently antagonize *Botrytis.* The failure of EPSs to induce significant changes at the ultrastructural level (Fig. S8A) is likely related to the limited access of this bacterial polymer to the fungal cell wall or membrane. However, the increase in ROS levels suggested that *Botrytis* can sense the presence of EPS, most likely triggering a differential response to TasA (Fig. S8B). We further demonstrated in an in vivo plant model (melon) that the structural disorganization and morphological changes triggered by TasA translated into a reduced ability of *Botrytis* to induce symptoms in leaves (Fig. 3H). Microscopic analyses of infected tissues revealed that TasA treatment directly altered fungal morphology, inducing thickened, swollen hyphae with irregular branching and limited penetration into host tissues (Fig. S8C). While these changes are consistent with a direct antifungal effect, they do not exclude a potential role for TasA in priming or enhancing plant defense responses.

Fengycin is known to target fungal membranes, and consistent with this, the cytoplasmic disorganization of *Botrytis* hyphae was more pronounced than that induced by TasA. The most noticeable cytological alterations were autophagosome formation (Fig. S8D), plasmolysis (Fig. 3G), and extensive formation of chlamydospores (Fig. 3I), which are differentiated fungal cells associated with resistance to external aggressions [69–71]. To confirm that these membranous structures correspond to autophagosomes, *B. cinerea* hyphae were stained with the autophagosome-specific probe DAPGreen and analyzed by confocal microscopy. Fengycin-treated samples displayed numerous discrete fluorescent puncta, comparable to those observed in the rapamycin-treated positive control (Fig. S8E), confirming that fengycin induces autophagosome formation. In line with these pronounced cytological rearrangements, transcriptomic analysis of *Botrytis* exposed with fengycin after 6 h revealed upregulation of virulence-related genes and detoxification pathways, particularly those associated with glutathione, oxidoreductases, and major facilitator superfamily (MFS) transporters. These findings indicate the activation of a chemical defense mechanism oriented toward mitigating the oxidative stress and cytological damage inflicted by fengycin (Fig. 3J).

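Hyphae treated with fengycin for 6 h and untreated hyphae were each sequenced as 2 RNA-seq libraries, and the dose of fengycin in this experiment is not given in the paper's text. The untreated libraries are those used for the TasA and coculture comparisons. The authors' deposited table gives a fold change, its standard error and a Wald p-value for each of 10975 genes and no value per library, so the depth of each library is not known. By an adjusted p under 0.05 and an absolute log2 fold change above 1, 714 genes changed, 504 higher and 210 lower (70.6% higher). With no fold threshold the excess of higher genes was smaller, 1137 against 1034 lower (52.4% higher). The authors' table marks 1270 genes as possibly changed, down to an absolute log2 fold change of 0.585. Levels were recovered for each group from the base mean and the 3 fold changes, on the assumption that the 4 groups weigh equally in the base mean. The recovered dispersion between replicates had a median of 0.0112 over 8265 genes above 20 normalized counts in every group.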

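Fengycin raised several virulence factors, 2 genes of glutathione metabolism and 6 of oxidative stress defense, while other virulence factors were lower. In a list of 25 MFS and ABC transporter genes found by symbol, 4 of the 5 that changed were lower. Transporter genes without a symbol were not examined. The gene gstII (BCIN_01g04900), for a glutathione S-transferase, had a log2 fold change of 6.81 in the authors' deposited table (standard error 1.52, adjusted p = 9.74e-05 from the Wald test), from a control level of 0.823 normalized counts that leaves the size of the change imprecise. The oxidoreductase gene Bcnqo1 (BCIN_06g06350) rose by 2.86 (standard error 0.23), the serine peptidase gene Bcprm1 (BCIN_14g05420) by 2.79 (standard error 0.21), and the peroxidase gene Bcprd11 (BCIN_13g03680) by 2.38 (standard error 0.16). Bcbot1 (BCIN_12g06380), of botrydial synthesis, rose by 3.22 (standard error 0.33), from 16.6 to 154 normalized counts. Of 66 genes of plant cell wall enzymes and virulence factors, 13 were higher and 6 were lower (adjusted p = 1.72e-04 and 0.0152, Fisher's exact test), or 13 and 7 when adjusted over the list alone. With no threshold on the fold change, 11 were lower and no longer more frequent than in the rest of the table (adjusted p = 0.135, Fisher's exact test). Bcnep1, which encodes a necrosis-inducing protein, rose by 3.77 (standard error 0.61), the laccase gene Bclcc2 by 2.75 (standard error 0.24) and Bccrh1, which links chitin to glucan in the wall, by 3.33 (standard error 0.15), while the polygalacturonase gene Bcpg5 fell by 3.51 (standard error 0.71). Of 33 genes of glutathione metabolism, 2 were higher and none was lower, or 2 and 1 when adjusted over the list alone (adjusted p = 1 for the higher genes, Fisher's exact test), and 3 were lower at an unadjusted p under 0.05 from the Wald test. The second higher gene was Bcgst9, at 1.90 (standard error 0.23), and the median of the list was 0.40, at percentile 100 of the random lists. With no threshold on the fold change, 9 genes were higher (adjusted p = 0.0190, Fisher's exact test). Of 48 genes of oxidative stress defense, 6 were higher and 2 were lower, with the same numbers when adjusted over the list alone (adjusted p = 0.131 for the higher genes, Fisher's exact test, 0.0405 with no threshold on the fold change and 0.00161 against genes with a symbol alone). The catalase gene Bccat2 and the superoxide dismutase gene Bcsod2 both rose by 2.30 (standard error 0.26), and the median of the list was 0.19, at percentile 99.6. Of 25 MFS and ABC transporter genes, 1 was higher and 4 were lower, with the same numbers when adjusted over the list alone (adjusted p = 0.0125 for the lower genes, Fisher's exact test). The 5 changed genes were 3 of the genes that share the symbol Bcmfs1, at 1.10, -1.80 and -2.69, the sugar transporter gene Bchxt19 at -1.23 and Bctpo1 at -1.14. Centering the fold changes, an alternative chosen after the data were seen, ended the calls of the lower transporters (adjusted p = 0.0669) and of the lower virulence factors (adjusted p = 0.0572), both from Fisher's exact test. From the higher virulence and detoxification genes, the paper concludes that a chemical defense was activated against the oxidative stress and damage from fengycin.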

### Antibacterial oxylipins differentially produced by *Botrytis* in response to TasA or fengycin

We determined how *Botrytis* hyphae (cell fraction, Fig. 2D, Fig. 3G) respond differentially metabolically and anatomically to TasA or fengycin, two active *Bacillus* ECM components involved in the interaction. However, the factors delivered by *B. cinerea* that are lethal to *B. subtilis* cells (Fig. 1B) remain elusive. To illuminate the change in metabolite production associated with hyphal damage in *B. cinerea*, we performed non-targeted metabolomics analyses of the *Botrytis* supernatant at different time points (6, 24, and 48 h) after treatment with purified TasA or commercial fengycin. Consistent with the morphological changes (Fig. 3G), our data revealed that TasA and fengycin differentially impacted *Botrytis* physiology, the metabolome and most likely the fungal lifestyle. Fengycin treatment led to substantial secretion of metabolites by *Botrytis* into the media, particularly after 24 h, and TasA-treated *Botrytis* reduced the overall accumulation of metabolites (Fig. S9). The pool of accumulated metabolites in the fungal supernatant fraction under both treatments included oxygenated fatty acids or oxylipins, especially after treatment with fengycin (Fig. 4A). Oxylipins are derived from linoleic and linolenic acids, and are known as developmental regulators or mediators of interspecies communication across various biological systems, including mammals, bacteria, fungi, and plants [72–74]. In filamentous fungi*,* oxylipins constitute an essential defensive mechanism for fungal adaptation to the environment [75–77]. The linolenic-derived oxylipins detected included stearidonic acid (SDA), 9-OxoOTrE, trans-EKODE, 13-OxoODE and 9S-HOTrE, and the linoleic-derived epoxides detected included 12,13-EpOME and 9(10)-EpOME (Fig. S10A). One of the most abundant oxylipins, SDA, exhibited potent antibacterial effects, significantly contributing to *B. subtilis* mortality at concentrations as low as 6.25 μg/ml (Fig. S10B). This finding endorses SDA as a potential key factor in the defensive arsenal of *Botrytis* activated upon the differential cellular aggression inflicted by the *Bacillus* ECM molecule fengycin and, to a lesser extent, TasA.

**Figure 4:**
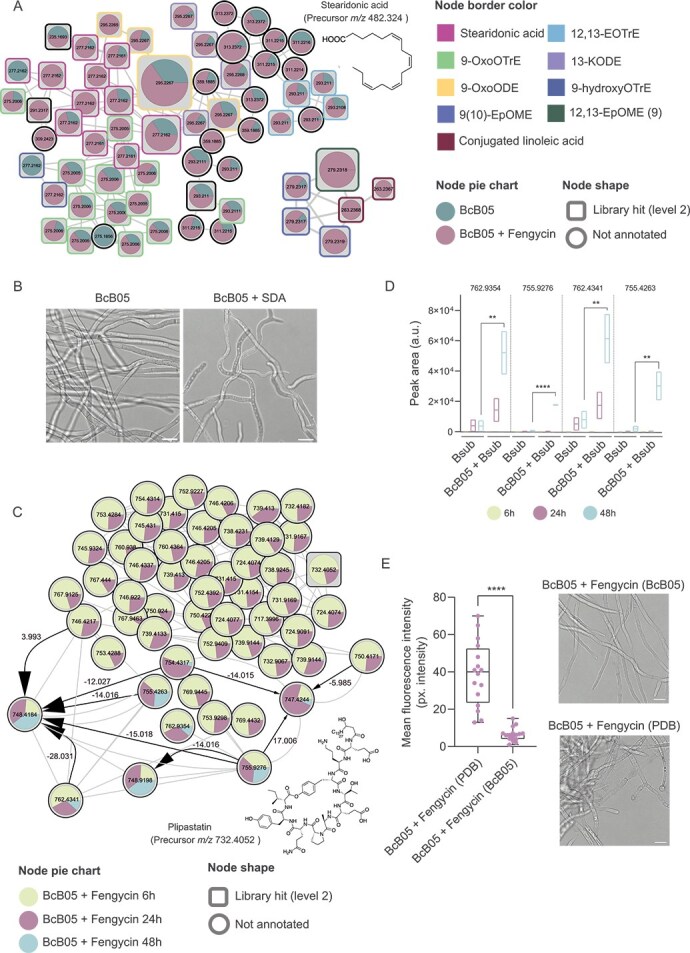
Counteracting *B. subtilis* aggression: Oxylipin production and fengycin enzymatic degradation. (A) Molecular families of features differentially abundant in the supernatant fraction of *B. cinerea* after 24 h of treatment with 10 μm fengycin or no treatment. The chemical structures of annotated features and their average masses on the basis of spectral matches to GNPS libraries are also represented for the corresponding molecular families. Pie charts indicate the peak abundance of each metabolite under the corresponding conditions. The node shape indicates the level of identification according to a previous publication [36]. The node border color indicates the compound name according to the GNPS library. (B) Representative confocal microscopy images of untreated *B. cinerea* (left) or *B. cinerea* treated with 1 μg/ml commercial SDA (right), triggering hyperbranching. Scale bars equal 10 μm. (C) Molecular family analysis of fengycin and its structural variants in *B. cinerea* supernatants after the addition of 10 μm fengycin, which were sampled at 6, 24, and 48 h. pie charts represent the mean peak abundance of metabolites at each time point, with node shapes indicating the level of metabolite identification. The arrows indicate the chemical directionality of the modifications observed, with arrow sizes corresponding to ChemProp scores. The labels above the arrows reflect the mass differences between related metabolites. (D) Floating bar plots showing the peak abundances of four selected putative degradation products of fengycin in *B. subtilis* cultures growing alone and in coculture with *B. cinerea* at 6, 24, and 48 h. (E) Left: quantification of ROS levels in *B. cinerea* after treatment with fengycin preincubated in PDB medium for 24 h versus fengycin preincubated with *Botrytis* for the same amount of time. Lower ROS levels were detected in *B. cinerea* treated with fengycin preincubated with *B. cinerea*, suggesting neutralization of fengycin activity. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at *P* < .0001. Right: confocal microscopy images showing cytological damage and chlamydospore formation in *B. cinerea* treated with fengycin preincubated with PDB as a control, whereas *B. cinerea* treated with fengycin preincubated with *B. cinerea* presented no apparent cytological damage. Scale bars equal 20 μm.

In addition to their antibacterial activity, fungus-derived oxylipins seem to mediate intrapopulation communication within fungi [73]. Accordingly, SDA exogenously added to *Botrytis* culture induced hyphal branching [78] (Fig. 4B, Fig S10C). Hyperbranching in filamentous fungi is perceived as an ecological strategy that enhances the ability of fungi to explore and capture nutrients, as well as provides protection against threats [78]. This behavior is part of an interference competition strategy that increases the likelihood of survival and fitness in resource-limited environments [79]. Therefore, the production of these oxylipins by *Botrytis* seems to exemplify a dual function: damaging competing microbes such as *Bacillus* while promoting alternative adaptive growth strategies.

### *Botrytis* enzymatically degrades fengycin, neutralizing its antifungal activity

Two alternative strategies could explain the long-term resistance of *Botrytis* to the physicochemical effects of *Bacillus*: (i) antagonism toward *Bacillus* cells (Fig. 1B) and (ii) neutralization of the toxicity of the antifungal molecules produced by *Bacillus*. We have proposed oxylipins as one type of antibacterial agents secreted by *Botrytis* in response to the action of fengycin (Fig. 4A), with a deleterious effect on *Bacillus* cells, thus, we focused on demonstrating the implications of the second strategy. Considering the relevance of fengycin in the antifungal activity of *B. subtilis*, we analyzed the degradation of this lipopeptide during the interaction. By leveraging non-targeted metabolomics data from serial incubation with fengycin, we analyzed proportionality changes (anticorrelation behavior) in chemically related metabolites through molecular networking and the ChemProp2 computational tool [80]. This analysis revealed a significant reduction in fengycin levels in the cell-free supernatant 24 to 48 h after the addition of commercial fengycin to *Botrytis* cultures. This reduction in the original fengycin level was accompanied by the accumulation of specific structural variants of fengycin with *m/z* values of 762.9354, 755.9276, 762.4341, and 755.4263, likely representing degradation products (Fig. 4C). Similar dynamics were observed for native fengycin produced by *Bacillus* upon interaction with *Botrytis*, indicating the ability of *Botrytis* to chemically modify fengycin (Fig. 4D). To evaluate the biological implications of this degradation, *Botrytis* was incubated with commercial fengycin for 24 h, after which the supernatant was added to fresh *Botrytis* cells. Fengycin exposed to *Botrytis* lost its antifungal activity, as demonstrated by the absence of fungal growth inhibition, lack of cellular damage, and lack of increase in ROS levels, compared with that of control fengycin incubated in PDB simultaneously (Fig. 4E). Two complementary observations supported the active enzymatic degradation of fengycin carried out by *Botrytis* during the interaction: (i) the fact that the pH of the culture did not change significantly, and (ii) the specific fengycin degradation products with known enzymatic degradation profiles reported in the literature [81]. Additional MS/MS analyses using optimized collision energies revealed that the degraded fengycin variants underwent oxidative and methylation-type modifications, as well as potential partial linearization of the peptide backbone (Fig. S11). These chemical alterations are consistent with known enzymatic degradation patterns, supporting the notion that *B. cinerea* actively modifies fengycin to neutralize its antifungal activity. To identify putative enzymes involved in the chemical transformation of fengycin, we analyzed the genes that were upregulated in *Botrytis* following fengycin treatment or upon interaction with wild-type *Bacillus* via a previously described workflow involving RNA-Seq data [65]. 

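The genes higher with fengycin and those higher in coculture with *B. subtilis* overlap more than independent lists would. With fengycin or in coculture 1506 genes were higher, of which 176 have a symbol, and 319 genes were higher in both. Independent lists of the same sizes would share 60.7 genes. Simulated groups without any change that share the control libraries had 224 genes in common on average, and at most 248 in 100 draws, when their highest-ranked genes were taken in lists of these sizes, a comparison added after the overlap was seen. Both comparisons use the same 2 control libraries, too few to be split, so part of the excess may come from those libraries. In a separate simulated draw without change, no gene passed the thresholds for a changed gene, so the simulated lists rank noise alone. They cannot say how much of the overlap comes from the shared controls. Among the lower genes, 94 were shared, with 8.80 for independent lists and 58.7 on average (at most 79) in the simulated groups, and 25 genes changed in opposite directions. All 5 named genes labeled in Fig. 3J were also higher in coculture, where the authors' deposited table gives Bcbot1 a log2 fold change of 7.73 (standard error 0.32, adjusted p = 4.74e-128 from the Wald test), to a level of 3529 normalized counts. In coculture gstII rose by 5.29 (standard error 1.58, adjusted p = 0.00280), Bcprm1 by 3.00 (standard error 0.21), Bcprd11 by 2.03 (standard error 0.16) and Bcnqo1 by 1.44 (standard error 0.24). The difference between these fold changes and those with fengycin was not tested. Large rises in coculture among genes with a symbol were also those of Bcddr48 (5.03), Bcspl1 (4.43), which encodes a cerato-platanin, and Bccpd1 (4.32), whereas fengycin lowered Bcddr48 and Bccpd1, with log2 fold changes of -1.70 and -1.91. With fengycin, large rises were those of Bclot6 (5.50), Bcbot2 (4.12) and CND8 (2.64). Which of these proteins are secreted cannot be told from the tables.

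**Figure D5:**
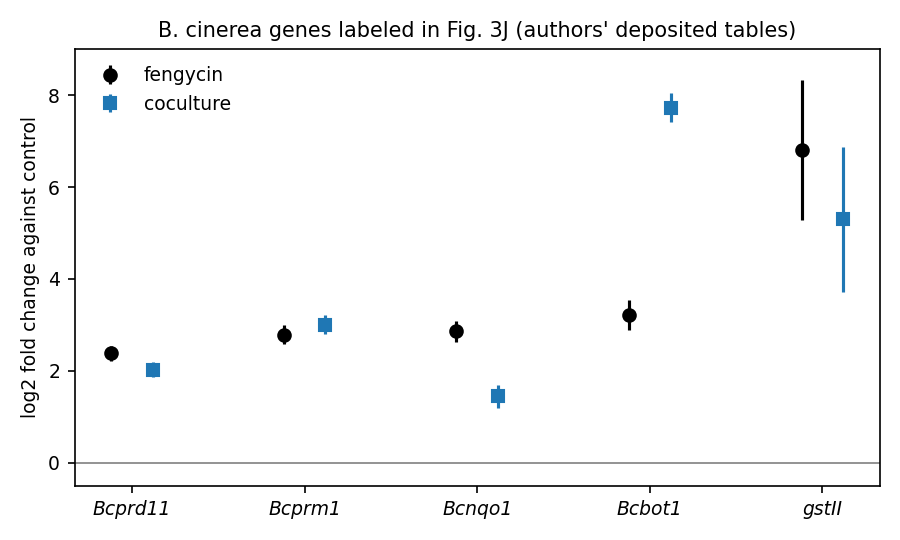
Log2 fold change against the control, with bars for the standard error, of the named genes labeled in Fig. 3J, with fengycin and in coculture, from the authors' deposited tables. All lie above 0, and Bcbot1 in coculture is highest at 7.73.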

We focused on proteins predicted to be extracellular and conducted a search for conserved protein domains to uncover key functional motifs involved in their activity, identifying putative enzymes involved in fengycin degradation (Table S3). This is a notable observation since the degradation of lipopeptides is reported to occur during competition with other bacteria [82] but not fungi. This finding indicates that there could be an additional defensive mechanism used by *Botrytis* and probably other filamentous fungi to neutralize antifungal molecules produced by *Bacillus*.

### Degradation of fengycin coincides with the secretion of fungistatic bacillaene by *Bacillus*

Following the degradation of *Bacillus* primary antifungal compounds with activity against *Botrytis*, metabolomic analyses revealed an increase in the production and accumulation of bacillaene, another secondary metabolite from the *Bacillus* chemical arsenal [83]. Specifically, bacillaene accumulated at significantly greater levels in the supernatants of *Bacillus* cells cocultured with *Botrytis* than in those of *Bacillus* cells grown in monoculture after 24 h (Fig. 5A). Non-targeted metabolomic analysis of the interaction of *Botrytis* with the ∆pps mutant (unable to produce fengycin) revealed elevated accumulation of bacillaene compared with the levels accumulated during the interaction with wild-type *Bacillus*, indicating compensatory regulation between fengycin and bacillaene (Fig. S12A). This finding indicates a flexible defensive strategy adopted by *Bacillus* that involves the use of bacillaene in response to the fengycin-neutralizing activity of *Botrytis*.

**Figure 5:**
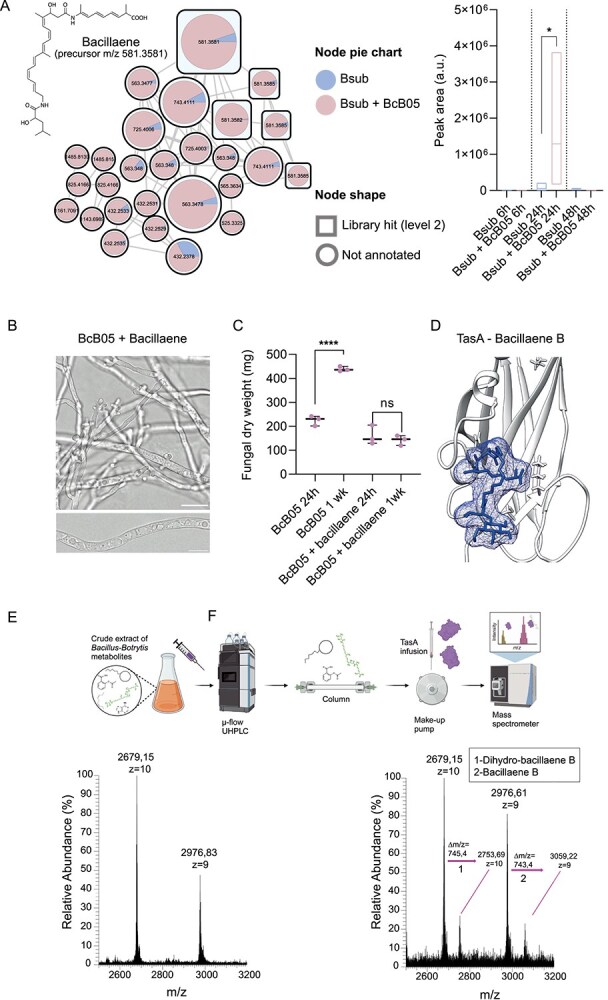
Interaction with *B. cinerea* triggers bacillaene production, revealing its fungistatic effects. (A) Left: molecular family analysis of bacillaene in *B. cinerea* supernatant after interaction with *B. subtilis* compared with that in the *B. subtilis* monoculture at 24 h. pie charts represent the mean peak abundance of metabolites in the supernatant, with node shapes indicating the level of metabolite identification according to GNPS libraries. Right: Floating bar plots showing the peak abundance of bacillaene (precursor m/z 581.3581) in *B. subtilis* supernatants from monoculture and coculture with *B. cinerea* at 6, 24, and 48 h, highlighting bacillaene accumulation during interactions at 24 h. statistical significance was assessed via a t test, with single asterisks indicating significant differences at *P* < .05. (B) Confocal microscopy images of *B. cinerea* treated with 60 μg/ml purified bacillaene for 24 h, showing cytoplasmic vacuolization and hyphal tip splitting. Scale bars represent 20 μm. (C) Quantification of the fungal mass after 24 h and 1 week demonstrated halted fungal growth upon bacillaene treatment, confirming its fungistatic activity. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at *P* < .0001. (D) Molecular docking analysis predicted a strong binding interaction between bacillaene B (precursor m/z 743.4) and TasA. (E) Top: overview of the native metabolomics workflow analyses between purified TasA and the crude extract of metabolites. Left: mass spectrum of TasA alone. Right: mass spectrum of TasA in the presence of the crude metabolite extract from the *Bacillus-Botrytis* coculture, revealing a distinct mass shift corresponding to the formation of the TasA-bacillaene complex when bacillaene passed through the column. This shift indicates the binding of bacillaene a, an isoform of bacillaene functionalized with a hexose group.

**Figure 6:**
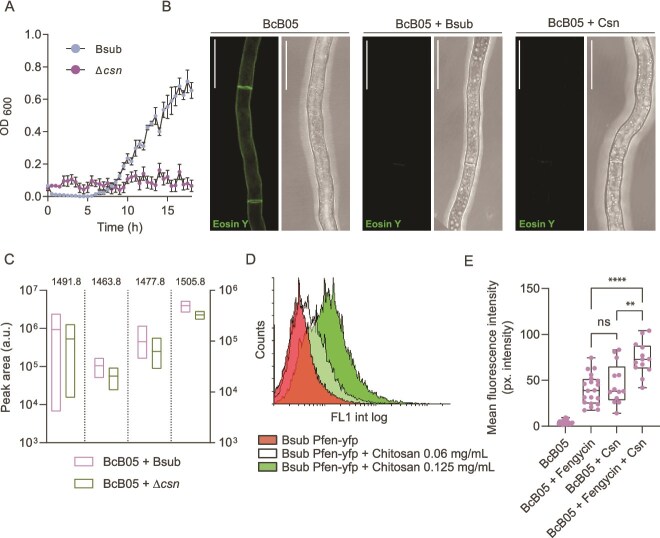
Chitosan degradation and the synergistic effects of chitosanase and fengycin contribute to *B. subtilis* growth. (A) Growth curve of the wild-type and ∆csn *B. subtilis* strains in minimal MSGG medium supplemented with chitosan (0.2 mg/ml) as the sole carbon source, showing no growth of the ∆csn mutant, highlighting the role of Csn in enabling *B. subtilis* to utilize chitosan. (B) Confocal microscopy images of *B. cinerea* hyphae stained with eosin Y to visualize chitosan. The fluorescence signal was absent in hyphae treated with wild-type *B. subtilis* or 0.2 mg/ml purified Csn, demonstrating chitosan degradation. The scale bar equals 20 μm. (C) Floating bar plot showing the peak abundances of four fengycin structural variants in the supernatant of *B. cinerea* after 24 h of interaction with wild-type *B. subtilis* or interaction with the ∆csn mutant. (D) Flow cytometry analysis of *B. subtilis* expressing YFP under the fengycin promoter (Bsub Pfen-yfp) in the presence of control conditions, 0.06 mg/ml chitosan, or 0.125 mg/ml chitosan, demonstrating chitosan-induced maintenance of the fengycin promoter over time. (E) Quantification of ROS intensity in *B. cinerea* treated with 10 μm fengycin, 0.2 mg/ml purified chitosanase, or a combination of both, demonstrating a synergistic effect between chitosanase and fengycin in inducing ROS accumulation. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). In all experiments, at least three biological replicates are shown. Statistical significance was assessed via a t test, with double and quadruple asterisks indicating significant differences at *P* < .01 and *P* < .0001.

To test whether this highly unstable metabolite [84, 85] affects fungal growth, *Botrytis* cultures were treated with purified bacillaene at a concentration of 60 μg/ml. Hyphal tip splitting and massive cytoplasmic vacuolization were the most notable fungal morphological changes (Fig. 5B, Fig S12B). Furthermore, the external addition of purified bacillaene halted *Botrytis* growth, whereas the untreated *Botrytis* continued to grow, confirming the fungistatic role of bacillaene (Fig. 5C). Bacillaene is known to function as a bacteriostatic compound that inhibits bacterial protein synthesis, a mode of action consistent with its growth-inhibitory effects observed here on *B. cinerea* [86–88]. To investigate this further, *B. cinerea* cultures were treated with bacillaene for both short (24 h) and long (1 week) periods. Whole-genome sequencing of the long-term treated cultures revealed multiple mutations, including changes in the promoter region of a gene annotated as a cytoplasmic elongation factor (Bchbs1). However, additional mutations were also identified in genes associated with cell wall integrity, membrane remodeling, and oxidative stress responses (Table S4). These results suggest that *B. cinerea* may deploy a multifaceted adaptive response to counteract bacillaene toxicity, involving both transcriptional regulation and broader cellular stress pathways, rather than relying solely on modifications of the elongation machinery.

Bacillaene is a highly unstable molecule that is particularly sensitive to light and oxygen [84, 85], which raises the question of the mechanism that preserves the functionality of this ecologically significant molecule. *Bacillus* ECM is known to retain secondary metabolites [89], and we have shown that ECM components are upregulated during the interaction with *Botrytis*, two observations that led us to propose an ECM with a bacillaene-stabilizing role. TasA is capable of disorganizing the b-glycan layer and reaching the chitin-chitosan layer of the fungal cell wall, which further supports the hypothesis that TasA is a molecular vehicle for the stabilization and efficient delivery of bacillaene to the *Botrytis* hyphal surface. Molecular docking studies using the resolved crystal structure of TasA and bacillaene predicted the highly likely interaction of bacillaene with TasA (Fig. 5D). We performed native metabolomics experiments [90] to explore the interaction between TasA and the crude extract containing metabolites from *Bacillus–Botrytis* cocultures. Native metabolomics, performed by combining non-targeted metabolomics and native mass spectrometry, showed that the fold and function of TasA were preserved^73^. The crude metabolite extract was first separated via microflow UHPLC, and subsequently (post column), a make-up buffer neutralized the mobile phase, and purified TasA was infused via a T-splitter before MS analysis (Fig. 5E, left). Upon bacillaene passage through the system, the interaction with TasA was monitored via MS, which revealed a molecular mass shift corresponding to the formation of the TasA-bacillaene complex (Fig. 5E, right). This molecular mass shift, along with a distinct retention time, indicated the binding of bacillaene A, a version of bacillaene functionalized with a sugar residue in its structure, to TasA. To further support the proposed stabilizing role of TasA, we compared bacillaene levels in the supernatant of wild-type *B. subtilis* and a ΔtasA mutant after 24 h of culture. In the absence of TasA, bacillaene levels were drastically reduced, consistent with a protective or stabilizing role (Fig. S12C). Moreover, transcriptomic data from a previous RNA-seq study [49] showed that the ΔtasA mutant displays upregulation of the bacillaene biosynthetic operon (*pks*), likely as a compensatory response to reduced metabolite stability or extracellular accumulation. Although direct biophysical assays to quantify stabilization remain technically challenging due to the light and oxygen sensitivity of bacillaene, our native metabolomics and comparative expression analyses together support a model in which TasA contributes to preserving bacillaene bioavailability within the extracellular environment [49]. Therefore, we hypothesize that binding to TasA shields bacillaene A from degradation, enhancing its extracellular stability and facilitating its delivery to the fungal target. These findings suggest an unexpected functional link between biofilm matrix components and secondary metabolism, highlighting TasA not only as a structural ECM protein but also as a potential carrier and stabilizer of labile bioactive molecules during microbial interactions.

### *Bacillus subtilis* feeds on *Botrytis cinerea* chitosan and maintains fengycin production

The switch from fungicidal activity mediated by fengycin to fungistatic activity driven by bacillaene suggests a shift in the strategy adopted by *Bacillus* during its interaction with *Botrytis*. This change likely leads to long-term nutritional benefits, probably in oligotrophic environments, where maintaining a balance between microbial competition and coexistence could be advantageous for *B. subtilis*. In this context, the *B. subtilis* population density increased in coculture, mostly as vegetative cells and not spores, compared with monoculture (Fig. 1C). One explanation for these population dynamics is associated with the ability of *B. subtilis* cells to feed on *B. cinerea* hyphal structural components as nutrients. We hypothesize that chitosan, a key fungal cell wall polymer, serves as a carbon source for *B. subtilis* during interaction with *Botrytis*, supported by two complementary lines of evidence: first, the accessibility of *B. subtilis* cells to chitosan is mediated by the chemical affinity of TasA (Fig. 3D, Fig. S7A), and second, *B. subtilis* encodes a chitosanase (*csn*), an enzyme that hydrolyses the β-1,4-glycosidic bonds of chitosan molecules [91–93], enabling its utilization as a nutrient. The dynamic growth of bacteria in minimal MSGG medium with chitosan as the sole carbon source revealed the ability of the *B. subtilis* WT strain to grow; however, a ∆csn mutant strain lacking functional chitosanase was not able to grow (Fig. 6A). Further in situ degradation of fungal chitosan by *Bacillus* during the interaction with *Botrytis* was confirmed via the use of the chitosan dye eosin Y [94] and fluorescence microscopy (Fig. 6B). Furthermore, the addition of purified chitosanase to *B. cinerea* culture produced a similar reduction in the fluorescence signal of fungal hyphae, indicative of chitosan loss, underscoring its role in fungal cell wall breakdown (Fig. 6B). Metabolomic analysis further highlighted the role of chitosanase in the interaction between *B. subtilis* and *B. cinerea*. After 24 h of coculture, we observed a trend in the accumulation of fengycin isoforms, with lower amounts in the supernatant of cocultures with the ∆*csn* mutant than in that of cocultures with wild-type *B. subtilis* (Fig. 6C). This result suggests a link between chitosanase activity, or the degradation of chitosan, and fengycin production. Flow cytometry analysis further supported this connection, revealing heightened fengycin promoter activity in the presence of chitosan after 1 week, which suggests that *B. cinerea* cell wall components sustain expression over time (Fig. 6D) and explains why, in the interaction, without accessible chitosan, fengycin accumulation is reduced. This result also suggested the possibility of a synergistic effect between Csn and fengycin against *Botrytis*. Compared with single treatments, the application of purified Csn and fengycin at the same time to *B. cinerea* significantly increased ROS production (Fig. 6E). These findings suggest that *B. subtilis* employs a dual strategy, nutrient acquisition and metabolic modulation, through both physical and chemical means to keep *B. cinerea* in a slowed growth state, ensuring the sustained availability of a carbon source in long-term balanced antagonistic coexistence.

## Discussion

In this study, we demonstrated that the *B. subtilis* ECM, in addition to playing a structural role in the communication with other bacteria and plants [13, 14], is essential for fungal hyphal colonization and antagonism against pathogenic fungi (Fig. 7). Our observations indicate that the ECM can play an offensive or defensive role in interspecies interactions, depending on the competitor. In interactions with *Pseudomonas*, defense seems to be the prevalent function [14]; however, in interactions with *B. cinerea*, the role of ECM is more offensive. We show that the ECM component TasA and the matrix-associated factor fengycin are crucial for antagonizing *B. cinerea*, acting synergistically while playing complementary roles, with each modifying *B. cinerea* physiology differently and triggering distinct metabolic changes.

**Figure 7:**
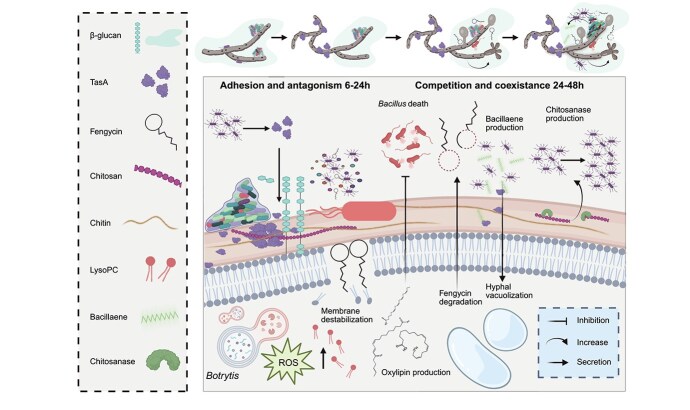
Overview of the dynamic interaction and counter defense between *B. subtilis* and *B. cinerea*. The interaction between *Bacillus* and *Botrytis* is a highly dynamic process characterized by mutual adaptation. *Bacillus* ECM components, specifically TasA and fengycin, induce stress in *B. cinerea*, which responds by forming chlamydospores, secreting oxylipins and neutralizing fengycin. In turn, *Bacillus* has shifted its strategy, producing bacillaene to target fungal mitochondria. Additionally, *Bacillus* utilizes chitosan from the fungal cell wall, resulting in ecological competition between the two organisms.

Our data revealed that the ECM, specifically TasA, not only facilitates physical attachment but also orchestrates metabolite-driven antagonistic mechanisms, positioning the *B. subtilis* ECM as an active mediator of microbial competition. We specifically propose that the ECM component TasA has two unprecedented functions: one in altering the physiology of *B. cinerea* hyphae and the other as a putative stabilizer and carrier of the bioactive and highly sensitive molecule bacillaene. TasA alone directly disrupts *Botrytis* physiology by disorganizing its β-glucan layer, resulting in cellular and morphological damage. Moreover, our results highlight the specificity of fungal defenses against *B. subtilis* lipopeptides. For example, surfactin has a lethal effect on *Aspergillus*, inducing chlamydospore formation; however, it does not trigger this response in *B. cinerea* [16]. Conversely, fengycin has no apparent effect on the lifestyle of *Aspergillus* but does induce chlamydospore formation in *B. cinerea*. These findings suggest that the effectiveness of *B. subtilis* lipopeptides may be highly dependent on the unique membrane composition of different fungal species.

Our results illustrate the complexity of the *Bacillus–Botrytis* interaction, which involves bidirectional responses and dynamic chemical interplay, challenging the notion of purely antagonistic interkingdom bacteria–fungi interactions. Although *B. subtilis* initially suppresses fungal growth, the *B. cinerea* population initiates a chemical defense response by producing oxylipins that target *B. subtilis* and restructuring its cell morphology through hyperbranching and chlamydospore formation to increase survival. Some oxylipins, such as SDA, have been previously identified as mediators of survival strategies produced by the eukaryote *Caenorhabditis* elegans coexisting with *Pseudomonas* [95], suggesting a conserved resilience mechanism among eukaryotes. The accumulation of Lyso-PC and ROS in *Botrytis* in response to TasA further indicates the complex biochemical interaction and metabolomic modulation of *B. cinerea* by *B. subtilis* ECM. Lyso-PC is implicated in oxidative stress in various organisms, and its accumulation in *B. cinerea*, alongside ROS, suggests the existence of a defense mechanism activated by the fungal cell in response to *B. subtilis* ECM. As part of this defense, *B. cinerea* partially neutralizes *B. subtilis* action by degrading fengycin, as previously reported for bacteria–bacteria interactions [82, 96] but not for interactions with fungi. After 24 h of interaction, the production of another secondary metabolite from the *Bacillus* arsenal, bacillaene, increases. The role of bacillaene, which functions fungistatically rather than as a fungicide, exemplifies this adaptive strategy. Known to mediate microbe–microbe interactions [97] and plant interactions*,* increased bacillaene production in response to fungal degradation of fengycin reflects the adaptability of *Bacillus* chemical weapons in response to *B. cinerea* counterattack. Bacillaene has been shown to inhibit bacterial protein synthesis by targeting the elongation factor FusA, and a similar mechanism in fungi cannot be ruled out. Sequence analysis revealed partial homology between FusA and two *B. cinerea* elongation factors (BcMef1 and Bchbs1), and *in silico* docking suggested a potential interaction of bacillaene with these proteins (Fig. S13A). After prolonged exposure to bacillaene, a mutation was detected in the promoter region of Bchbs1, a finding that may reflect transcriptional adaptation. Although these data point toward a possible link between bacillaene and the fungal translation machinery, this remains speculative and will require future biochemical and functional validation. Whole-genome sequencing additionally revealed mutations in genes unrelated to translation, including those associated with cell wall remodeling, redox homeostasis, and stress signaling pathways. This broader transcriptional and genomic remodeling suggests that *B. cinerea* does not respond through a single resistance mechanism, but rather engages a multifactorial adaptation strategy. Such a pattern is consistent with a fungistatic activity of bacillaene, in which the compound halts fungal growth and triggers cellular stress without causing rapid cell death. Therefore, although bacillaene exerts a clear inhibitory effect, its precise mode of action in fungi likely involves multiple physiological targets and warrants further investigation.

We demonstrated that TasA binds to and stabilizes bacillaene, likely contributing to the fungistatic functionality. A previous study demonstrated the ability of bacillaene to bind the E. coli curli protein components CsgA and CsgB [41], but in this case, it disrupted the assembly of amyloid fibers and thus biofilm formation, a strategy that confers *B. subtilis* with a competitive advantage in microbial interactions.

In the sequence of events leading to this interkingdom interaction, it may be predicted that following attachment to *B. cinerea* via TasA, *Bacillus* employs chitosanase to degrade chitosan from the *B. cinerea* cell wall and gain access to an extra carbon source. This ability to exploit *B. cinerea* for carbon is demonstrated by increased *B. subtilis* growth in coculture. Our results show that chitosanase acts synergistically with fengycin, increasing cell wall susceptibility to further fungal stress. Flow cytometry indicated that the presence of chitosan extends fengycin promoter activity, potentially stabilizing the antifungal arsenal of *B. subtilis*. Thus, the ECM enables *B. subtilis* to sustain a fungistatic hold over *B. cinerea*, maintaining competitive dominance while avoiding ecological disruption through complete eradication.

In short-term interactions, these adaptive responses may reflect a shift toward a stable antagonistic coexistence, consistent with ecological theories on microbial competition, suggesting that in some antagonistic interactions, competitors may reach a nonlethal equilibrium where metabolic adjustments allow for prolonged coculture [6, 47]. This adaptability may exemplify a broader fungal resilience strategy, wherein *B. cinerea* perceives specific ECM components from *B. subtilis*, thereby modulating its physiological defenses and enhancing survival. Competition upon initial contact can often evolve into a form of stable coexistence, where both *B. subtilis* and *B. cinerea* adapt and survive despite ongoing antagonism. Such coexistence may lead to spatial or resource partitioning, ultimately enabling both organisms to persist within a shared niche.

In conclusion, our data expand the understanding of microbial interactions by revealing the role of the bacterial ECM in mediating physical attachment and extracellular matrix-driven antagonism, with implications for microbial competition and survival strategies in resource-limited environments. Through such interactions, the *B. subtilis* ECM has emerged as a central element in microbial antagonism, shaping microbial interplay and sustaining *B. subtilis* survival under competitive conditions.

## Supplementary Material

Supplementary_materials_clean_wraf277

Table_S1_20251203_wraf277

Table_S2_20251203_wraf277

Table_S3_20251203_wraf277

Table_S4_20251203_wraf277

Supplementary_materials_wraf277

## Data Availability

All the raw RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) and can be accessed through GEO series accession no. GSE287578 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287578. All the metabolomics data are deposited at https://massive.ucsd.edu/with the identifier MSV000089552.

# Supplementary material for: Offensive role of the Bacillus extracellular matrix in driving metabolite-mediated dialog and adaptive strategies with the fungus Botrytis
**Source:** ISME J. 2025 Dec 18;19(1):wraf277. doi: 10.1093/ismejo/wraf277
**Supplement:** Supplementary_materials_clean_wraf277

Supplementary material

Figure S1

A

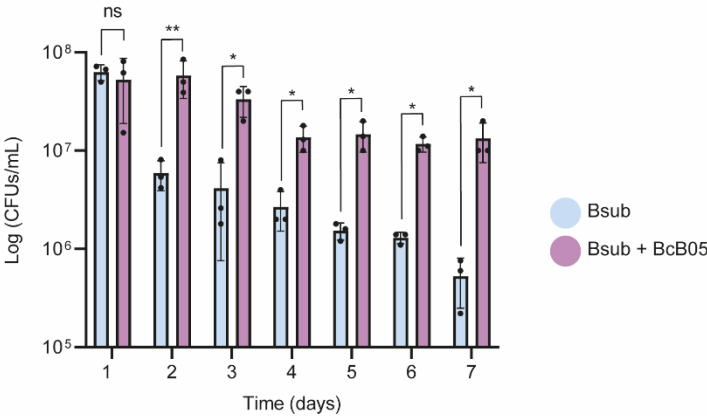

B

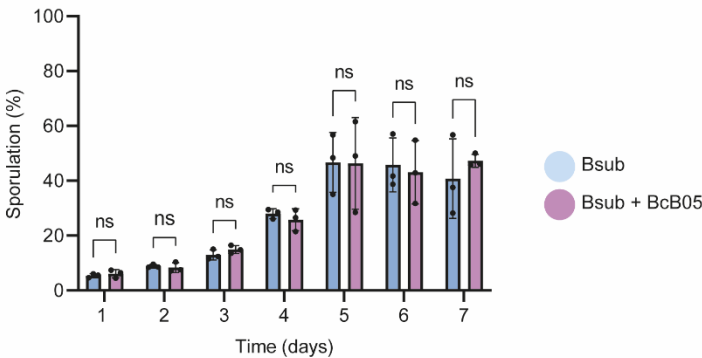

C

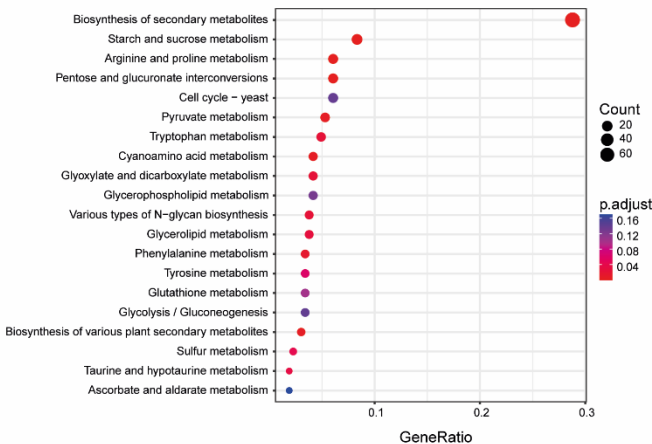

Figure S1. Growth dynamics of *Bacillus subtilis* and transcriptional response of *Botrytis cinerea* during coculture. A) Time-course of *Bacillus*

CFUs over 7 days in monoculture (blue) and coculture with *B. cinerea* (pink). **B)** Percentage of *Bacillus* spores relative to total viable cells in monoculture (blue) and coculture with *B. cinerea* (pink). Statistical significance was assessed via a *t* test, with double asterisks indicating significant differences at $P < 0.01$. **C)** **Enrichment analysis of differentially expressed *B. cinerea* genes during interaction with *B. subtilis*.** KEGG pathway enrichment analysis showing the deregulation of pathways related to glutathione metabolism, secondary metabolite biosynthesis, and phospholipid metabolism after six hours of coculture.

Figure S2

A

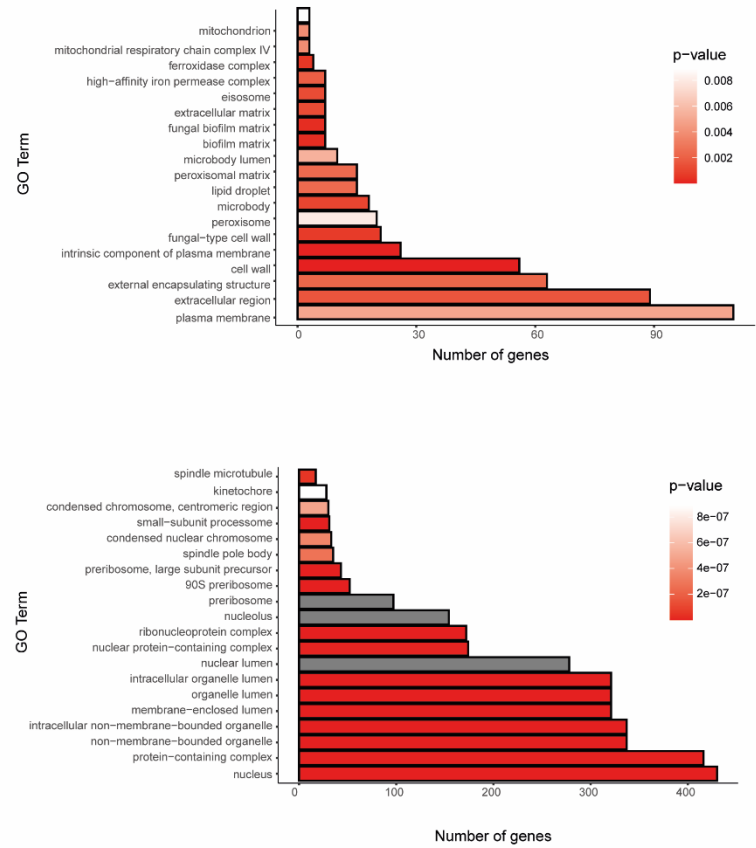

B

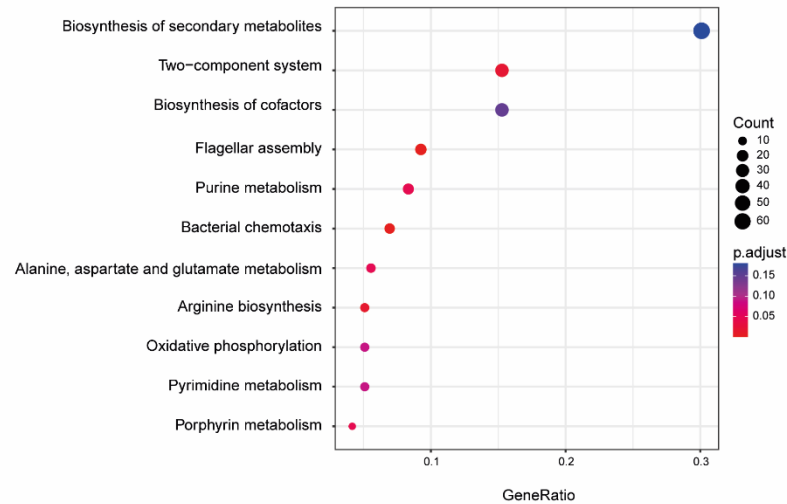

Figure S2. Functional enrichment analyses of *B. cinerea* and *B. subtilis* genes during coculture. A) Gene Ontology (GO) terms enriched in genes upregulated in *B. cinerea* after six hours of coculture. B) GO terms enriched by genes downregulated in *B. cinerea* after six hours of coculture. C) Enrichment

analysis of differentially expressed *B. subtilis* genes during interaction with *B. cinerea*. KEGG pathway enrichment analysis showing the deregulation of pathways related to the biosynthesis of secondary metabolites.

Figure S3

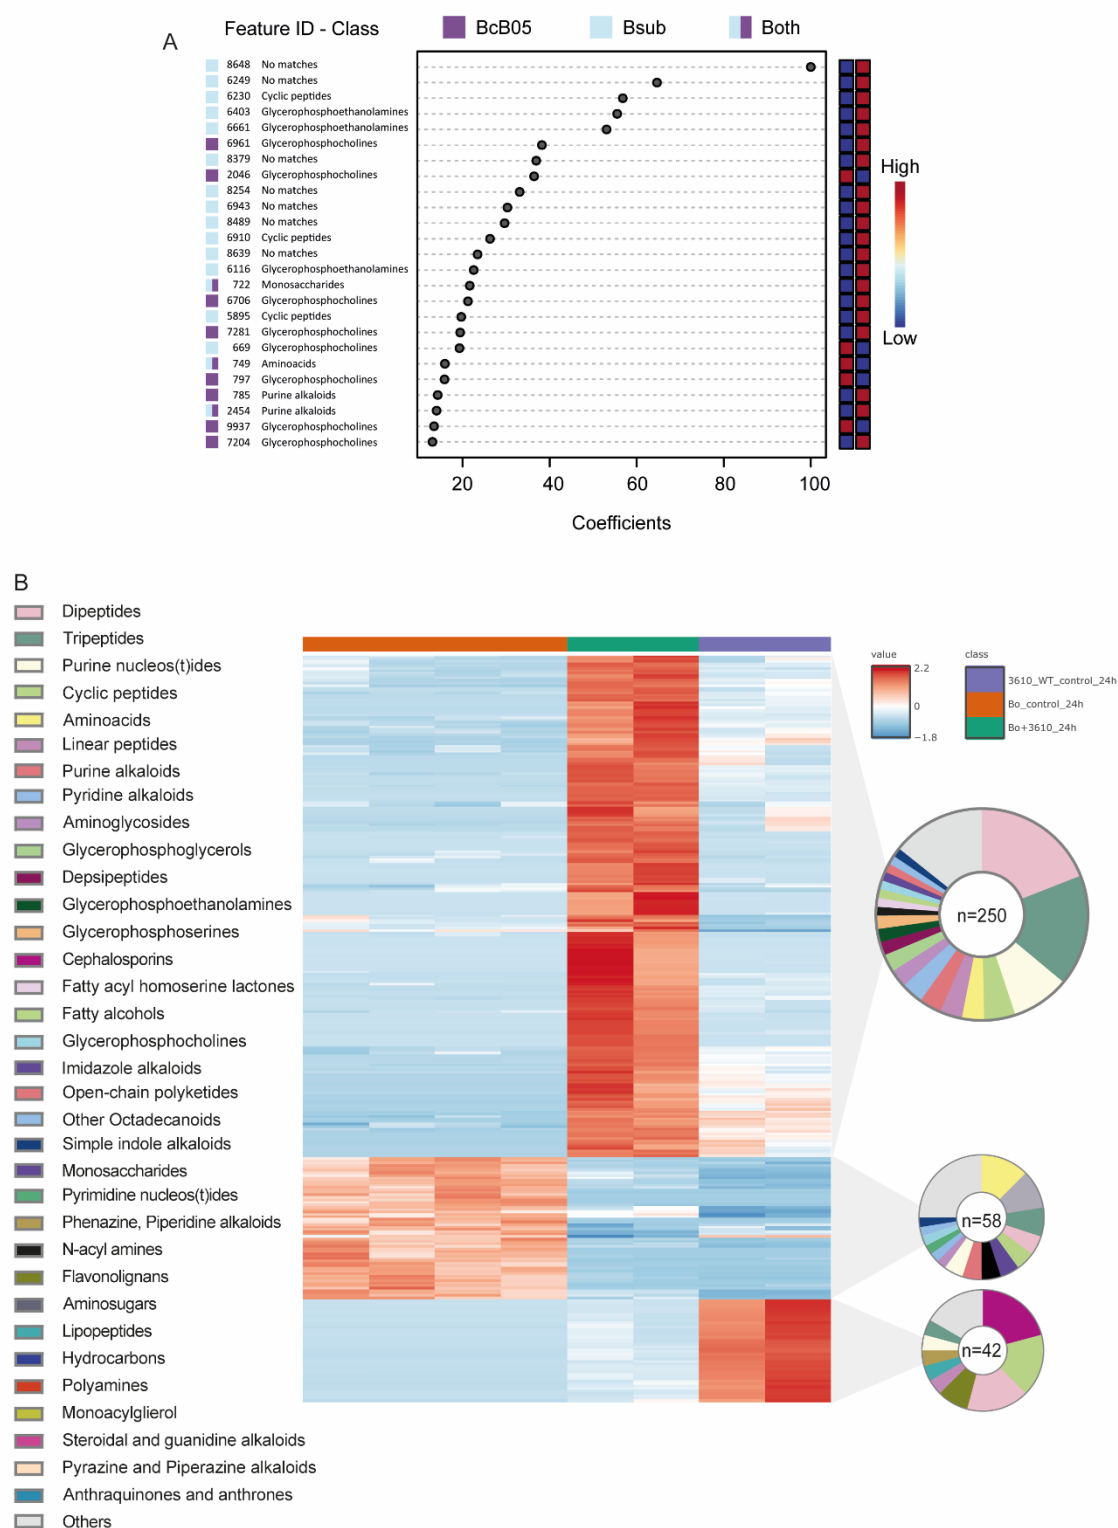

Figure S3. Metabolomic analysis revealed differential accumulation of metabolite classes during the *Bacillus-Botrytis* interaction. A) Top 25 features with the highest median weighted sum of absolute regression coefficient scores determined by PLS-DA, calculated using MetaboAnalyst. These features

were identified as key metabolites discriminating cocultures from single cultures of each microbe after 24 h in the cell fraction. The feature IDs are annotated with their chemical classes via Classyfire classification. The left side of the figure indicates the microbial origin of the different accumulated metabolite classes. **B)** Heatmap of hierarchical clustering of the top 350 features within impacted molecular families during the coculture of *B. cinerea* and *B. subtilis* compared with monoculture of each after 24 h in the cell fraction. The color gradient in the heatmap indicates the relative fold change of each metabolite between the groups. The circular graphs show the percentage distribution of metabolite classes with altered accumulation, with the color code inside the donut chart representing each chemical class according to NPClassifier.

Figure S4

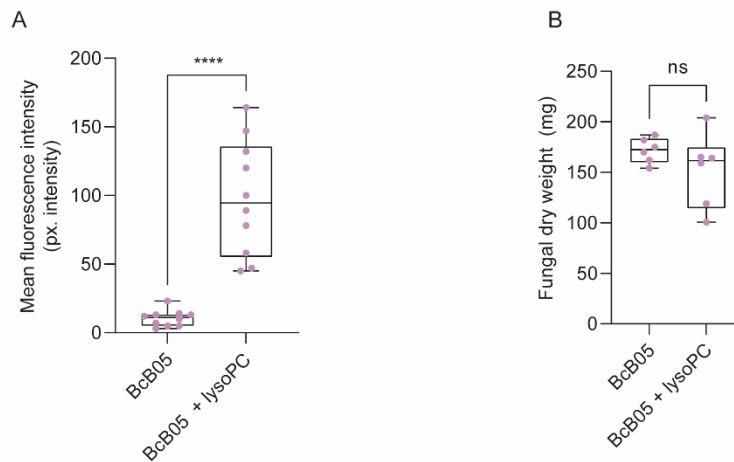

Figure S4. Lyso-PC induces ROS without affecting *B. cinerea* growth. **A)** Quantification of ROS levels (stained with DHR123) in *B. cinerea* after treatment with 150 μ M lysoPC or no treatment for 24 h. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at $P < 0.0001$. **B)** Fungal growth of *B. cinerea* treated with 150 μ M commercial lyso-PC and control *Botrytis*, showing that lyso-PC-induced ROS do not lead to *B. cinerea* growth inhibition. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results of at least three biological replicates are shown. Statistical significance was assessed via t test.

Figure S5

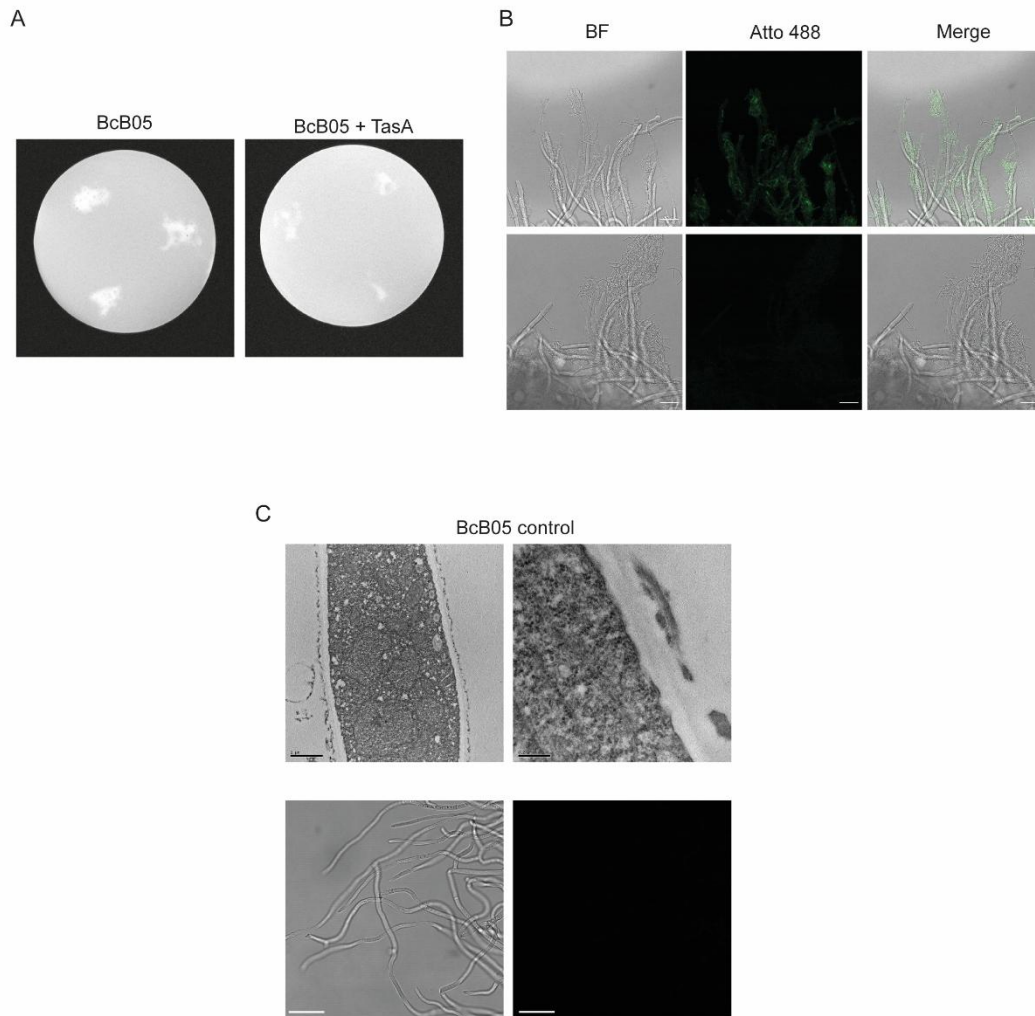

Figure S5. Imaging analyses of *B. cinerea* macrocolonies and TasA localization. **A)** Bright field images of *B. cinerea* macrocolonies corresponding to the MRI analysis. Each image shows three fungal microcolonies **B)** Immunofluorescence microscopy showing TasA localization on *Botrytis* hyphae during co-culture with *B. subtilis*. The top row shows samples stained with anti-TasA primary antibody followed by fluorescent secondary antibody, revealing TasA-associated signal on the fungal surface. The bottom row shows the negative control, where only the secondary antibody was applied (no primary antibody), confirming the specificity of the signal. **C) Top:** Transmission electron micrograph of negatively stained thin sections of untreated *B. cinerea* hyphae with immunogold labelling. The scale bar represents 1 μm for the image on the left and 0.2 μm for the zoomed-in image on the right. **Bottom:**

Immunocytochemistry of *Botrytis* hyphae treated with TasA without anti-TasA antibodies but with secondary antibodies as a control. Scale bars represent 20 μm .

Figure S6

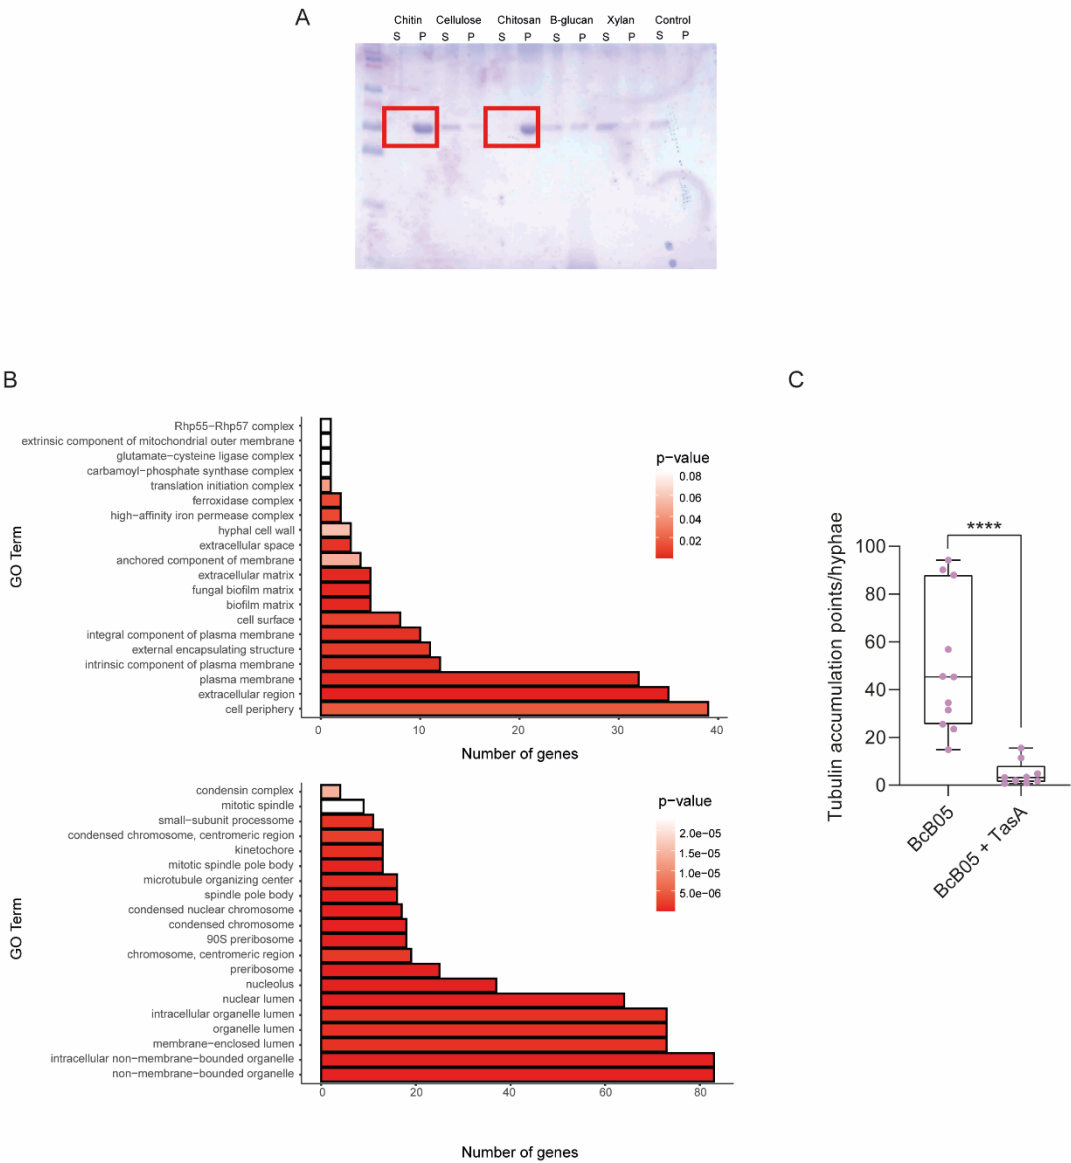

Figure S6. Cellular responses of *B. cinerea* to TasA treatment. A) Coomassie gel of polysaccharide affinity assays with purified TasA. **B)** Enrichment analysis of differentially expressed *B. cinerea* genes after six hours of treatment with 3 μm purified TasA. GO terms enriched by upregulated (top) and downregulated (bottom) genes of *B. cinerea* after treatment with TasA. **C)** Quantification of tubulin accumulation in pear hyphae treated with 3 μm purified TasA or left

untreated. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at $P < 0.0001$.

Figure S7

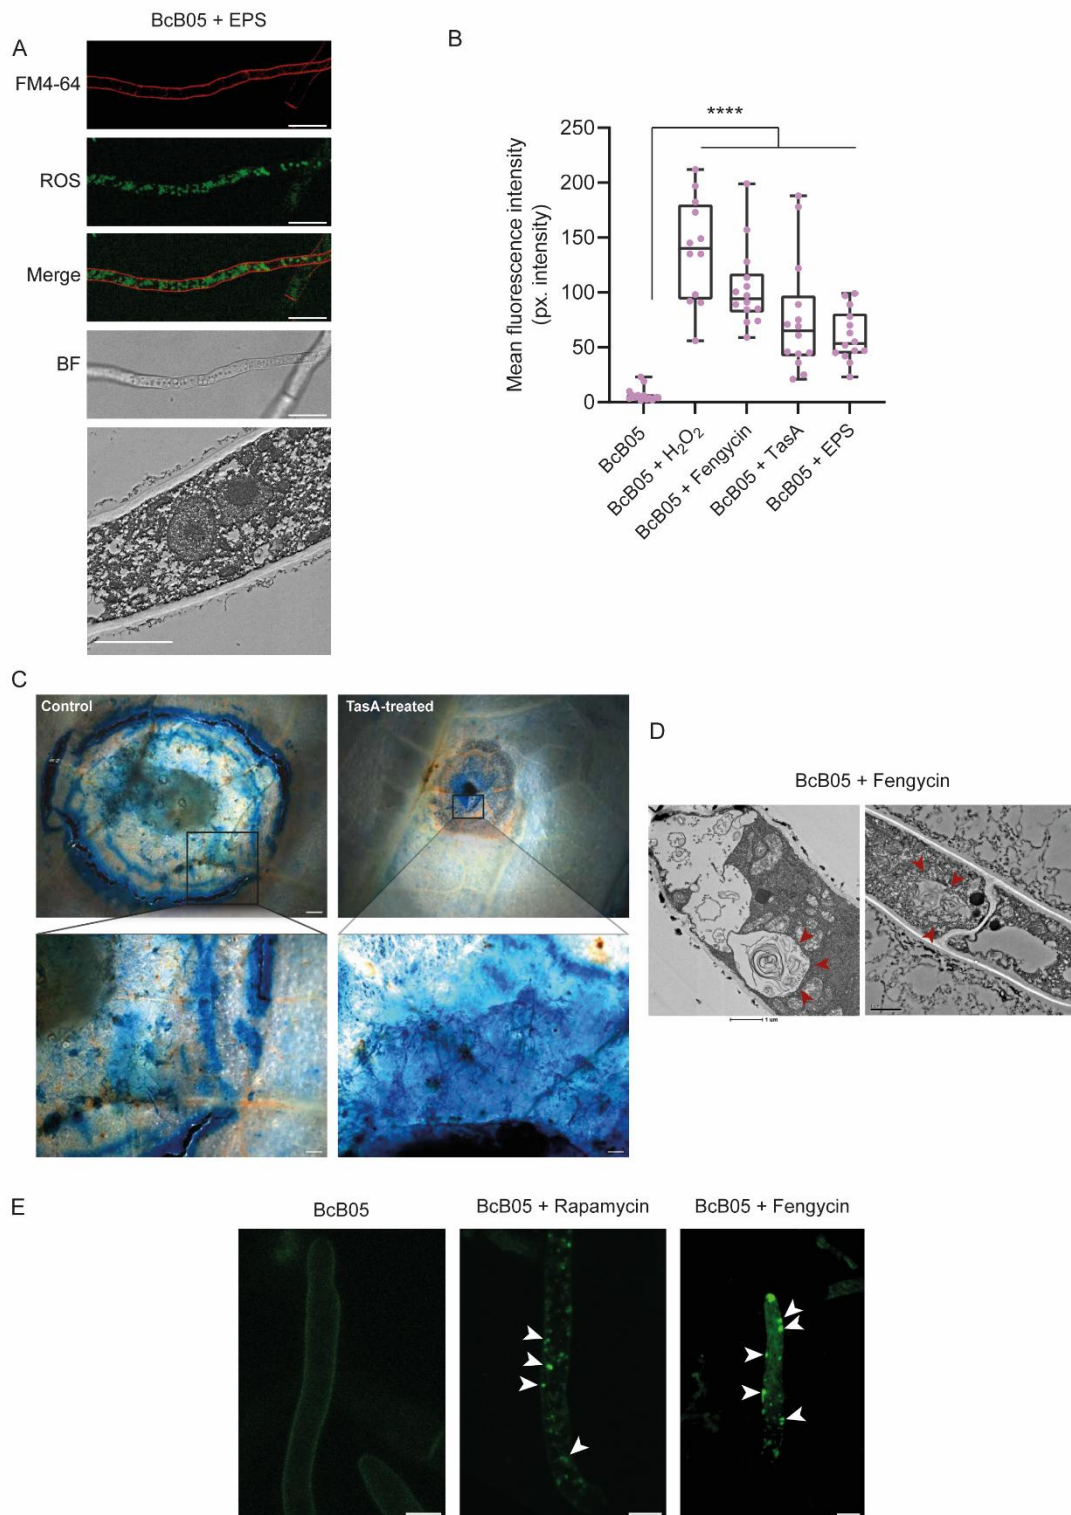

Figure S7. Differential effects of EPS and fengycin on *B. cinerea* physiology and stress responses. **A)** Representative confocal microscopy images showing ROS accumulation and the fungal membrane (stained with DHR123 and FM4-64, respectively) in *B. cinerea* hyphae treated with EPS. Scale bars represent 20

µm. The lower panels show transmission micrographs of *B. cinerea* treated with 0.5 mg/mL purified EPS, revealing nonpronounced ultrastructural disorganization or autophagosome formation. Scale bars represent 2 µm. **B)** Quantification of ROS levels (stained with DHR123) in *B. cinerea* without treatment, with H₂O₂ as positive control, after treatment with 3 µM TasA, 0.5 mg/mL EPS or 10 µM fengycin for 24 h. Whisker plot shows all measurements (pink dots), medians (black line), and minimum and maximum (whiskers ends). In all experiments, at least three biological replicates are shown. Statistical significance was assessed ANOVA by one-way ANOVA with Dunnett's multiple comparisons test (each treatment vs BcB05 control), with quadruple asterisk indicating significant differences at $P < 0.0001$. **C)** Optical microscopy of *B. cinerea*-induced lesions on melon leaves. Infected tissues were stained with Cotton Blue to visualize fungal structures. Control infections showed extensive necrosis with thin, regularly branched hyphae penetrating mesophyll tissue. TasA-treated infections exhibited smaller lesions and abnormal hyphae with thickened walls, apical swelling, and restricted penetration, consistent with direct TasA-induced antifungal damage. **D)** Representative TEM images of *B. cinerea* treated with 10 µM fengycin for 24 hours. Autophagosomes are indicated with red head arrows. Scale bars are included in the images. **E)** Formation of autophagosomes in *Botrytis cinerea* after treatment with rapamycin or fengycin. Fluorescent punctate structures corresponding to autophagosomes were visualized using DAPGreen staining. An increased number and intensity of fluorescent spots were observed in treated samples, indicating the induction of autophagy. Scale bars equal 5 µm.

Figure S8

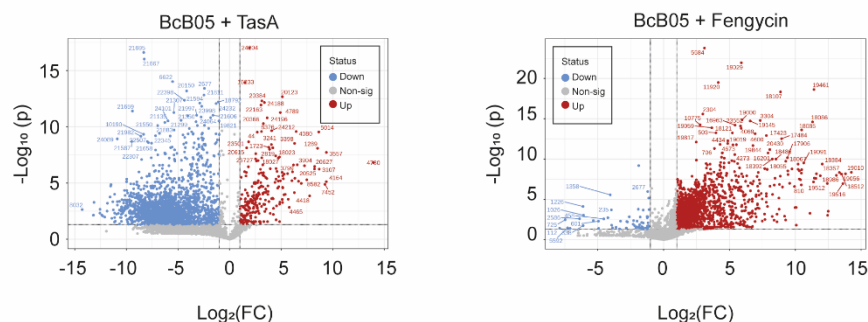

Figure S8. Differentially abundant metabolite accumulation in *B. cinerea* supernatants after TasA and fengycin treatments. Volcano plots showing metabolites with significantly greater or lower accumulation in the *B. cinerea* supernatant after 24 h of treatment with TasA (left) or fengycin (right) than in the supernatant of untreated *B. cinerea*. Analyses were performed using MetaboAnalyst.

Figure S9

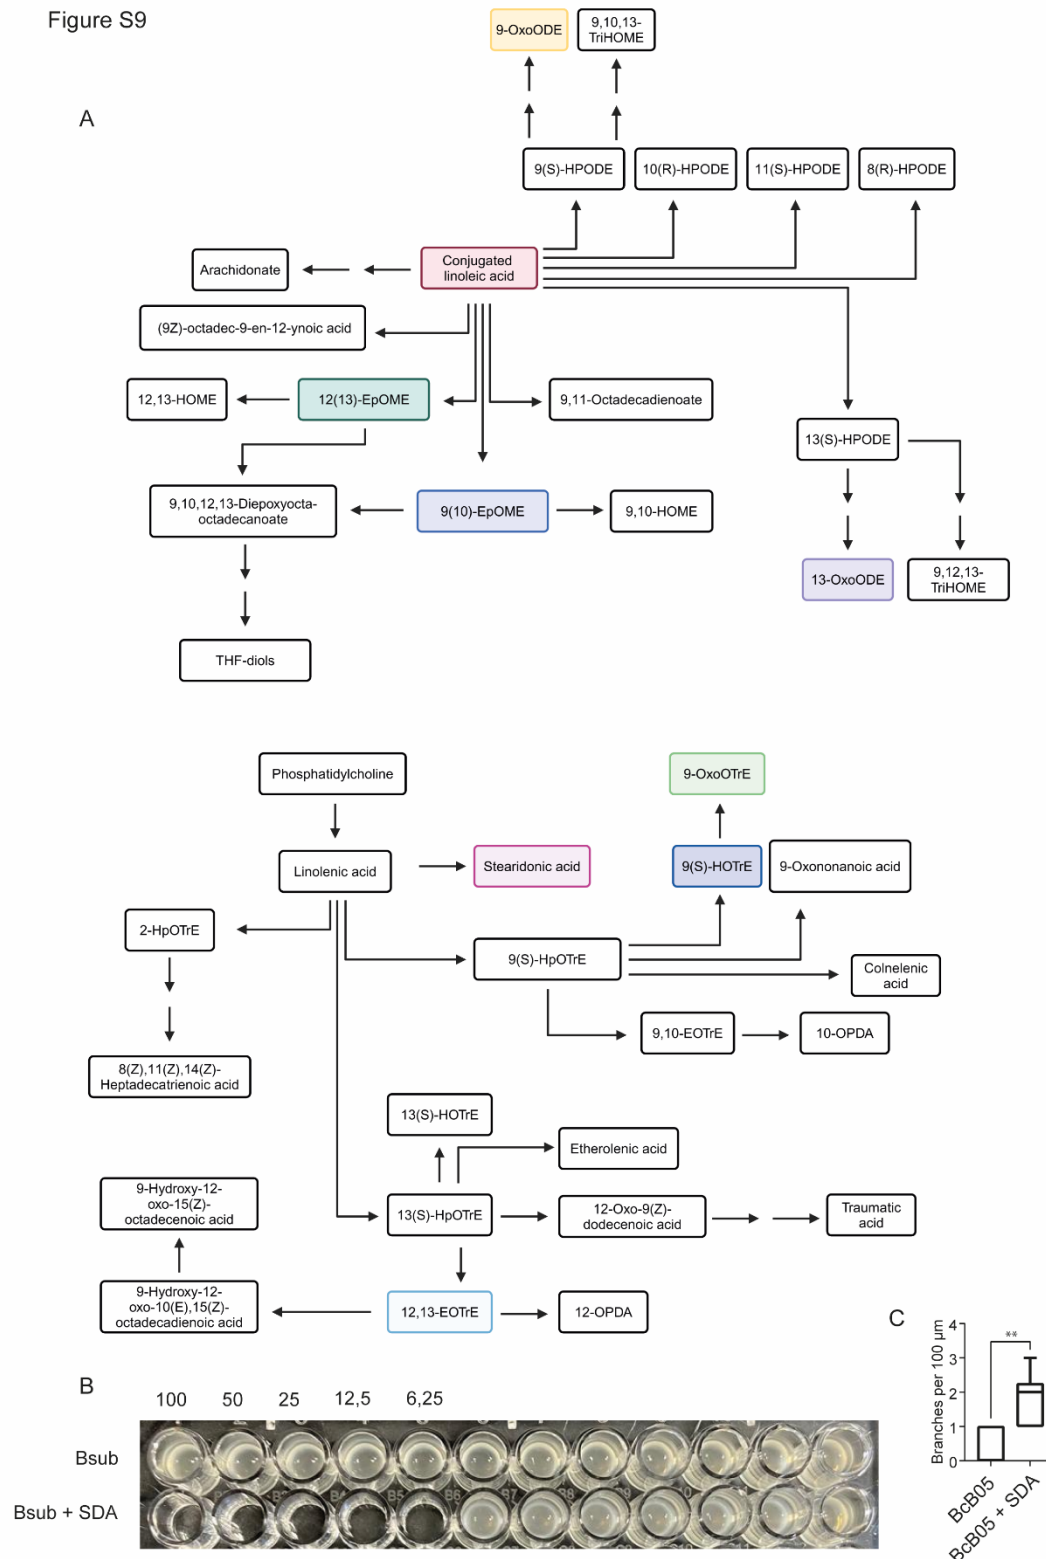

Figure S9. KEGG pathway-based schematics of oxylipins accumulated in *Botrytis cinerea* supernatant after treatment with fengycin. A) Two pathway diagrams representing the accumulation of oxylipins derived from linoleic (top scheme) and linolenic (bottom scheme) acids in the *B. cinerea* supernatant. The

accumulated metabolites are colored according to the same scheme as the border node color in **Figure 4A**. **B)** MIC assay of *B. subtilis* growth in response to SDA. Top row: *B. subtilis* growth as control in LB medium with DMSO. Bottom row: growth of *B. subtilis* with decreasing concentration of SDA ($\mu\text{g/mL}$). **C)** Quantification of hyphal branching in *B. cinerea* cultures treated with 6,25 $\mu\text{g/mL}$ SDA compared to untreated controls. Data are expressed as the number of lateral and apical branches per 100 μm of hyphal length. Measurements were performed on six independent samples, with different microscopic fields analyzed per sample.

Figure S10

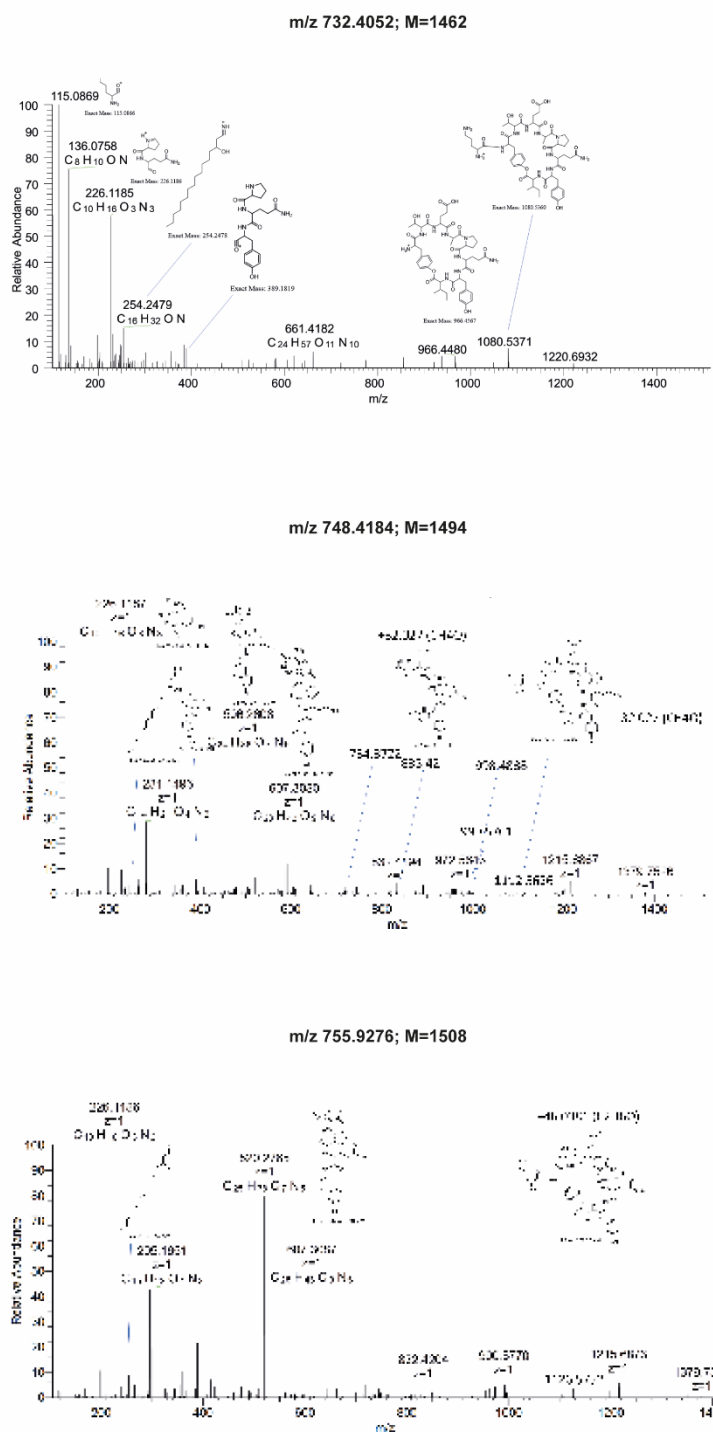

Figure S10. Targeted LC–MS/MS analysis of fengycin variants detected during interaction with *B. cinerea*. Upper panel: Reference MS/MS spectrum of fengycin C₁₆A (m/z 732.4053, z = 2). Middle panel: MS/MS spectrum of the

1494 Da variant ($m/z = 748.4184$, $z = 2$). **Bottom panel:** MS/MS spectrum of the 1508 Da variant ($m/z = 755.9576$, $z = 2$).

Figure S11

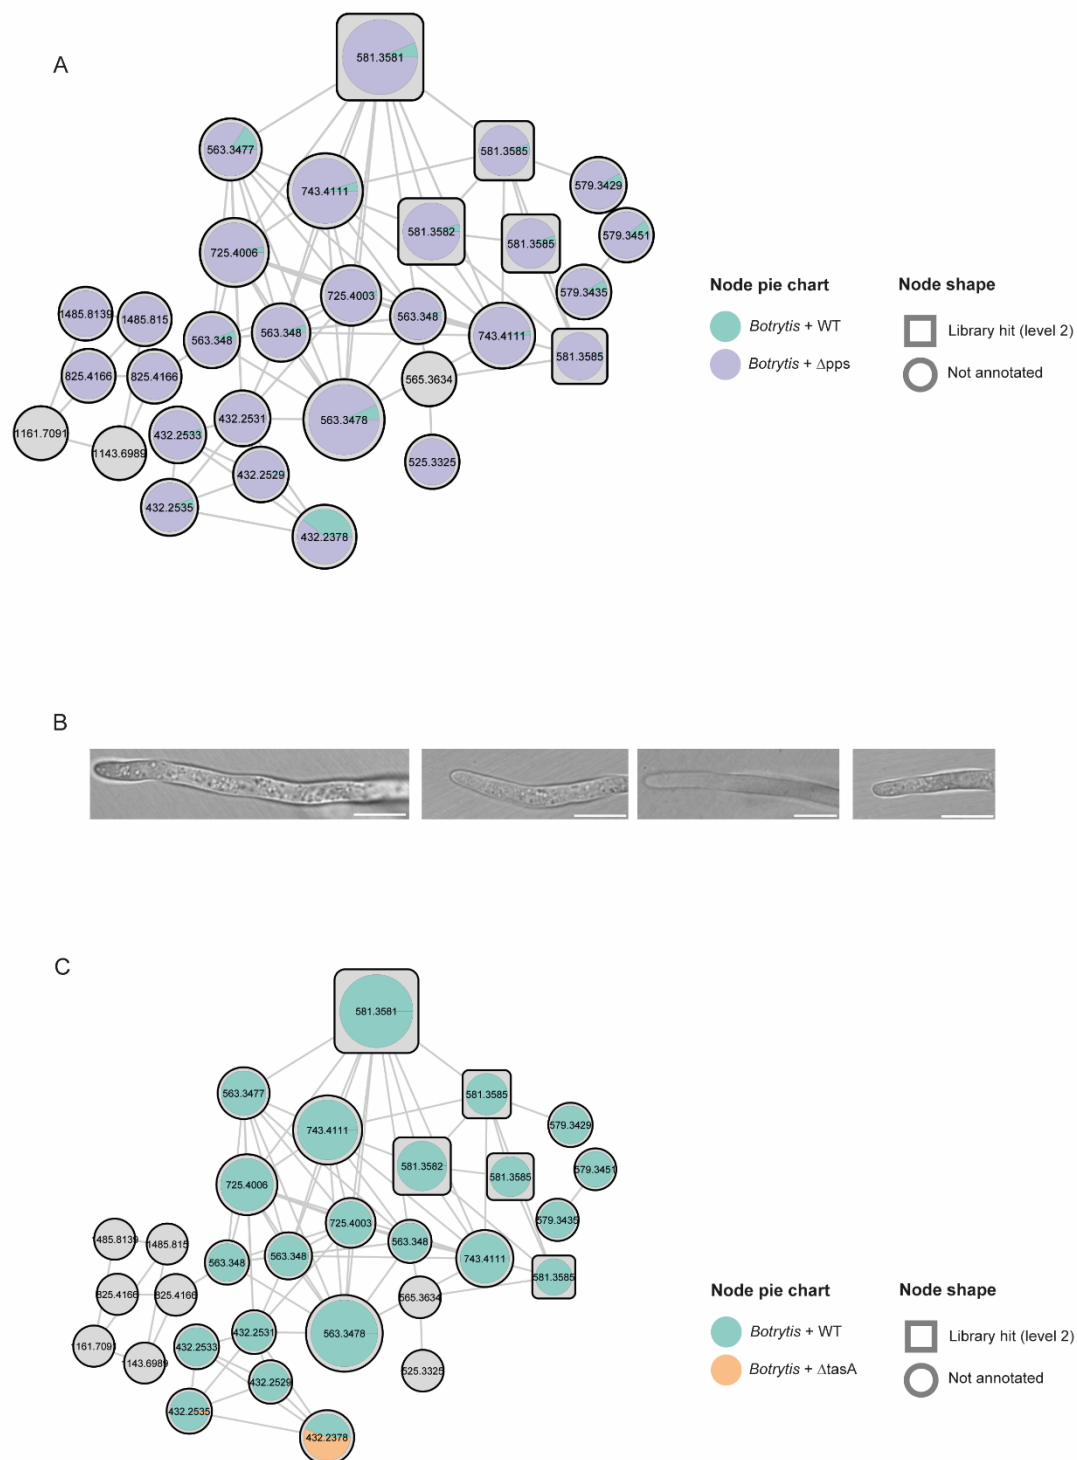

Figure S11. A) Molecular family analysis of bacillaene in *B. cinerea* supernatant after interaction with wild-type *B. subtilis* compared with *B. cinerea* interacting with Δpps after 48h. Pie charts represent the mean peak abundance of metabolites in the supernatant, with node shapes indicating the level of metabolite identification according to GNPS libraries. **B) Representative confocal microscopy images of the tips of untreated *B. cinerea* hyphae.** Scale bars equal 10 μm . **C) Molecular family analysis of bacillaene in *B. cinerea* supernatant after interaction with wild-type *B. subtilis* compared with *B. cinerea* interacting with ΔtasA after 24h.** Pie charts represent the mean peak abundance of metabolites in the supernatant, with node shapes indicating the level of metabolite identification according to GNPS libraries.

Figure S12

A

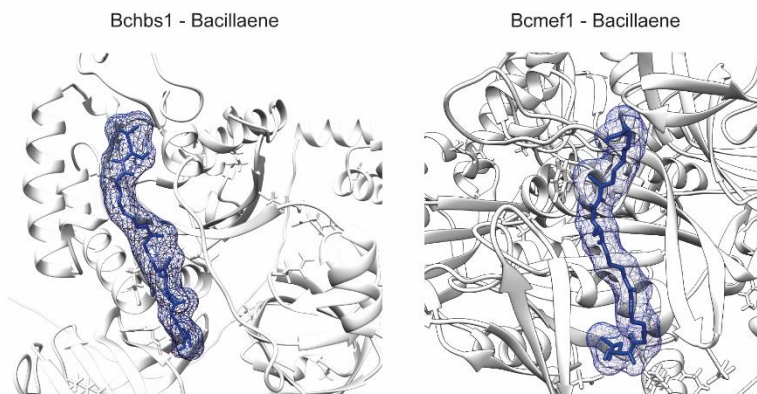

B

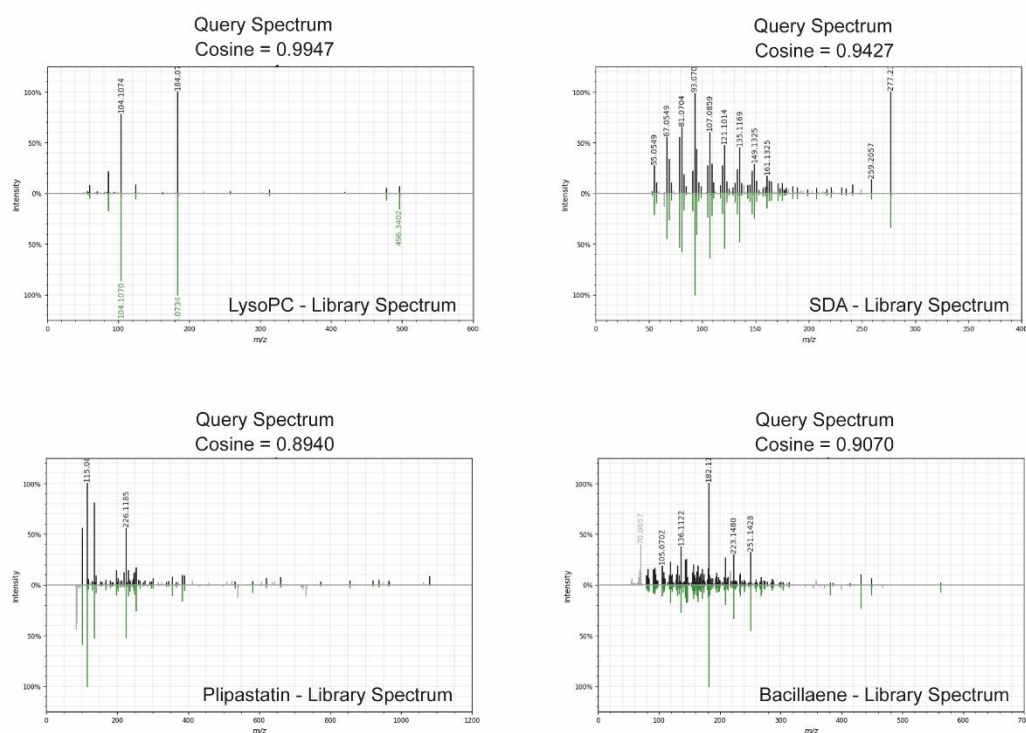

Figure S12. A) Molecular docking analysis predicted a putative binding site between bacillaene and the cytoplasmic elongation factor Bchbs1, as well as between bacillaene and the mitochondrial elongation factor Bcmef1, in *Botrytis cinerea*. **B)** Mirror plots comparing spectra from named features throughout the manuscript to standard spectra deposited in GNPS. The upper part of the plot (black lines) represents the MS spectra of the candidate feature, and the lower

part (green lines) represents the MS spectra of the standard compound. Mirror plots were generated using <https://metabolomics-usi.ucsd.edu/>.

Table S1. List of strains used in this study.

Table S2. Named features throughout the manuscript and their parameters for identification within the framework of Sumner *et al.*, 2007.

Table S3. *B. cinerea* B05.10 putative secreted proteins upregulated upon challenging with Fengycin.

Table S4. Full List of mutated genes in *Botrytis cinerea* treated with bacillaene for one week compared with the *Botrytis* control. Across the set of *Botrytis* genes carrying variants after long-term co-incubation with *Bacillus subtilis*, we observe a coherent functional signature centered on (i) cell-envelope remodeling and glycan modification (CAP10-like, CBM21, Sun/CE16, WSC, CFEM), (ii) reprogramming of solute/metal transport including MFS, AQP2, and a ferric-chelate reductase and (iii) activation of signaling and genome-maintenance axes (Tel1/ATM-like, ABC1-like, calcineurin-like). Additional changes implicate broad transcriptional control (Zn(2)-C6, AreA), proteostasis via ubiquitination (RING/F-box), and post-transcriptional regulation (Argonaute/NTC-related). Notably, most variants localize to UTRs and promoter-proximal regions, indicating adaptation primarily through expression modulation rather than widespread structural protein alteration; the few high-impact coding changes (e.g., frameshift in BCIN_10g06270 and stop-gained in the NACHT protein) are consistent with tuning of surveillance/stress pathways. Overall, the data support an adaptive program expected under nutrient competition and antimicrobial pressure, whereby *Botrytis* strengthens its barrier and transport systems, optimizes resource uptake, and buffers oxidative/osmotic stress.

# Supplementary material for: Offensive role of the Bacillus extracellular matrix in driving metabolite-mediated dialog and adaptive strategies with the fungus Botrytis
**Source:** ISME J. 2025 Dec 18;19(1):wraf277. doi: 10.1093/ismejo/wraf277
**Supplement:** Supplementary_materials_wraf277

Supplementary material

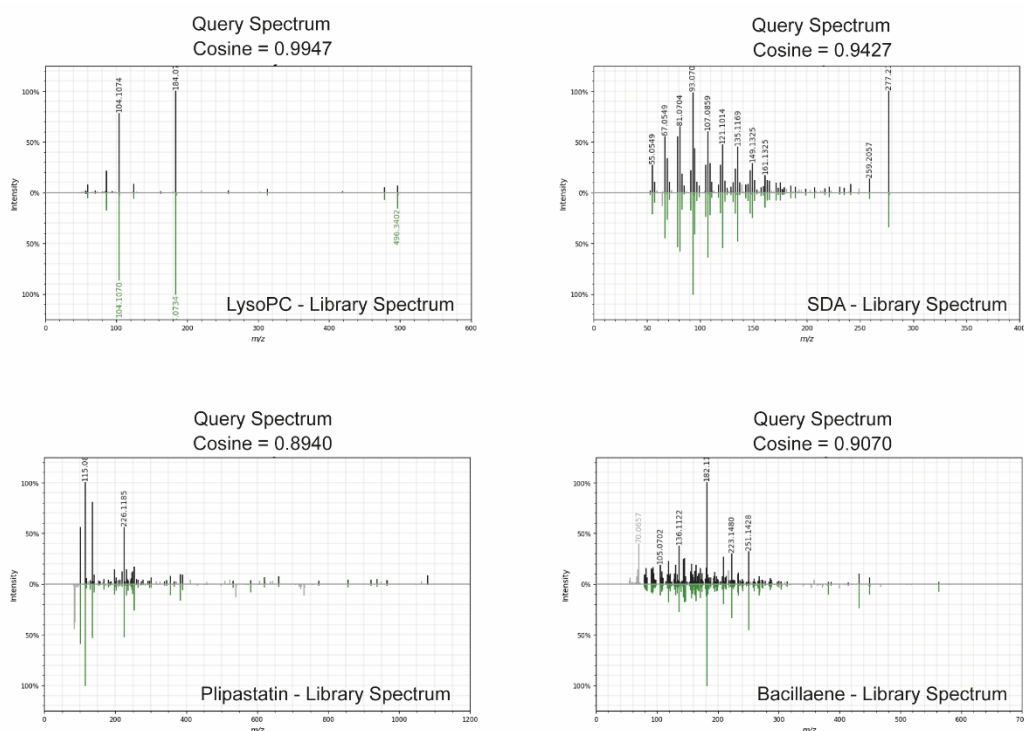

Figure S1. Mirror plots comparing spectra from named features throughout the manuscript to standard spectra deposited in GNPS. The upper part of the plot (black lines) represents the MS spectra of the candidate feature, and the lower part (green lines) represents the MS spectra of the standard compound. Mirror plots were generated using <https://metabolomics-usi.ucsd.edu/>.

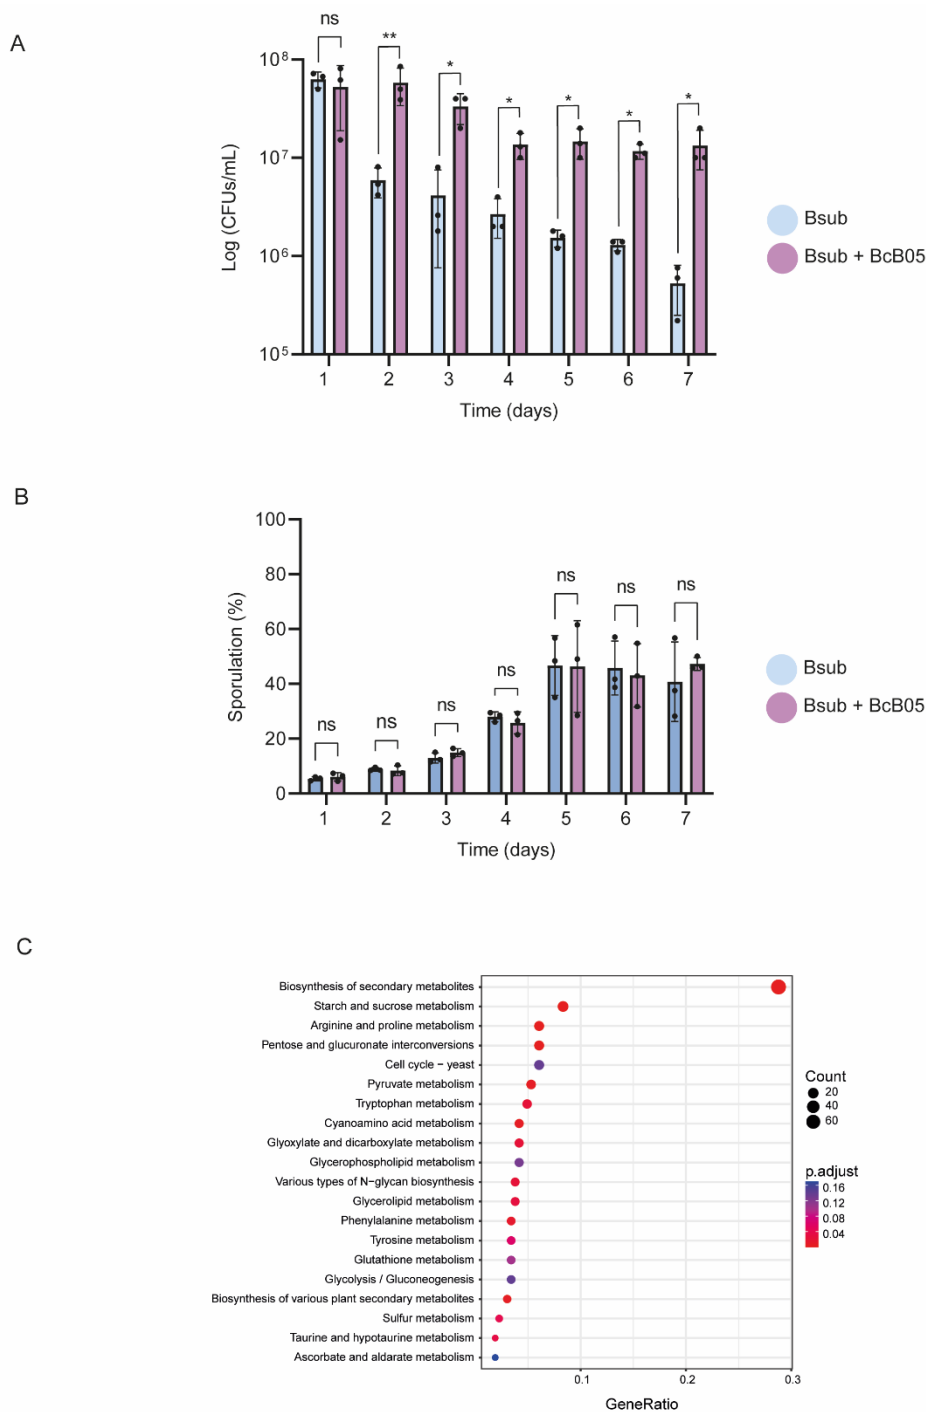

Figure S2. Growth dynamics of *Bacillus subtilis* and transcriptional response of *Botrytis cinerea* during coculture. A) Time-course of *Bacillus* CFUs over 7 days in monoculture (blue) and coculture with *B. cinerea* (pink). **B)** Percentage of *Bacillus* spores relative to total viable cells in monoculture (blue) and coculture with *B. cinerea* (pink). Statistical significance was assessed via a *t* test, with double asterisks indicating significant differences at $P < 0.01$. **C)** Enrichment analysis of differentially expressed *B. cinerea* genes during

interaction with *B. subtilis*. KEGG pathway enrichment analysis showing the deregulation of pathways related to glutathione metabolism, secondary metabolite biosynthesis, and phospholipid metabolism after six hours of coculture.

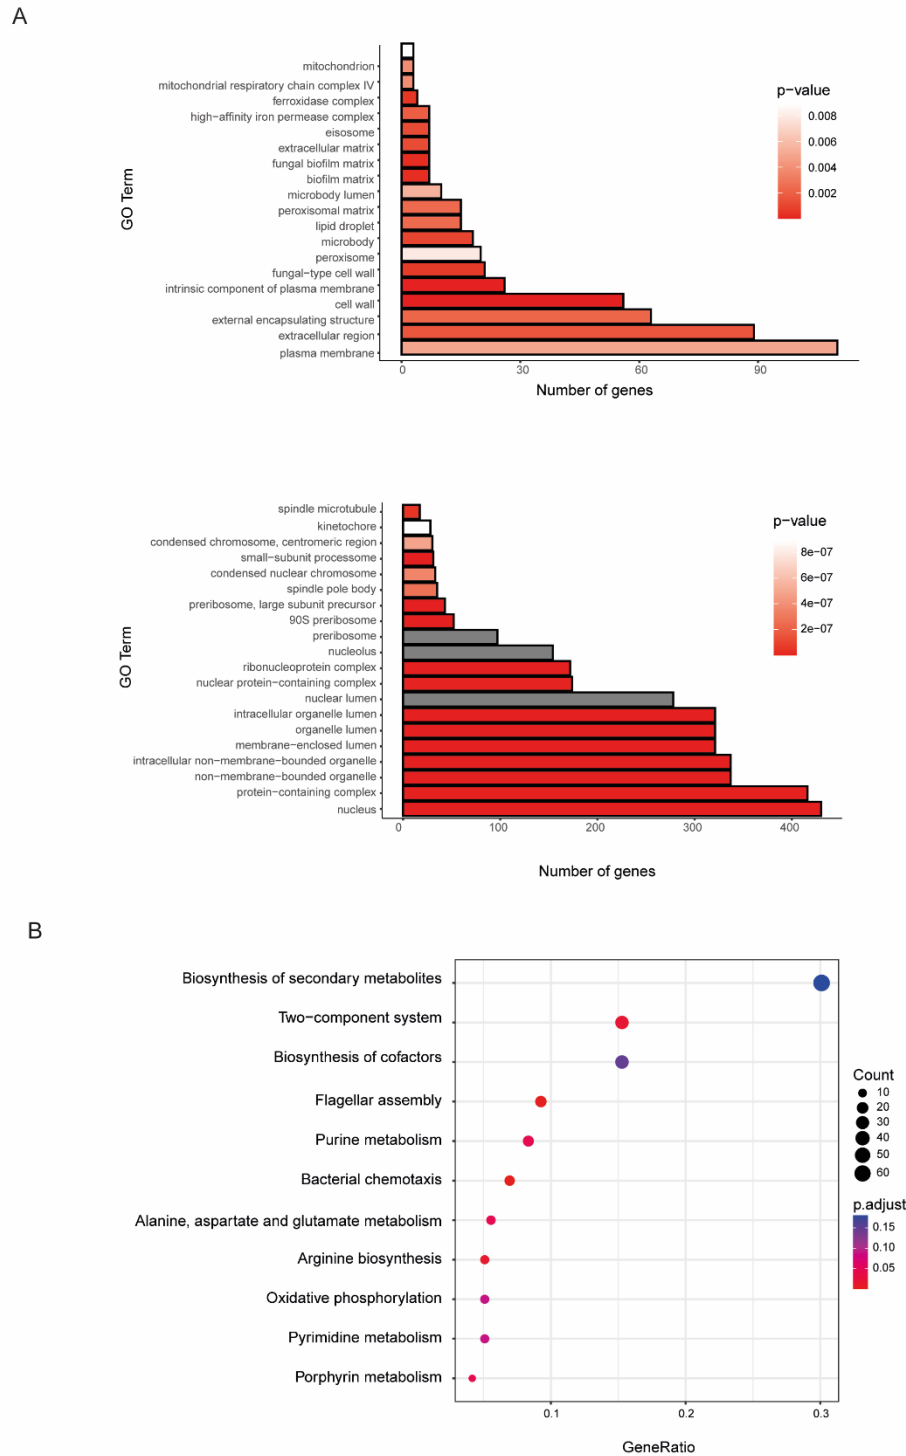

Figure S3. Functional enrichment analyses of *B. cinerea* and *B. subtilis* genes during coculture. A) Gene Ontology (GO) terms enriched in genes upregulated in *B. cinerea* after six hours of coculture. B) GO terms enriched by genes downregulated in *B. cinerea* after six hours of coculture. C) Enrichment analysis of differentially expressed *B. subtilis* genes during interaction with

B. cinerea. KEGG pathway enrichment analysis showing the deregulation of pathways related to the biosynthesis of secondary metabolites.

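In coculture the bacterium made more RNA for arginine, purine and pyrimidine synthesis and for respiration, and less for flagella and chemotaxis. All 9 genes of arginine synthesis were higher, also when adjusted over the list alone (adjusted p = 3.12e-09, Fisher's exact test), with a median log2 fold change of 5.07, at percentile 100 of the random lists. In the authors' deposited table, *argF* rose by 6.09 (standard error 0.62, adjusted p = 2.81e-20 from the Wald test) and *argD* by 5.32 (standard error 0.50), and *carA* and *carB*, which make carbamoyl phosphate for arginine, rose by 5.88 and 5.92. Of 16 genes of purine synthesis, 11 were higher and none was lower, both over all genes and adjusted over the list alone (adjusted p = 4.31e-08, Fisher's exact test), and none was lower at an unadjusted p under 0.05 from the Wald test. Their median was 1.40, and *purA*, *purN*, *purH* and *purM* rose by 2.89, 2.27, 2.08 and 2.00. Pyrimidine synthesis had 5 higher genes of 10, or 6 when adjusted over the list alone, and a median of 1.79 (adjusted p = 0.00468 for the higher genes, Fisher's exact test). Among them *pyrB* rose by 3.03, *pyrC* by 2.69, *pyrR* by 2.68 and *pyrAA* by 2.36. Of 26 genes of the respiratory chain and ATP synthase, 8 were higher, also when adjusted over the list alone (adjusted p = 0.00572, Fisher's exact test), and 25 had a fold change above 0. Succinate dehydrogenase (*sdhB* 1.71, *sdhA* 1.48 and *sdhC* 1.47 as log2 fold changes) and the cytochrome oxidase gene *cydA* (1.46) led this list, whose median was 0.58. For heme synthesis 3 of 9 genes were higher, also adjusted over the list alone (adjusted p = 0.144, Fisher's exact test), namely *hemB* at 1.32, *hemX* at 1.25 and *hemA* at 1.19, and the median was 0.94. Of 39 genes of flagellar assembly, 25 were lower, or 27 when adjusted over the list alone (adjusted p = 7.47e-19, Fisher's exact test), and all had a fold change below 0, with a median of -1.33. The genes *fliT* and *flhF* had log2 fold changes of -2.12 and -1.96, and *motB*, for a stator protein of the flagellar motor, had -1.92. Of 18 chemotaxis genes, 13 were lower and 1 was higher, also when adjusted over the list alone (adjusted p = 7.78e-11 for the lower genes, Fisher's exact test), with a median of -1.35. The receptor genes *mcpA* and *tlpA* had log2 fold changes of -1.71 and -1.61, *yoaH* had -1.66, and *cheB*, for the methylesterase that resets the receptors, had -1.59. At an adjusted p under 0.01, the genes *pyrC*, *pyrAA*, *hemB* and those of succinate dehydrogenase named here no longer passed.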

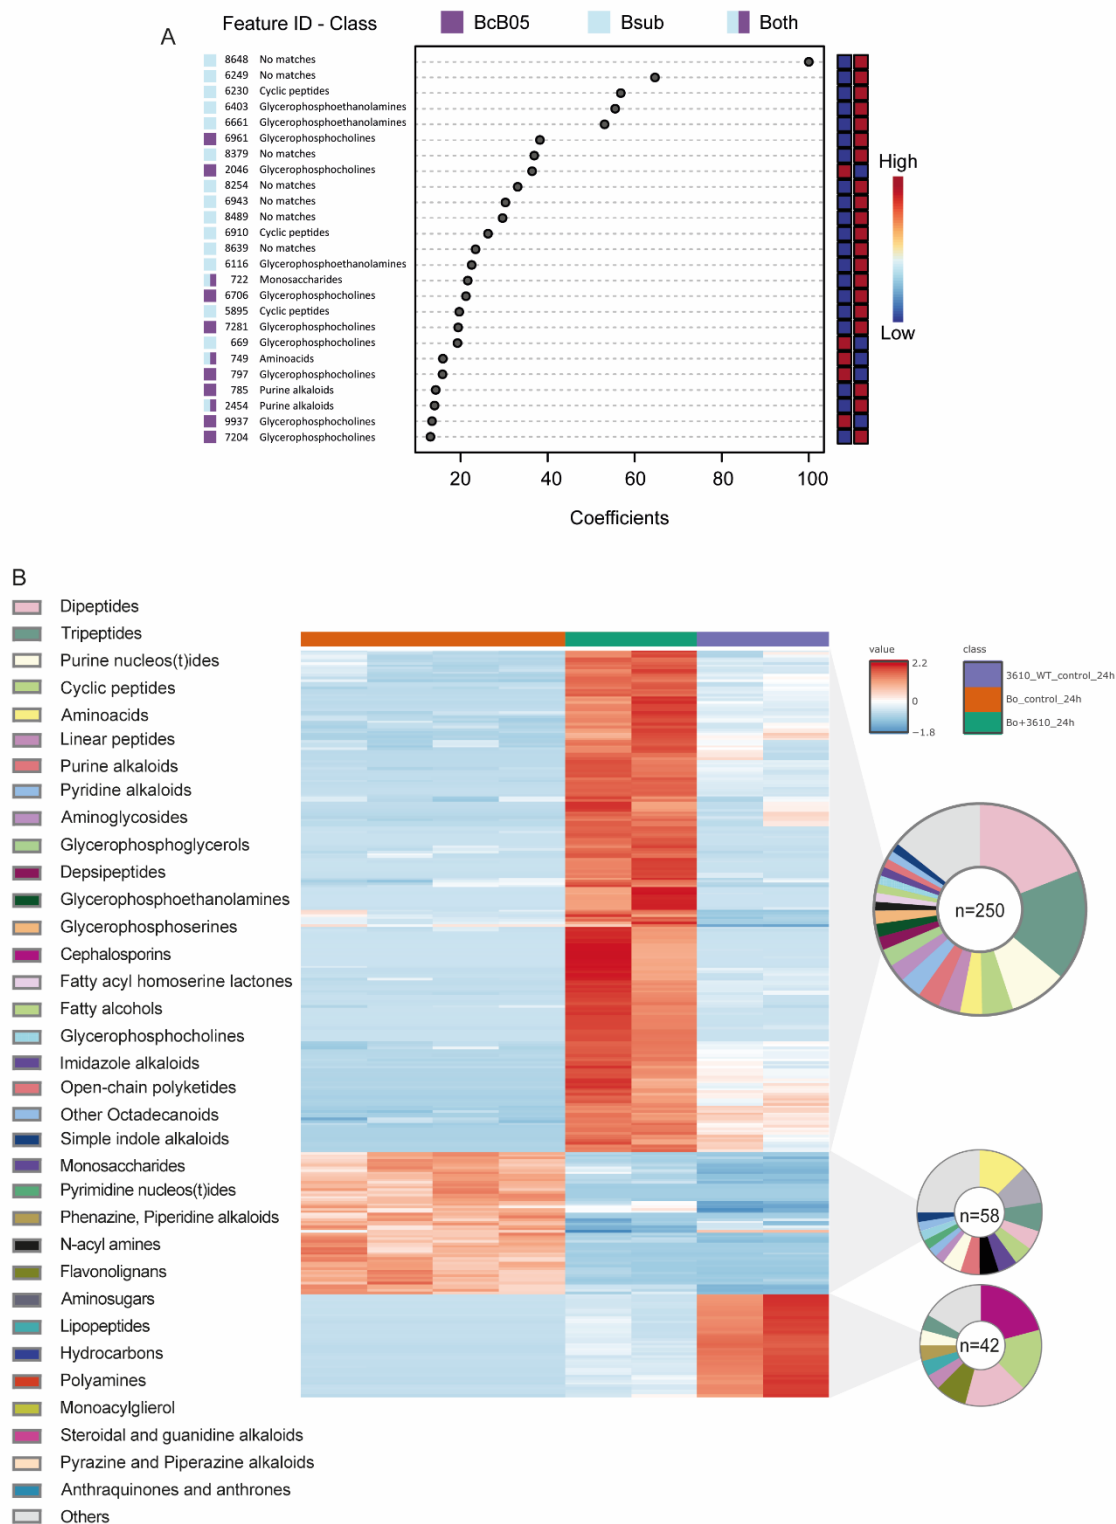

Figure S4. Metabolomic analysis revealed differential accumulation of metabolite classes during the *Bacillus-Botrytis* interaction. A) Top 25 features with the highest median weighted sum of absolute regression coefficient scores determined by PLS-DA, calculated using MetaboAnalyst. These features were identified as key metabolites discriminating cocultures from single cultures

of each microbe after 24 h in the cell fraction. The feature IDs are annotated with their chemical classes via Classyfire classification. The left side of the figure indicates the microbial origin of the different accumulated metabolite classes. **B)** Heatmap of hierarchical clustering of the top 350 features within impacted molecular families during the coculture of *B. cinerea* and *B. subtilis* compared with monoculture of each after 24 h in the cell fraction. The color gradient in the heatmap indicates the relative fold change of each metabolite between the groups. The circular graphs show the percentage distribution of metabolite classes with altered accumulation, with the color code inside the donut chart representing each chemical class according to NPClassifier.

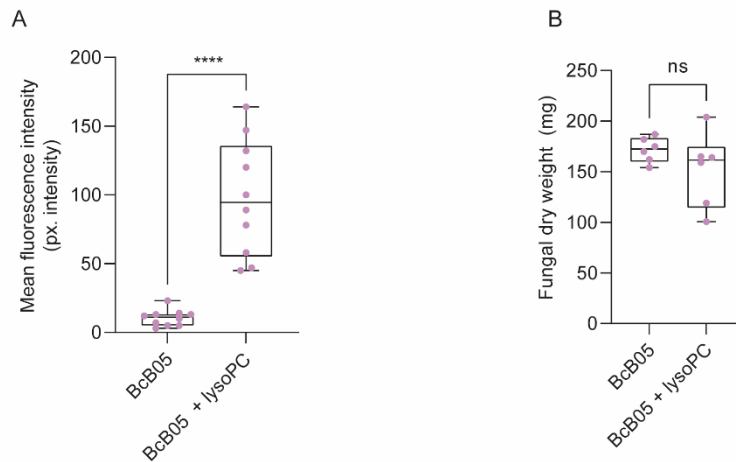

Figure S5. Lyso-PC induces ROS without affecting *B. cinerea* growth. A)

Quantification of ROS levels (stained with DHR123) in *B. cinerea* after treatment with 150 μ M lysoPC or no treatment for 24 h. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at $P < 0.0001$.

B) Fungal growth of *B. cinerea* treated with 150 μ M commercial lyso-PC and control *Botrytis*, showing that lyso-PC-induced ROS do not lead to *B. cinerea* growth inhibition. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results of at least three biological replicates are shown. Statistical significance was assessed via t test.

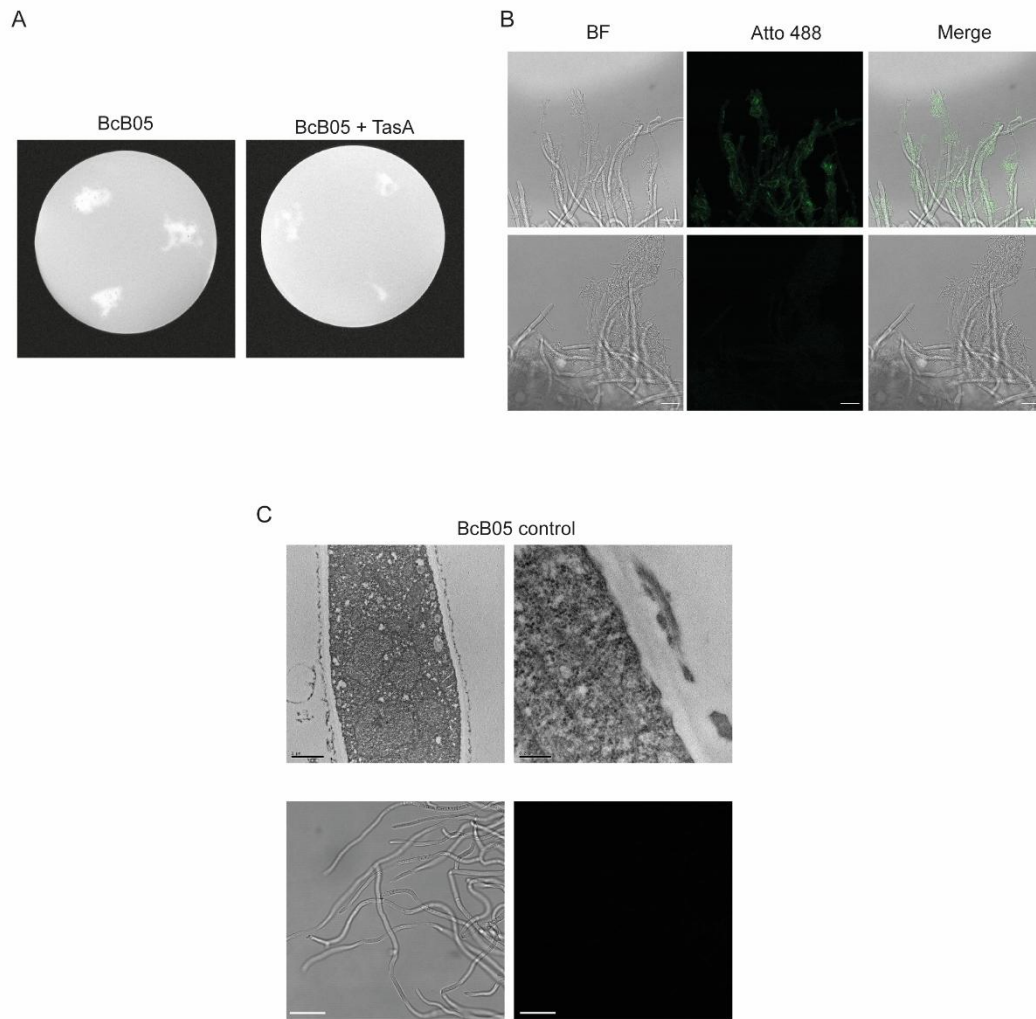

Figure S6. Imaging analyses of *B. cinerea* macrocolonies and TasA localization. **A)** Bright field images of *B. cinerea* macrocolonies corresponding to the MRI analysis. Each image shows three fungal microcolonies **B)** Immunofluorescence microscopy showing TasA localization on *Botrytis* hyphae during co-culture with *B. subtilis*. The top row shows samples stained with anti-TasA primary antibody followed by fluorescent secondary antibody, revealing TasA-associated signal on the fungal surface. The bottom row shows the negative control, where only the secondary antibody was applied (no primary antibody), confirming the specificity of the signal. **C) Top:** Transmission electron micrograph of negatively stained thin sections of untreated *B. cinerea* hyphae with immunogold labelling. The scale bar represents 1 μm for the image on the left and 0.2 μm for the zoomed-in image on the right. **Bottom:** Immunocytochemistry of *Botrytis* hyphae treated with TasA without anti-TasA

antibodies but with secondary antibodies as a control. Scale bars represent 20 μm .

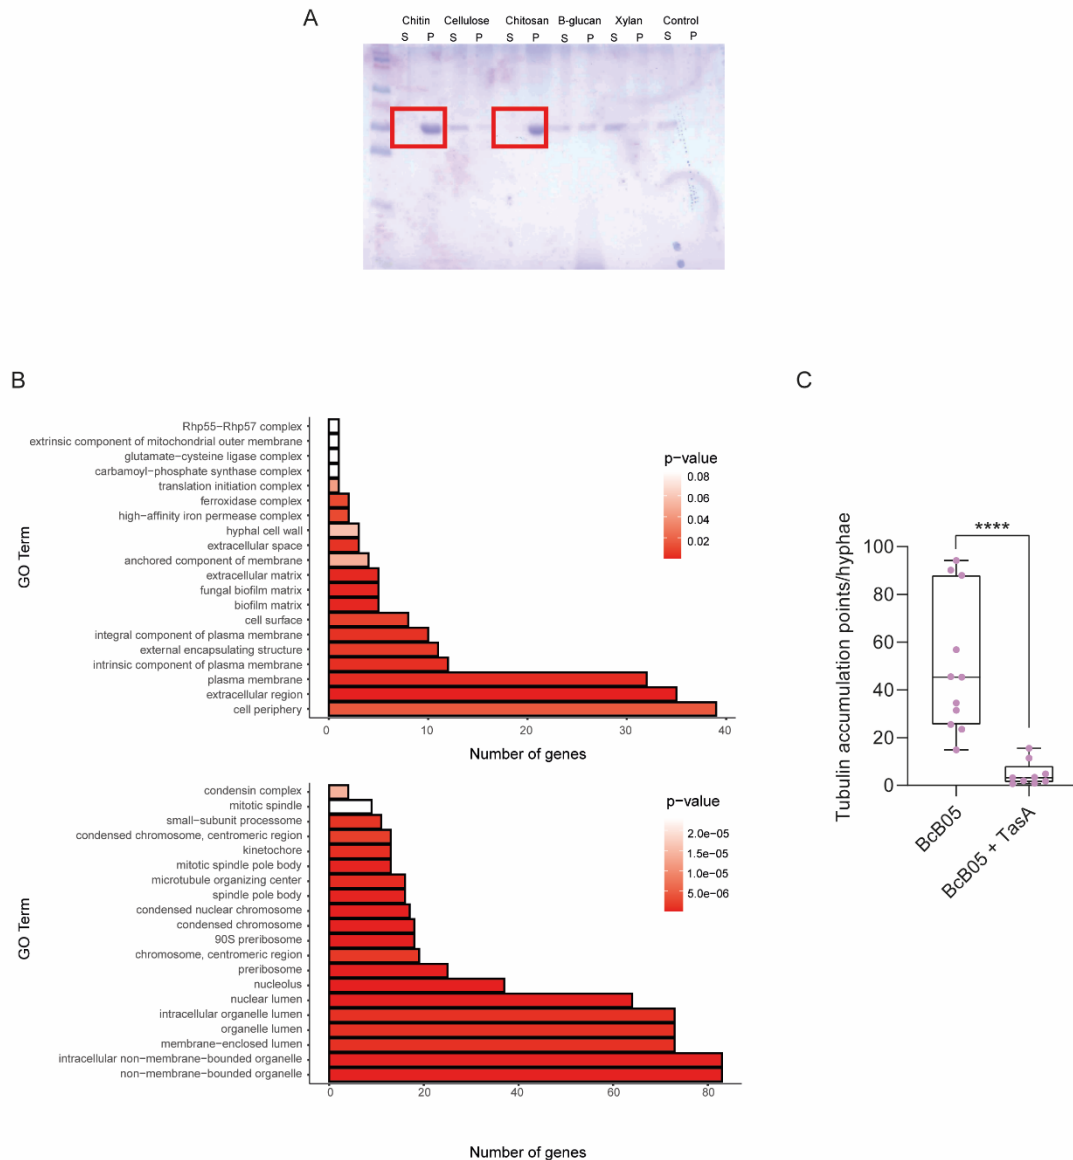

Figure S7. Cellular responses of *B. cinerea* to TasA treatment. **A)** Coomassie gel of polysaccharide affinity assays with purified TasA. **B)** Enrichment analysis of differentially expressed *B. cinerea* genes after six hours of treatment with 3 μ m purified TasA. GO terms enriched by upregulated (top) and downregulated (bottom) genes of *B. cinerea* after treatment with TasA. **C)** Quantification of tubulin accumulation in pear hyphae treated with 3 μ m purified TasA or left untreated. The whisker plot shows all the measurements (pink dots), medians (black line), and minimum and maximum values (whisker ends). For all experiments, the results from at least three biological replicates are shown. Statistical significance was assessed via a t test, with quadruple asterisks indicating significant differences at $P < 0.0001$.

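TasA raised genes for botcinic acid, a polyketide toxin, and lowered many genes of ribosome biogenesis by less than 2-fold. Of 66 genes of secondary metabolism, 19 were higher and 6 were lower, with the same numbers when adjusted over the list alone (adjusted p = 1.41e-09 and 0.00333, Fisher's exact test). Bcboa10 rose by 5.17 in the authors' deposited table (standard error 0.42, adjusted p = 6.05e-33 from the Wald test), and Bcboa11, Bcboa3, Bcboa4, Bcboa5 and Bcboa2 of the same cluster rose by 4.47, 4.06, 3.97, 3.84 and 3.82. The botrydial gene Bcbot2 rose by 4.51 (standard error 0.78), from a level of 2.29 normalized counts in the control. Of 12 genes of condensin and cohesin, 1 was lower and 1 was higher, also when adjusted over the list alone (adjusted p = 0.589 for the lower genes, Fisher's exact test), and the median was -0.43, at percentile 0.17. The lower gene was Bcsmc2, a subunit of condensin, at -1.01 (standard error 0.18). The higher gene, BCIN_04g04800 at 2.91, shares the symbol Bcbrn1 with the condensin gene, and brn1 also names a reductase of melanin synthesis in fungi. With no threshold on the fold change, 8 genes of this list were lower (adjusted p = 3.94e-05, Fisher's exact test). Of 129 genes of ribosome biogenesis, 114 had a fold change below 0, and the median was -0.38, at percentile 0. By both thresholds 1 was lower (Bcmdn1, -1.09) and 1 was higher (Bcgar1, 1.09), also adjusted over the list alone, and with no threshold on the fold change 55 were lower (adjusted p = 2.95e-20, Fisher's exact test). Of 25 MFS and ABC transporter genes, which move compounds across membranes, 4 were lower and 1 was higher, also when adjusted over the list alone (adjusted p = 0.00377 for the lower genes, Fisher's exact test), with a median of -0.51. Several genes share the symbol Bcmfs1, and those among the changed ones had log2 fold changes of -3.03, 1.86 and -1.18, while Bctpo1, named for a polyamine exporter, had -1.34. Of 30 genes of fungal cell wall synthesis, 1 was lower, also adjusted over the list alone, and it was the glucanosyltransferase gene Bcgas5 at -1.51 (standard error 0.35). None was higher by both thresholds, while 3 were higher at an unadjusted p under 0.05 from the Wald test, and the median was -0.19. Other large changes among genes with a symbol were rises of Bclot6 (5.22), named for a quinone reductase, and of Bcmp1 (4.36), and falls of Bcsox1 (-1.91), BcPG3 (-1.60), Bcphy2 (-1.53), Bcprd1 (-1.41), BcdcL1 (-1.14) and Bcgod1 (-1.12). Centering the fold changes, chosen after the data were seen, gave an adjusted p of 0.0572 for the lower genes of secondary metabolism (Fisher's exact test).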

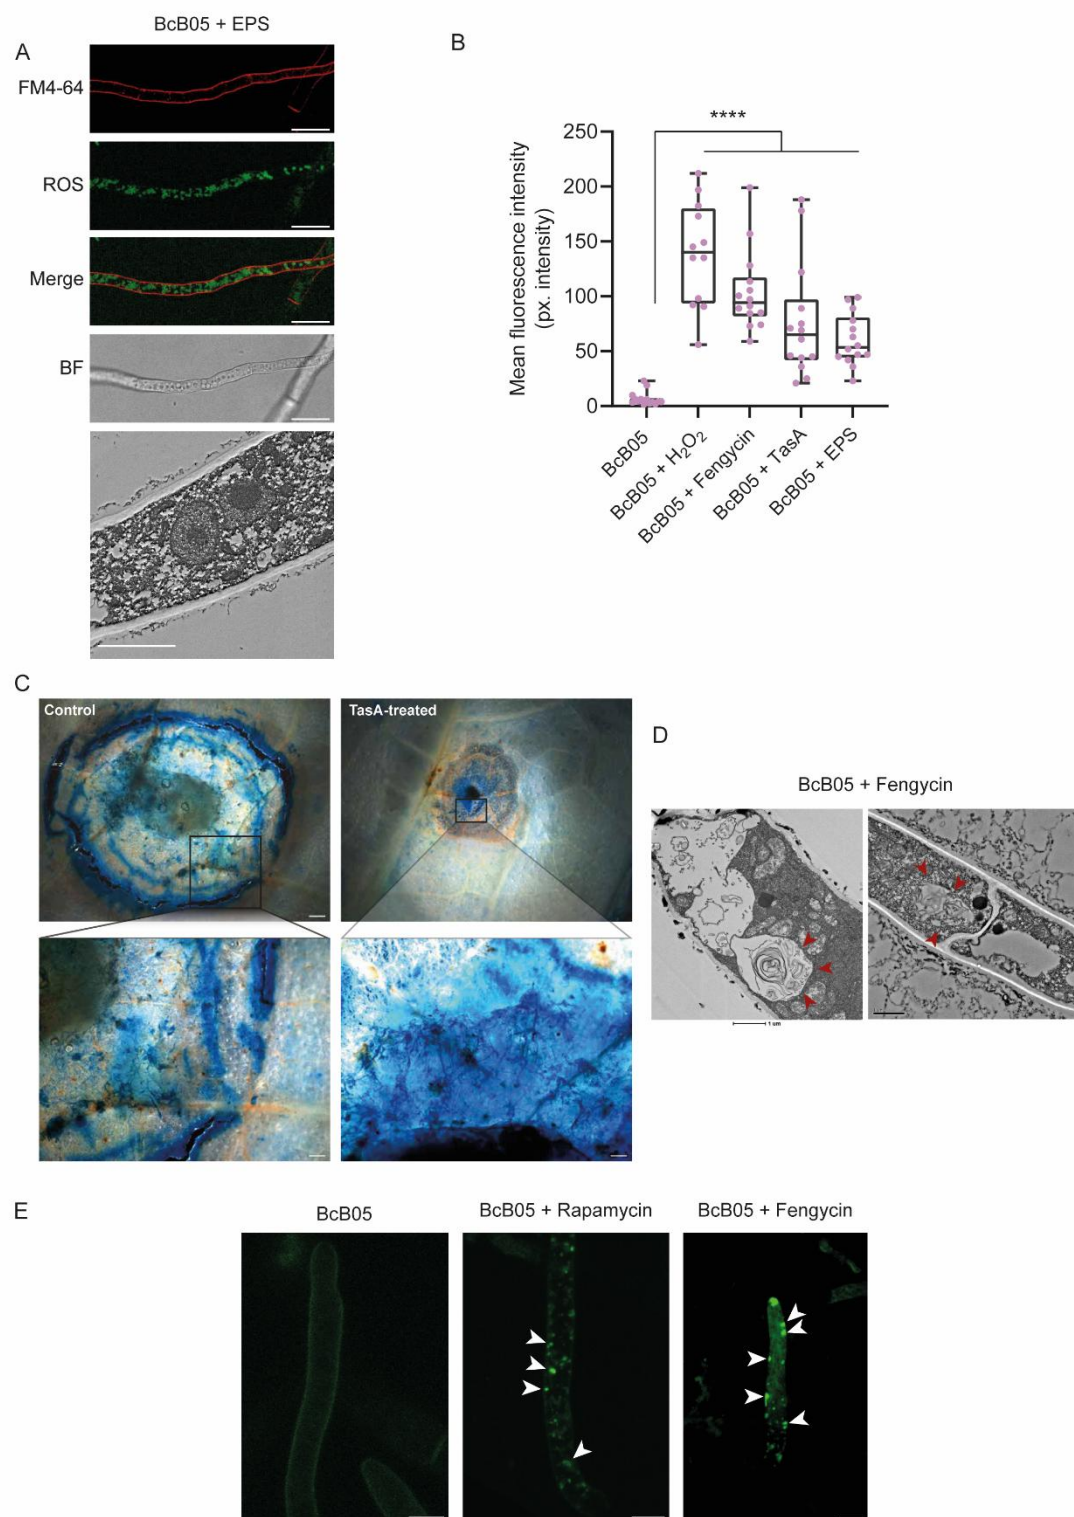

Figure S8. Differential effects of EPS and fengycin on *B. cinerea* physiology and stress responses. **A)** Representative confocal microscopy images showing ROS accumulation and the fungal membrane (stained with DHR123 and FM4-

64, respectively) in *B. cinerea* hyphae treated with EPS. Scale bars represent 20 μm . The lower panels show transmission micrographs of *B. cinerea* treated with 0.5 mg/mL purified EPS, revealing nonpronounced ultrastructural disorganization or autophagosome formation. Scale bars represent 2 μm . **B)** Quantification of ROS levels (stained with DHR123) in *B. cinerea* without treatment, with H_2O_2 as positive control, after treatment with 3 μM TasA, 0.5 mg/mL EPS or 10 μM fengycin for 24 h. Whisker plot shows all measurements (pink dots), medians (black line), and minimum and maximum (whiskers ends). In all experiments, at least three biological replicates are shown. Statistical significance was assessed ANOVA by one-way ANOVA with Dunnett's multiple comparisons test (each treatment vs BcB05 control), with quadruple asterisk indicating significant differences at $P < 0.0001$. **C)** Optical microscopy of *B. cinerea*-induced lesions on melon leaves. Infected tissues were stained with Cotton Blue to visualize fungal structures. Control infections showed extensive necrosis with thin, regularly branched hyphae penetrating mesophyll tissue. TasA-treated infections exhibited smaller lesions and abnormal hyphae with thickened walls, apical swelling, and restricted penetration, consistent with direct TasA-induced antifungal damage. **D)** Representative TEM images of *B. cinerea* treated with 10 μM fengycin for 24 hours. Autophagosomes are indicated with red head arrows. Scale bars are included in the images. **E)** Formation of autophagosomes in *Botrytis cinerea* after treatment with rapamycin or fengycin. Fluorescent punctate structures corresponding to autophagosomes were visualized using DAPGreen staining. An increased number and intensity of fluorescent spots were observed in treated samples, indicating the induction of autophagy. Scale bars equal 5 μm .

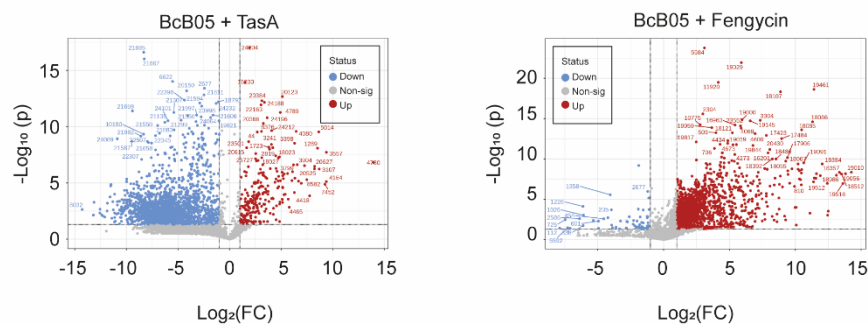

Figure S9. Differentially abundant metabolite accumulation in *B. cinerea* supernatants after TasA and fengycin treatments. Volcano plots showing metabolites with significantly greater or lower accumulation in the *B. cinerea* supernatant after 24 h of treatment with TasA (left) or fengycin (right) than in the supernatant of untreated *B. cinerea*. Analyses were performed using MetaboAnalyst.

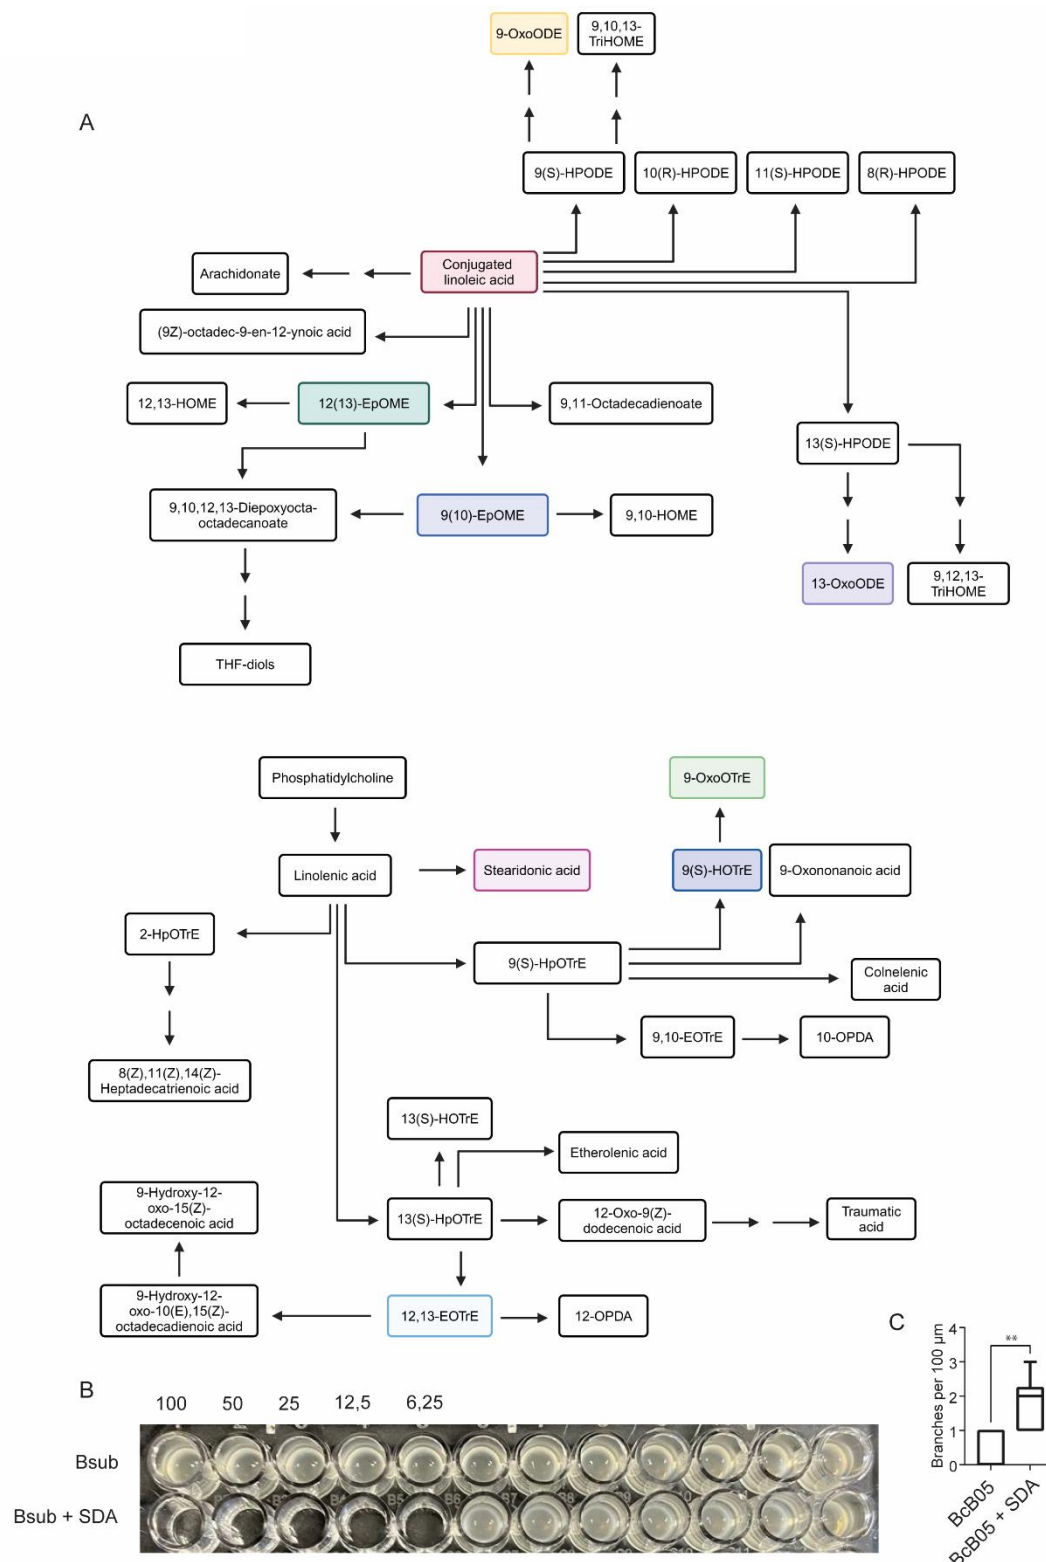

Figure S10. KEGG pathway-based schematics of oxylipins accumulated in *Botrytis cinerea* supernatant after treatment with fengycin. A) Two pathway diagrams representing the accumulation of oxylipins derived from linoleic (top scheme) and linolenic (bottom scheme) acids in the *B. cinerea* supernatant. The

accumulated metabolites are colored according to the same scheme as the border node color in **Figure 4A**. **B)** MIC assay of *B.subtilis* growth in response to SDA. Top row: *B. subtilis* growth as control in LB medium with DMSO. Bottom row: growth of *B. subtilis* with decreasing concentration of SDA ($\mu\text{g/mL}$). **C)** Quantification of hyphal branching in *B. cinerea* cultures treated with 6,25 $\mu\text{g/mL}$ SDA compared to untreated controls. Data are expressed as the number of lateral and apical branches per 100 μm of hyphal length. Measurements were performed on six independent samples, with different microscopic fields analyzed per sample.

m/z 755.9276; M=1508

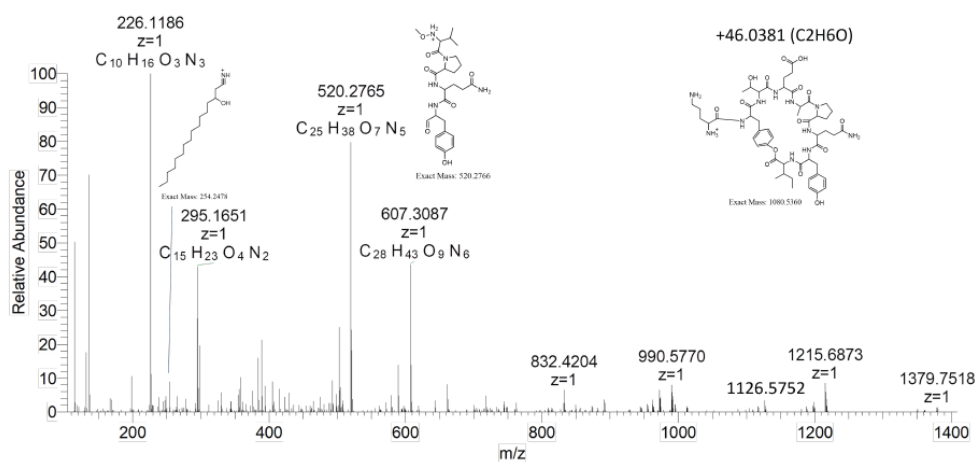

m/z 748.4184; M=1494

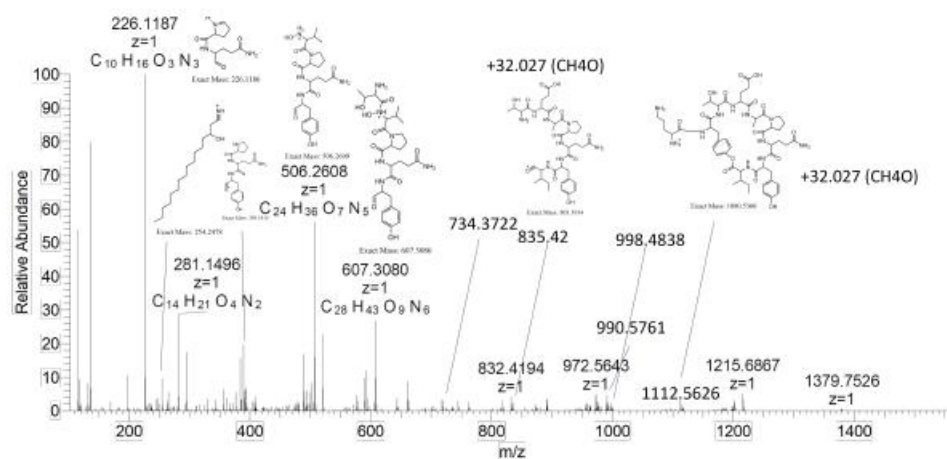

m/z 755.9276; M=1508

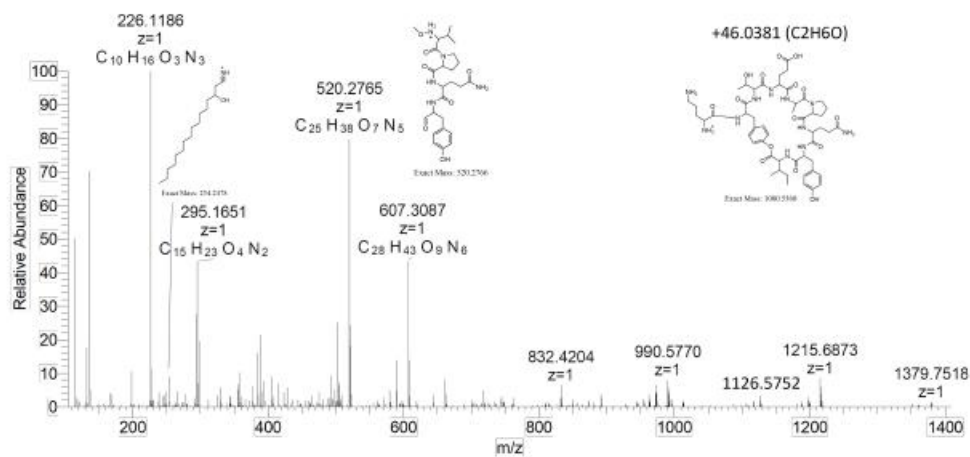

Figure S11. Targeted LC–MS/MS analysis of fengycin variants detected during interaction with *B. cinerea*. **Upper panel:** Reference MS/MS spectrum of fengycin C₁₆A (m/z 732.4053, z = 2). **Middle panel:** MS/MS spectrum of the 1494 Da variant (m/z = 748.4184, z = 2). **Bottom panel:** MS/MS spectrum of the 1508 Da variant (m/z = 755.9576, z = 2).

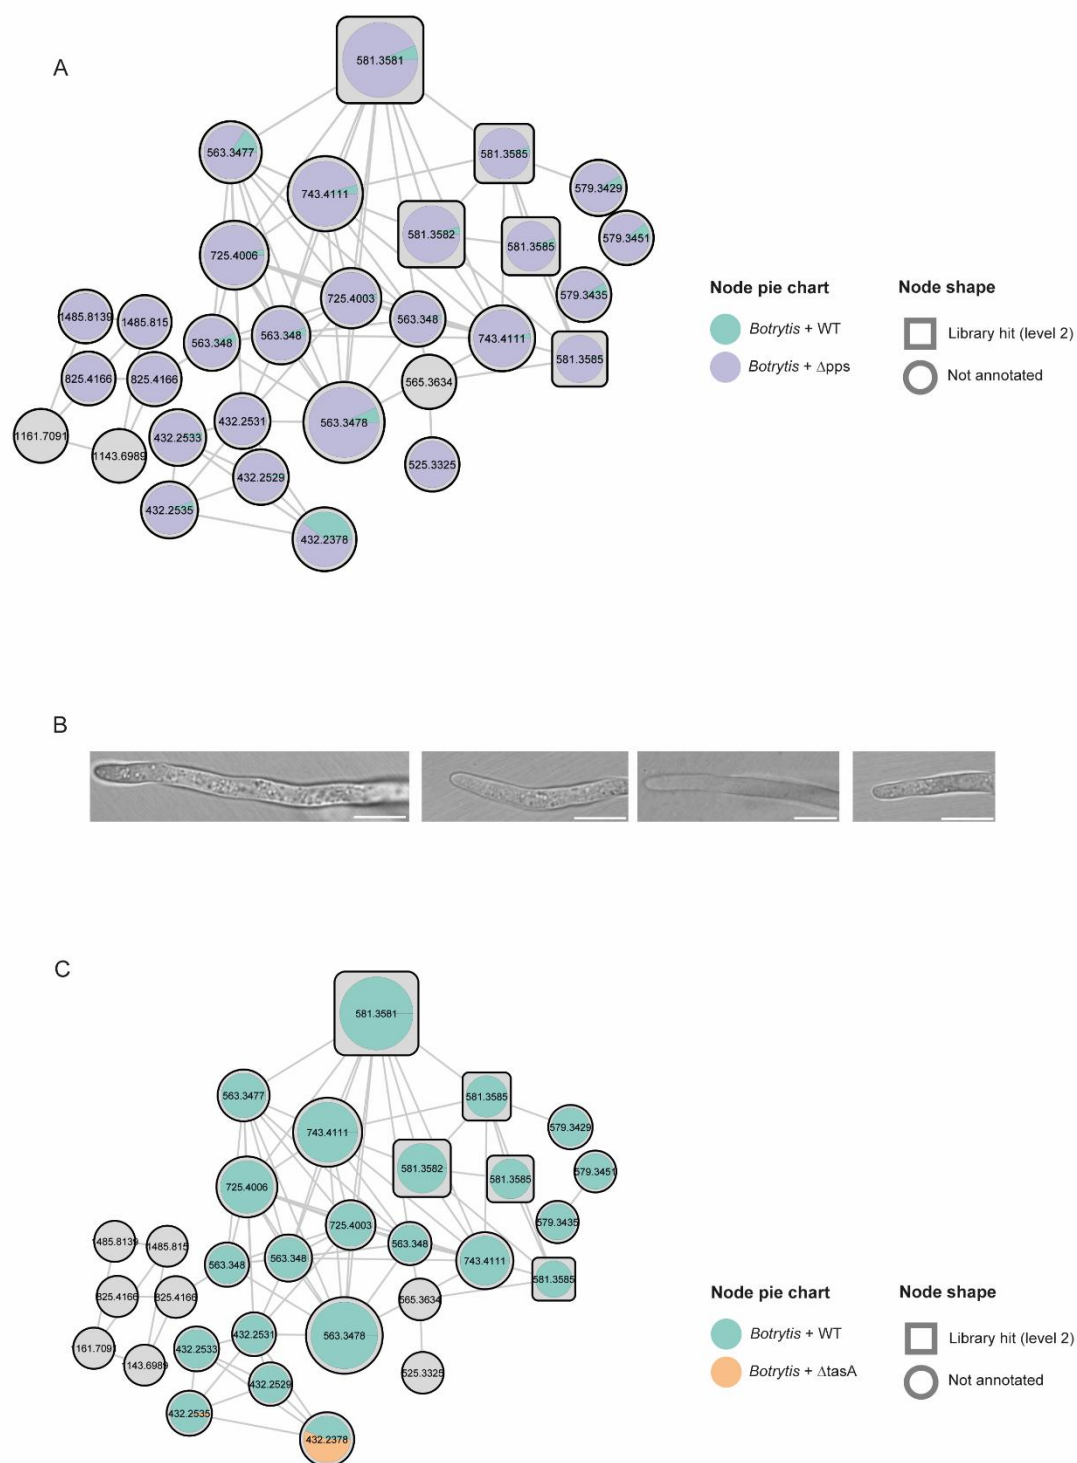

Figure S12. A) Molecular family analysis of bacillaene in *B. cinerea* supernatant after interaction with wild-type *B. subtilis* compared with *B. cinerea* interacting with Δ pps after 48h. Pie charts represent the mean peak abundance of metabolites in the supernatant, with node shapes indicating the level of metabolite identification according to GNPS libraries. B) Representative

confocal microscopy images of the tips of untreated *B. cinerea* hyphae. Scale bars equal 10 μm . **C)** Molecular family analysis of bacillaene in *B. cinerea* supernatant after interaction with wild-type *B. subtilis* compared with *B. cinerea* interacting with ΔtasA after 24h. Pie charts represent the mean peak abundance of metabolites in the supernatant, with node shapes indicating the level of metabolite identification according to GNPS libraries.

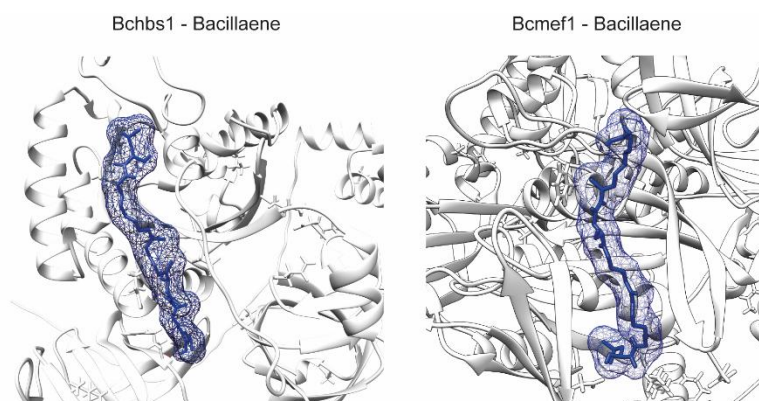

Figure S13. Molecular docking analysis predicted a putative binding site between bacillaene and the cytoplasmic elongation factor Bchbs1, as well as between bacillaene and the mitochondrial elongation factor Bcmef1, in *Botrytis cinerea*.

Table S1. List of strains used in this study.

Table S2. Named features throughout the manuscript and their parameters for identification within the framework of Sumner *et al.*, 2007.

Table S3. *B. cinerea* B05.10 putative secreted proteins upregulated upon challenging with Fengycin.

Table S4. Full List of mutated genes in *Botrytis cinerea* treated with bacillaene for one week compared with the *Botrytis* control. Across the set of *Botrytis* genes carrying variants after long-term co-incubation with *Bacillus subtilis*, we observe a coherent functional signature centered on (i) cell-envelope remodeling and glycan modification (CAP10-like, CBM21, Sun/CE16, WSC, CFEM), (ii) reprogramming of solute/metal transport including MFS, AQP2, and a ferric-chelate reductase and (iii) activation of signaling and genome-maintenance axes (Tel1/ATM-like, ABC1-like, calcineurin-like). Additional changes implicate broad transcriptional control (Zn(2)-C6, AreA), proteostasis via ubiquitination (RING/F-box), and post-transcriptional regulation (Argonaute/NTC-related). Notably, most variants localize to UTRs and promoter-proximal regions, indicating adaptation primarily through expression modulation rather than widespread structural protein alteration; the few high-impact coding changes (e.g., frameshift in BCIN_10g06270 and stop-gained in the NACHT protein) are consistent with tuning of surveillance/stress pathways. Overall, the data support an adaptive program expected under nutrient competition and antimicrobial pressure, whereby *Botrytis* strengthens its barrier and transport systems, optimizes resource uptake, and buffers oxidative/osmotic stress.

How the deposited data were processed for this re-analysis (not part of the article)

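RNA-seq data of 12 libraries were examined, 8 of *B. cinerea* and 4 of *B. subtilis*, in 6 groups of 2 libraries, all taken after 6 h. The groups were *B. cinerea* alone (control), with 3 µM TasA, with fengycin and in coculture with *B. subtilis*, and *B. subtilis* alone and in coculture. The figure legends of the paper speak of at least 3 biological replicates, each group here has 2 libraries, and the sample descriptions do not say whether these come from separate cultures. According to the paper's methods, the authors removed ribosomal RNA with a kit for bacteria, made stranded libraries, sequenced them as single-end reads, trimmed the reads with SeqTrimNext, mapped them with Bowtie, sorted the alignments with SAMtools and counted reads per gene with Sam2counts, and the sample descriptions name Bowtie2. The methods name the *B. subtilis* genome as the target of the mapping and no build, so no coordinates are given here. The authors then compared groups with DEgenes Hunter, which runs edgeR and DESeq2 and combines their p-values by Fisher's method.

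There are 4 processed tables, each with the authors' comparison of a treatment with its control, and none holds a value per library. The base mean in the authors' deposited tables is a signal averaged over libraries, the mean of counts after normalization. Its values are identical in the 3 tables of *B. cinerea*, so the authors normalized the 8 fungal libraries together. The log2 fold changes and their standard errors are the authors' deposited values. The Stat column of the authors' tables is a score, the fold change divided by its standard error. The deposited p-value is the 2-sided normal p of that score, as DESeq2 gives it, and not a p combined over both tools, and the deposited adjusted p is its Benjamini-Hochberg value over the whole table, both checked on the files. The authors' deposited tables also hold the -log10 of this p, which was not used for any test. The authors' tag for possibly changed genes follows an adjusted p under 0.05, with an absolute log2 fold change from about 0.585 upward in the fungal tables (3263 genes in coculture, 1270 with fengycin and 1220 with TasA) and without a fold threshold in the bacterial table (800 genes). The depth of each library is not known, so no interval or floor that needs counts is given, and the standard errors of the authors' tables are the only measure of precision, with a median of 0.221 in coculture, 0.217 with fengycin, 0.214 with TasA and 0.438 in *B. subtilis*.

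Because the tables hold comparisons alone, no model was refitted, and the clause of the planned design for this case was used. A gene was counted as changed at the authors' adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods. Identifiers of 10973 *B. cinerea* genes matched the RefSeq gene table of assembly ASM14353v4, which gave the order of neighboring genes, and symbols were taken from the authors' tables, where 2613 equal those of that assembly. The thresholds, 19 lists of *B. cinerea* genes and 26 lists of *B. subtilis* genes were fixed before the data were examined, and so were the alternatives not marked here as chosen later. The fungal lists were matched by the part of the symbol after Bc, and the bacterial lists by the symbol. The 19 fungal lists cover the actin and septin cytoskeleton, microtubules, condensin, ribosome biogenesis, cytosolic ribosomal proteins, peroxisomes, glutathione metabolism, oxidative stress defense, secondary metabolism, MFS and ABC transporters, virulence factors, cell wall synthesis, phospholipid metabolism, autophagy, ergosterol synthesis, iron acquisition, oxylipins, heat shock and conidiation. A further 14 planned lists by product could not be formed, since the fungal tables give no product description. Some members are imprecise: Bcbrn1 is the symbol of 2 genes, Bcap1 stands in the lists of oxidative stress and of virulence factors, Bckin3 is placed by its name, and several genes share the symbol Bcmfs1. The lists of the SOS response, the skin element and the SPbeta prophage of *B. subtilis*, 3 in all, were added after the data were seen. Genes named in the text are those the paper names, for each comparison the 8 largest rises and 8 largest falls among changed genes with a symbol and a base mean at or above the median, and for each list up to 4 changed members with the largest change. For the difference between fengycin and TasA the 8 largest in each direction are named by the same limits, and a few further genes are named in the text, among them peroxins, tubulins and motors, after their values were seen.

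For each list, the numbers of higher and of lower members were compared with all other genes of the table by a 2-sided Fisher's exact test, adjusted with the Benjamini-Hochberg method over 114 tests in *B. cinerea* and 52 in *B. subtilis*, 166 in all. A small p of this test can also mean fewer members than by chance, and the counts show which. Median fold changes of lists were placed among 10000 random lists of the same size, drawn gene by gene from 20 bins of base mean with the random seed 20260. Levels of each group and the dispersion between replicates were recovered from the base means, fold changes and standard errors, which takes the groups of 2 libraries to weigh equally. A level under 3 normalized counts was treated as near zero, and this held for 80 changed genes in coculture, 35 with fengycin, 19 with TasA and 10 in *B. subtilis*. The difference between fengycin and TasA was tested per gene from the difference of the fold changes, in which the control cancels, with a standard error recovered without the control libraries. Overlaps between treatments were set beside the number for independent lists, and beside the shared genes among the highest-ranked ones, in lists of the same sizes, of simulated groups without change that share the 2 control libraries. This comparison was added after the overlaps were seen. It ranks noise alone, since no gene of a simulated draw passed the thresholds for a changed gene. Correlations were set beside those of simulated groups without change too. Runs of 5 or more neighboring higher genes were counted and compared with 1000 shuffles of the gene order. The alternatives were no fold threshold, a threshold of 0.58, an adjusted p under 0.01, leaving out genes under the 25th percentile of base mean and, chosen after the data were seen, centered fold changes, a test against a 2-fold change, genes with a symbol as the background, a threshold of 0.58 for the lists, and for the difference between fengycin and TasA summed standard errors and no fold threshold.

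The difference test of fengycin against TasA was tried on simulated data over 8843 genes, at an adjusted p under 0.05 and no fold threshold. It found 75 of 100 genes changed 2-fold and 95 of 100 genes changed 4-fold, with 9 unchanged genes called. The reported difference also needs an absolute log2 difference above 1, so these shares do not hold for it. The simulation took the dispersion of each gene as known. In the test on simulated lists over the 4258 genes of the bacterial table, 4 of 100 random lists had an unadjusted p under 0.05, and all 100 lists with 10 of 20 members planted as changed did. Changed genes and list members were drawn independently there, so this test does not cover lists whose genes move together. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.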

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

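The lists of SPbeta, skin element and SOS genes, and with them the tests on these genes, were chosen after the rise of PBSX had been seen, and what each test on PBSX would show was written down before its own value was seen.

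Genes of PBSX, a defective prophage of *B. subtilis* that the paper does not discuss, were higher in coculture, 28 of 29 and none lower, also when adjusted over the list alone (adjusted p = 8.24e-28, Fisher's exact test), with a median log2 fold change of 5.55 and, in the authors' deposited table, 5.97 for *xkdS*, 5.91 for *xhlB*, 5.83 for *xkdP* and 5.79 for *xhlA*, and 6.02 for *ykzM*, a PBSX gene outside the list. Reads shared with the related skin element are argued against by the median of its 33 genes, -0.20 (upper quartile 0.35), with none higher and 1 lower, *yqbA* at -2.11, although these genes have a low median base mean of 32.0. A rise carried mainly by 1 of the libraries stays open and may be a candidate explanation, because the recovered dispersion of the PBSX genes had a median of 1.50 against 0.0666 for 613 genes of similar base mean, 28 of them lay above the 95th percentile of those genes (0.411), and just 1 gene of the list, *xkdS*, passed at an adjusted p under 0.01, as did *ykzM*. The SOS response to DNA damage cannot be told apart from other causes, since its 28 genes had a median of -0.15 (quartiles -0.67 and 0.26) and went both ways, with 3 higher, among them *yqjY* at 1.21 and *yqjZ* at 1.09, and 2 lower, *sbcC* at -1.42 and *sbcD* at -1.12 (p = 0.730 for the higher genes, Fisher's exact test). The coculture itself as the biological cause was not tested, and the tables do not show the libraries one by one.

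The genes of SPbeta, another prophage that the paper does not discuss, were higher for 47 of 165 members and lower for 2, or 70 and 2 when adjusted over the list alone, with a median log2 fold change of 1.78. The largest of these in the authors' deposited table were *yosJ* at 8.12 and *yonK* at 7.77, both from a level of 0.103 normalized counts that leaves the size of the fold open, and *youA* at 5.67 and *yomV* at 5.40. The recovered dispersions of *youA* and *yomV*, 1.32 and 1.26, lie at percentiles 99.2 and 99.1 of the 3929 genes above 20 normalized counts, so whether 1 library carries their rise is open too.

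Among genes the paper does not discuss, the general stress regulon of SigB had 12 lower members of 21 and none higher, also when adjusted over the list alone and with none higher at an unadjusted p under 0.05 from the Wald test (adjusted p = 1.85e-08 for the lower genes, Fisher's exact test), with a median of -1.33 and with *katE* at -4.12, *ydaD* at -3.76, *gsiB* at -3.63 and *yflT* at -3.07 in the authors' deposited table.

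The list of cell envelope stress had 12 lower members of 24, or 13 when adjusted over the list alone, and none higher, also at an unadjusted p under 0.05 from the Wald test (adjusted p = 1.00e-07 for the lower genes, Fisher's exact test), with a median of -1.75 and with *racX* at -2.79, *liaH* at -2.63, *liaI* at -2.41 and *pbpE* at -2.39 in the authors' deposited table.

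Of the 6 genes for the siderophore bacillibactin, 4 were lower and none was higher, also when adjusted over the list alone and with none higher at an unadjusted p under 0.05 from the Wald test (adjusted p = 0.00202 for the lower genes, Fisher's exact test), with a median of -1.37 and with *dhbF* at -3.09, *dhbE* at -1.58, *dhbB* at -1.44 and *dhbC* at -1.29 in the authors' deposited table.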

How the results depend on the processing

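Centered fold changes, the test against a 2-fold change, the background of genes with a symbol, the threshold of 0.58 for gene lists, and both alternatives for the difference between fengycin and TasA were chosen after the data were seen, and the other alternatives before. No paired analysis was possible because the tables give no value per library. For the same reason another normalization, each tool alone or swapped, leaving out single libraries, a replicate as a block, camera with an estimated correlation, a fit over all groups and another pseudocount were not run, and unknown depth limits what can be said of genes with low base means. Of the 249 named genes and comparisons, none that was called turned to a call in the other direction under any alternative that was run. Their calls were lost for 21 at an adjusted p under 0.01, for 17 after centering and for 105 in the test against a 2-fold change, while 4 were gained with no fold threshold and 3 at 0.58. Of the 166 list tests, 137 kept their side of the threshold with no fold threshold, 152 at 0.58, 162 against genes with a symbol and 159 after centering.

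With no fold threshold, by construction, more genes changed: 4622 in coculture, 2171 with fengycin, 2218 with TasA and 2072 between fengycin and TasA. The shared genes then numbered 1293 for coculture and fengycin, 1383 for coculture and TasA and 987 for fengycin and TasA, and 50 list tests passed in place of 25. Under the same setting the lower virulence factors with fengycin lost their call (adjusted p = 0.135, Fisher's exact test), and among the adjusted p-values that passed were 0.0237 for actin and septins lower in coculture, 0.00785 for phospholipid metabolism lower in coculture, 4.68e-06 for microtubules lower with fengycin, 2.72e-06 for microtubules and 2.95e-20 for ribosome biogenesis lower with TasA, and 0.0190 for glutathione metabolism and 0.0405 for oxidative stress defense higher with fengycin. A threshold of 0.58 gave 3286, 1286 and 1228 changed genes in coculture, with fengycin and with TasA, and adjusted p-values of 7.36e-06 for microtubules and 1.13e-08 for ribosome biogenesis lower with TasA (Fisher's exact test). The test against a 2-fold change, which is stricter by construction, left 702 genes in coculture, 256 with fengycin, 166 with TasA and 126 in *B. subtilis*. Against genes with a symbol, the only ones that the fungal lists can hold, 3 list tests gained a call and 1 lost it. The gained ones had adjusted p-values of 0.0256 for glutathione metabolism in coculture, 0.00161 for oxidative stress defense with fengycin and 1.13e-04 for virulence factors in coculture (Fisher's exact test). Genes with a symbol were less often higher: 176 of the 1506 genes higher with fengycin or in coculture have one, against 2613 of all 10975. The background of all genes is thus a stricter one for higher members of these lists. Centering gave 0.824 for ribosome biogenesis lower in coculture (Fisher's exact test), whose members lie near the fold threshold. Total counts at an adjusted p under 0.01 or with low base means left out stayed within 1.5 times of those reported, from 443 to 1559 and from 553 to 1491 changed genes per comparison, though in *B. subtilis* the higher genes fell from 367 to 216 at an adjusted p under 0.01.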

Differences from the paper's values

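The paper gives no number of changed genes and no fold change in its text for these comparisons, so the differences are of direction or of a call. Of the settings named here, the background of genes with a symbol and the threshold of 0.58 for lists were chosen after the values were seen.

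The paper states that genes for secondary metabolites were higher in *B. subtilis* in coculture. That statement rests on the KEGG class shown in Fig. S3C. The lists here hold genes of antibiotics, toxins and a siderophore, chosen by symbol, so the sets differ. In the authors' deposited table, none of the genes for fengycin, surfactin, bacilysin, bacillibactin, bacillaene or the cannibalism toxins was higher by both thresholds. By the same rule 1 subtilosin gene was higher, while 2 fengycin genes and 4 bacillibactin genes were lower. With no fold threshold, 1 bacillaene gene was higher, *pksB* at 0.80, and 1 was lower, *pksN* at -0.79. The median of the bacillaene genes, 0.63, lies on the paper's side, but it weighs all genes alike. The 5 genes below 0 were *pksJ*, *pksL*, *pksM*, *pksN* and *pksR*. Their recovered monoculture levels, from 97424 to 183600 normalized counts, exceeded the 9524 of *pksE*, the highest of the other pks genes. The color of the class of secondary metabolites in Fig. S3C, read by eye, stands for an adjusted p above 0.05.

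The paper states that the matrix genes for TasA, TapA, the exopolysaccharide and BslA were higher in coculture. Here *tasA* was higher and so was *sipW*, all 19 matrix genes had a fold change above 0, and *tapA* (adjusted p = 0.0883 from the authors' Wald test), *bslA* (adjusted p = 0.168) and the eps genes did not pass at an adjusted p under 0.05 in any alternative that was run, while *tapA* is among the 3 matrix genes with an unadjusted p under 0.05.

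The paper states that genes of the cytoskeleton were lower with TasA. By the thresholds of its methods none of 41 microtubule genes and none of 37 actin and septin genes was lower. With no fold threshold 17 microtubule genes were lower, and 11 at the threshold of 0.58 (adjusted p = 2.72e-06 and 7.36e-06, Fisher's exact test). These smaller falls lie on the paper's side, and the authors' own tag for changed genes starts at 0.585 with TasA. They are not particular to TasA, and the fengycin comparison uses the same control libraries. With fengycin 16 microtubule genes were lower with no fold threshold, and 6 at the threshold of 0.58 (adjusted p = 4.68e-06 and 0.0414, Fisher's exact test). Fig. S7B uses classes of Gene Ontology, which differ from the lists by symbol used here. The threshold of 0.58 ended the call of condensin in coculture (adjusted p = 0.0516, Fisher's exact test). The actin and septin list had 6 higher and 3 lower members with no fold threshold.

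For the coculture the paper states that fungal genes of the cell wall and of peroxisomes were higher. Of 30 cell wall genes 2 were higher and 1 lower, with 6 higher and 17 lower when no fold threshold was set, and of 23 peroxisome genes 2 were higher and none lower, with 6 higher and 7 lower. The lists here hold genes chosen by symbol and not the classes of Gene Ontology used in Fig. S3A.

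The paper names glutathione metabolism as altered in coculture and higher with fengycin. In this list 7 of 33 genes were higher in coculture, which did not exceed the rest of the table (adjusted p = 0.475, Fisher's exact test) except against genes with a symbol (adjusted p = 0.0256), and that background ended the call of no class the paper names. Read by eye, the colors of glutathione and glycerophospholipid metabolism in Fig. S2C stand for an adjusted p above 0.05. For phospholipid metabolism, also named as altered, 1 of 21 genes was higher and 3 were lower (adjusted p = 0.275 for the lower genes, Fisher's exact test), and 0.00785 was reached with no fold threshold. With fengycin 2 of the 33 glutathione genes were higher, and with no fold threshold 9 (adjusted p = 0.0190, Fisher's exact test). For the oxidoreductases, the nearest list was that of oxidative stress defense, a different set that leaves out Bclot6, at 5.50 with fengycin. In it 6 of 48 genes were higher with fengycin (adjusted p = 0.131, Fisher's exact test), with 0.0405 when no fold threshold was set and 0.00161 against genes with a symbol.

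The paper states that MFS transporters were higher with fengycin, and Fig. 3J labels a pair of them. Of the 25 transporter genes with a symbol, 1 was higher and 4 were lower, with 5 higher and 9 lower when no fold threshold was set. This list mixes MFS and ABC transporters, and transporter genes without a symbol were not examined. The labeled genes carry no name in the figure that ties them to this list, and the 5 genes labeled by name in Fig. 3J were all higher here too.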

Other observations

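The tests on the length and the class of the fengycin synthetase genes, the runs of neighboring genes, the simulated overlaps in lists of the same sizes, and the summed standard errors for the difference between fengycin and TasA were chosen after the results were seen.

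In coculture some chaperone genes of the fungus were higher, though not more often than in the rest of the table. In the authors' deposited table, Bchsp104, a disaggregase, had a log2 fold change of 3.17 (standard error 0.54). Bchsp78 and Bcsis1 had 1.78 (standard error 0.39) and 1.30 (standard error 0.17), while Bclhs1 had -1.08 (standard error 0.12). Thus 3 of 9 genes of heat shock and chaperones were higher and 1 was lower, also adjusted over the list alone (adjusted p = 0.382 for the higher genes, Fisher's exact test). Bcmet16, Bcmet10 and Bcmet3, named for enzymes of sulfate assimilation, for which no list was tested, had -2.91, -1.96 and -1.80, and other large falls were Bcphy2 at -2.57, Bczfr1 at -2.55, Bcarr3 at -2.10, BcPG3 at -2.09 and Bctgl1 at -1.85. Of 66 plant cell wall enzymes and virulence factors, 15 were higher and 4 lower, also adjusted over the list alone, with the laccase gene Bclcc7 at 2.96 and a median of 0.33. Their adjusted p for the higher genes was 0.0853, with 0.0271 for no fold threshold, 0.407 after centering and 1.13e-04 against genes with a symbol (Fisher's exact test). Of 25 MFS and ABC transporters 1 was higher and 2 lower, of 9 autophagy genes 1 was higher (Bcatg7, 1.80), of 14 ergosterol genes 1 was higher (Bcerg1, 1.92), of 3 oxylipin genes 1 was higher (Bclox15741, 2.00) and of 20 conidiation genes 1 was lower (Bcltf1, -1.38), with the same numbers adjusted over the list alone. The changed transporters were Bcstl1 at -1.95 and 2 genes of the symbol Bcmfs1, at -2.76 and 1.27. None of 18 cytosolic ribosomal proteins changed, also adjusted over the list alone, while 11 were lower and none higher at an unadjusted p under 0.05 from the Wald test, with a median of -0.25, and the single gene of iron acquisition had 0.57.

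With fengycin, the genes of cytosolic ribosomal proteins moved together by less than 2-fold. None of the 18 passed both thresholds, also adjusted over the list alone, but all were higher at an unadjusted p under 0.05 from the Wald test, 17 passed at an adjusted p under 0.05, and the median of 0.55 lay at percentile 100 of the random lists. Of 66 genes of secondary metabolism 9 were higher and 4 lower, or 9 and 5 adjusted over the list alone (adjusted p = 0.0266 for the higher genes, Fisher's exact test), with Bcboa10 at 2.54 and Bcpks7 at 1.91. Other large falls with fengycin in the authors' deposited table were Bcsox1 at -2.94, CND7 at -1.76, Bclsc1 at -1.58, Bcphy2 at -1.57, Bcgod1 at -1.51 and Bcfdh1 at -1.49. Of 23 peroxisome genes 1 was higher (Bccat2), of 30 cell wall genes 2 were higher (one of them Bcgas2 at 1.03), of 3 oxylipin genes 1 was higher (Bclox15741, 1.38) and of 20 conidiation genes 1 was lower (Bcltf3, -1.38), with the same numbers adjusted over the list alone. No member changed by both thresholds, also adjusted over the list alone, among the genes of actin and septins (median -0.09, with 4 higher and 11 lower at an unadjusted p under 0.05 from the Wald test), microtubules (-0.20, with 3 and 19), condensin (-0.17, with 1 and 6), ribosome biogenesis (0.10, with 21 and 0), phospholipids (-0.08, with 2 and 6), autophagy (-0.35, with 0 and 5), ergosterol (-0.12, with 2 and 5), heat shock (-0.04, with 0 and 4) and iron acquisition (0.01, with 0 and 0). With no fold threshold, 16 microtubule genes (adjusted p = 4.68e-06, Fisher's exact test) and 5 condensin genes (adjusted p = 0.0141) were lower with fengycin, as were 17 microtubule genes with TasA.

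With TasA, of 66 plant cell wall enzymes and virulence factors 12 were higher and 3 lower, also adjusted over the list alone (adjusted p = 2.96e-04 for the higher genes, Fisher's exact test), with the proteases Bcap8 at 3.38 and Bcap5 at 1.85 and the polygalacturonase Bcpg5 at -1.82 in the authors' deposited table. Of 33 glutathione genes 3 were higher and 1 lower, also adjusted over the list alone, with Bcgst1 at 1.32, Bcgst3 at 1.11 and Bcgst8 at -1.67 (adjusted p = 0.589 for the higher genes, Fisher's exact test, and 0.0103 at a threshold of 0.58). Without a fold threshold 13 glutathione genes were higher and 1 lower (adjusted p = 6.73e-05 for the higher genes, Fisher's exact test). Of 48 genes of oxidative stress defense 3 were higher and 3 lower, or 3 and 4 adjusted over the list alone, with Bcap1 at 1.31, Bccat2 at 1.24 and Bccat6 at -1.46. With no fold threshold 12 of these genes were higher and 5 lower, and at a threshold of 0.58 there were 9 and 3 (adjusted p = 0.0107 and 0.0291 for the higher genes, Fisher's exact test). Among the genes labeled in Fig. 3J gstII rose by 5.49, Bcbot1 by 3.54, Bcnqo1 by 1.46 and Bcprm1 by 1.06, while Bcprd11 had 0.86. Of 23 peroxisome genes 1 was higher and of 20 conidiation genes 1 was lower (Bcltf3, -1.48), also adjusted over the list alone. None changed by both thresholds, also adjusted over the list alone, among the genes of cytosolic ribosomal proteins (median 0.11, with 5 higher and 0 lower at an unadjusted p under 0.05 from the Wald test), phospholipids (-0.09, with 3 and 8), autophagy (-0.01, with 2 and 2), ergosterol (-0.19, with 1 and 2), oxylipins (0.31, with 1 and 0), heat shock (-0.35, with 0 and 6) and iron acquisition (0.20, with 0 and 0).

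Fengycin and TasA differed in 628 genes, 320 higher with fengycin and 308 higher with TasA, and in 444 when the standard errors were summed. Secondary metabolism had 17 genes higher with TasA and 3 higher with fengycin (adjusted p = 7.39e-11 for the former, Fisher's exact test), with the botcinic acid genes Bcboa1, Bcboa3, Bcboa4 and Bcboa2 at -3.16, -3.15, -3.09 and -2.75 for the log2 difference of fengycin minus TasA. Virulence factors had 12 genes higher with fengycin and 7 higher with TasA (adjusted p = 7.00e-06 and 0.0244, Fisher's exact test), among them the proteases Bcap9 at 1.75 and Bcap8 at -3.20, and oxidative stress defense had 6 higher with fengycin and none with TasA (adjusted p = 0.0244 for the former), or 4 and none with summed standard errors. Other large differences were Bccpd1 at -3.31, Bcmp1 at -3.15, Bcacp1 at -3.12, CND8 at 3.13, Bcprd1 at 2.39, Bccrh1 at 2.35, Bcgox1 at 2.19, Bcprm1 at 1.73, Bcspl1 at 1.69 and Bcap4 at 1.69. The medians of the log2 differences per gene were 0.51 for ribosome biogenesis and 0.43 for cytosolic ribosomal proteins, both at percentile 100 of the random lists.

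The 3 fungal treatments shared changed genes. For coculture and TasA 287 higher and 63 lower genes were shared, with 55.2 and 6.25 for independent lists and means of 207 and 45.3 (at most 229 and 62) in 100 draws of simulated unchanged groups on the same controls, taken in lists of the same sizes, and 17 were opposite, while for fengycin and TasA 205 and 54 were shared, with 21.1 and 2.85 for independent lists and 111 and 27.5 (at most 132 and 39) simulated, and 7 were opposite. The simulated lists rank noise alone, since no gene of a simulated draw passed the thresholds for a changed gene. They cannot say how much of the overlap comes from the shared controls. In all 3 treatments 166 genes were higher and 30 were lower, and 440 of the genes higher in coculture (33.3%) were also higher with fengycin or TasA. Across 8265 genes, which are not independent replicates, Pearson's r of the fold changes was 0.465 for coculture and fengycin, 0.508 for coculture and TasA and 0.549 for fengycin and TasA, with simulated values of 0.460, 0.468 and 0.502 for unchanged groups, and Spearman's rho was 0.390, 0.475 and 0.496. The covariances were 0.239, 0.258 and 0.179 against 0.0246, 0.0254 and 0.0275 simulated. Unchanged groups that share a control correlate by construction, whatever the size of the noise. The simulated r thus cannot say how much of the observed r comes from the shared controls.

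Higher genes stood next to each other in runs of 5 or more in the gene order of assembly ASM14353v4. There were 15 such runs in coculture, 3 with fengycin and 4 with TasA, against means of 0.234, 0.002 and 0.002 in 1000 shuffled orders. The longest with TasA had 12 genes, Bcboa1 to Bcboa12, with a median log2 fold change of 3.65, and in coculture Bcboa1 to Bcboa7 had 3.13 and a run of 7 genes around Bcbot1 had 4.41.

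The genes for fengycin synthetases were lower in coculture, 2 of 5 by both thresholds, as given where the paper speaks of secondary metabolites. A general fall of antibiotic genes of the stationary phase is argued against by the median of 31 genes for bacilysin, subtilosin, cannibalism toxins and surfactin, 0.0585 (quartiles -0.13 and 0.35). A loss of reads over very long genes stays open and cannot be told apart from a change in expression, since 8 other long synthase genes chosen by eye had a median of -0.45, from -0.79 to 0.39, while all 20 surfactin and bacillaene genes had 0.52. The effect of the fungus on these genes as a biological cause was not tested.

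In *B. subtilis* no sporulation gene changed by both thresholds, also adjusted over the list alone, with medians of -0.09 for 15 early genes (1 higher and 3 lower at an unadjusted p under 0.05 from the Wald test) and -0.07 for 15 late genes (0 and 0). The 11 genes of cannibalism toxins had a median of 0.06 and none changed, also adjusted over the list alone and at an unadjusted p under 0.05. Of 16 genes of extracellular polysaccharide hydrolases 1 was higher, also adjusted over the list alone (*bglS*, 1.16), and the chitosanase gene *csn*, which the paper studies, had 0.07 (standard error 0.37, adjusted p = 0.938 from the authors' Wald test). Of 15 genes of oxidative stress 3 were higher (*mrgA* 2.36, *perR* 1.69 and *katA* 1.29) and 1 was lower (*ohrB* -2.93), of 19 competence genes 1 was lower (*comK* -1.45), of 16 genes of iron uptake 4 were lower (adjusted p = 0.102, Fisher's exact test, 0.0356 with no fold threshold and 0.0237 after centering) and of 57 ribosomal proteins 3 were higher (*rpmEA* 1.82, *rpmGA* 1.57 and *rpmF* 1.25), with the same numbers adjusted over the list alone. The iron uptake list shares at least *dhbF*, at -3.09, with the bacillibactin list, and both have 4 lower genes, so its fall is not a separate result. The largest falls among genes with a base mean at or above the median, apart from *katE*, were in the authors' deposited table *capA*, of poly-gamma-glutamate synthesis, at -5.45, *bacT* at -4.84, *bacU* at -4.62, *yhbD* at -4.36, *forC* at -4.13, *yfkT* at -3.74 and *yfhK* at -3.72. Of the fungal genes for elongation factors that the paper names, Bchbs1 had log2 fold changes of 0.00 with fengycin and -0.16 with TasA, and Bcmef1 had -0.23 in coculture, 0.16 with fengycin and -0.41 with TasA.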
